# Single-cell transcriptomics reveals FXR1 as an actionable target for siRNA therapy in ovarian cancer

**DOI:** 10.1038/s41467-026-71468-y

**Published:** 2026-04-03

**Authors:** Jasmine George, Xiaolong Ma, Ishaque Pulikkal Kadamberi, Ajay Nair, Sonam Mittal, Elaheh Hashemi, Sudhir Kumar, Mona Singh, Anjali Geethadevi, Meenakshi Pradeep, Anupama Nair, Shirng-Wern Tsaih, Julie M. Jorns, Subramaniam Malarkannan, Felix Dietlein, Chien-Wei Lin, Sunila Pradeep, Pradeep Chaluvally-Raghavan

**Keywords:** Ovarian cancer, Target validation, Cancer genomics, Targeted therapies, siRNAs

## Abstract

Ovarian cancer is one of the leading causes of cancer-related mortality among women and remains exceptionally difficult to manage and treat effectively in the clinic. Fragile X-related protein 1 (FXR1) is highly amplified and overexpressed in ovarian and several other cancers. FXR1 is a key regulator of the translation of multiple oncogenes and therefore represents a vulnerable target for cancer therapy. RNA interference (RNAi) of FXR1 using a locked nucleic acid (LNA) form of siRNA (siFXR1-LNA) inhibits tumor growth, ascites formation, and metastasis of ovarian cancer more efficiently than the native form of FXR1 siRNA in vivo. LNA modification of siRNA improves resistance to RNase mediated degradation and enhances tumor tissue uptake of siRNA with robust inhibition of target mRNA in tumor tissues. Single-cell RNA sequencing (scRNA-seq) analysis of ascites composed of tumor, stromal, and immune cells analysis reveals that FXR1 silencing suppresses tumor cell proliferation and reduces tumor-promoting M2-like macrophages. FXR1 silencing also increases cytotoxic T cells, NK cells, and dendritic cells with anti-tumor characteristics in vivo. Collectively, our data establishes FXR1 as an important regulator of oncogenic processes in cancer tissues and serves as a therapeutic liability. Therefore, FXR1 silencing in tumor tissues provides an effective strategy to treat tumors expressing high levels of FXR1.

## Abstract (web summary)

Fragile X-related protein 1 (FXR1) is a potential therapeutic target for ovarian cancer. Here, the authors show that RNA interference of FXR1 using a locked nucleic acid (LNA) form enables efficient inhibition of ovarian cancer growth and metastasis; single-cell RNA sequencing reveals the impacts on tumour proliferation pathways and the immune microenvironment.

## Introduction

Ovarian cancer, a leading cause of cancer deaths among women with a 1 in 87 lifetime risk, often goes undetected until its aggressive later stages, leading to low survival rates and frequent recurrences despite early treatment success. Studies from The Cancer Genome Atlas^1^, us^2^, and others^3^ have reported that ovarian cancer is driven by copy number variations (CNVs), such as copy number gain, amplification, or deletion of the genome. Many genes, such as *PI3KCA*^4^, *EVI1*^5^, and *TERC*^6^ were reported as amplified within the 3q26 locus amplification for their role in ovarian cancer progression. We have reported that non-coding microRNAs, such as the miR569 and miR551b, that are amplified as part of the 3q26.2 locus, contribute to the oncogenesis and progression of breast and ovarian cancers^2,7,8^. Although many genes have been reported for ovarian cancer progression as driver genes or passenger genes, targeted therapy is not well developed for ovarian cancer.

Our recent work identified that fragile X-related protein 1 (FXR1), amplified within the 3q26 genomic region, is a master regulator of stability and translation of several oncogenic mRNAs^9^. FXR1 is copy-gained or overexpressed in many cancers, such as those of lung, ovary, esophagus, head and neck, cervical, and uterine^9^. Therefore, silencing FXR1 in tumor tissues could offer therapeutic benefits for ovarian and multiple other cancers that exhibit FXR1 amplification and/or overexpression. However, there is no inhibitor readily available that targets and inhibits FXR1 for therapy. Hence, the aim of this study is to develop RNA interference (RNAi) techniques, employing both in vitro and in vivo models, to target and suppress FXR1 for cancer therapy.

RNAi was a Noble Prize-winning discovery made by Dr. Craig Mello and Andrew Fire in 1998^10,11^. RNAi based therapeutic approaches haven’t received any significant attention for clinical care until 2018 when FDA approved the first RNAi drug Patisiran to treat hereditary transthyretin amyloidosis, and subsequently RNAi drugs Givosiran and Lumasiran got approved for treating hepatic porphyria and hyperoxaluria in 2019 and 2020, respectively^12–14^. Since then, RNA-based therapy has become an important area of research for silencing many genes which were considered undruggable previously. However, the therapeutic potential of RNAi has not met the goal of treating diseases like cancers as expected, potentially due to lack of cancer cell specific RNAi targets and/or effective delivery mechanisms. Additionally, the impact of RNAi on normal cells and immune cell toxicity has not been thoroughly addressed for cancer therapy. Given this background, our research aims to explore the potential of using FXR1 siRNA not only for its ability to inhibit cancer cell growth and induce the death of cancer cells, but also for its immune-supporting effects, which could enhance anti-cancer responses.

Several challenges currently limit the clinical use of siRNA-based therapies, including difficulties in delivering siRNA specifically to target cells, low uptake levels within these cells, and rapid degradation of siRNA by exonucleases and RNases. Another major concern is the off-target effects of siRNA, which silence unintended RNA targets, potentially leading to adverse outcomes^15^. Introducing chemical modifications in siRNAs evolved as a strategy to improve the stability of small RNAs by reducing the impact of nuclease induced degradation^16,17^. The chemical modifications can be introduced to the 5′- or 3′- terminus, backbone, sugar, or in the nucleotide bases of siRNAs^17,18^. Among the chemical modifications, phosphorothioates (PS), 2’-*O*-methylation (2′-O-Me), 2′-O-allyl, 2′-deoxy-fluorouridine and locked nucleic acid (LNA) forms were known for improving the stability of siRNA for therapy. LNA modification is a bicyclic nucleic acid where a ribonucleoside monomer is linked between the 2’-oxygen and the 4’-carbon atoms with a methylene unit^19^. In contrast to other modifications, the LNA modifications have been reported to substantially increase the potency and activity of siRNAs in both in vitro and in vivo studies with minimal toxicity^20–23^. Another challenge in RNAi research is the development of efficient and safe delivery systems. Recent advances, such as GalNAc conjugates and lipid nanoparticles (LNPs), have emerged as effective strategies for encapsulating siRNAs in ionizable lipids for delivering them intracellularly for target gene knockdown^24,25^.

Although many RNAi studies have reported anti-tumor effects of siRNAs in vitro and in vivo, not many of them were advanced through clinical trials for cancer. This drawback was mainly due to the non-specific targeting of siRNAs on other RNAs and their effects on non-tumor cells. Therefore, it is required to validate the effects of siRNAs in whole tumor tissues comprehensively using advanced technologies like single-cell RNA sequencing (scRNA-seq). However, scRNA-seq has not yet been fully utilized in the current drug discovery approaches, including siRNA therapy to evaluate the effects of drugs broadly in all cell populations in the tumor tissues.

Ovarian cancer is a peritoneally progressing cancer where the tumor cells shed into the peritoneal cavity, then circulates through ascites fluid and undergo transcoelomic metastasis a.k.a. peritoneal seeding^26,27^. Consequently, tumor cell clusters and spheroids isolated from ascites are considered as a representative model of studying transcriptomic signatures of advanced-stage ovarian cancer^28^. Given the nature of ovarian cancer, high throughput studies have utilized these ascites-derived clusters and spheroids to perform transcriptomic analyses at the single-cell level, providing insights into tumor heterogeneity and microenvironmental interactions^29–31^.

In this work, we demonstrate that the in vivo delivery of LNA-modified siRNAs targeting FXR1 markedly suppresses ovarian cancer growth and metastasis in both immunocompetent and immunocompromised mouse models. scRNA-seq of ascites from siFXR1-LNA–treated tumor-bearing mice reveals that FXR1 silencing restricts tumor cell expansion while promoting the enrichment of M1-like macrophages and cytotoxic Cd8⁺ T cells, thereby enhancing anti-tumor immune responses. Collectively, these findings provide mechanistic insight into how FXR1-directed RNA interference inhibits ovarian cancer growth and progression in vivo and support FXR1 as a therapeutic vulnerability in ovarian cancer.

## Results

### Sequence specific screening identifies highly potent siRNAs that enhance FXR1 silencing, inhibit cell growth, and promote apoptosis

siRNAs bind to complementary mRNA sequences to inhibit gene expression. Thus, each target sequence is expected to exhibit varying levels of gene silencing. Therefore, we designed five siRNAs numbered as seq1 to seq5 (Table S1), which specifically target coding sequences (CDS) or the sequences in untranslated region (UTR) of FXR1 gene as marked in Supplementary Fig. 1a. First, we used siRNAs (siFXR1) at two different concentrations 2.5 nM and 5 nM and the respective scrambled control siRNA (siCont) at 5 nM and found that the transfection of seq2 and seq3 siRNAs, targeting the CDS exhibited ~70–85% inhibition of FXR1 protein in ovarian cancer cell lines (Fig. 1a). While we observed ~80% inhibition of FXR1 protein by seq5 in HeyA8 and OVCAR8 cells, the level of inhibition was only ~50% in the Kuramochi cell line. In contrast, the seq1 and seq4 sequences exhibited low levels of FXR1 inhibition relative to the other sequences (Fig. 1a). In brief, we observed that CDS-targeting siRNAs demonstrated superior level of FXR1 inhibition compared to the non-CDS targeting regions (Supplementary Fig. 1a, a).

**Fig. 1:**
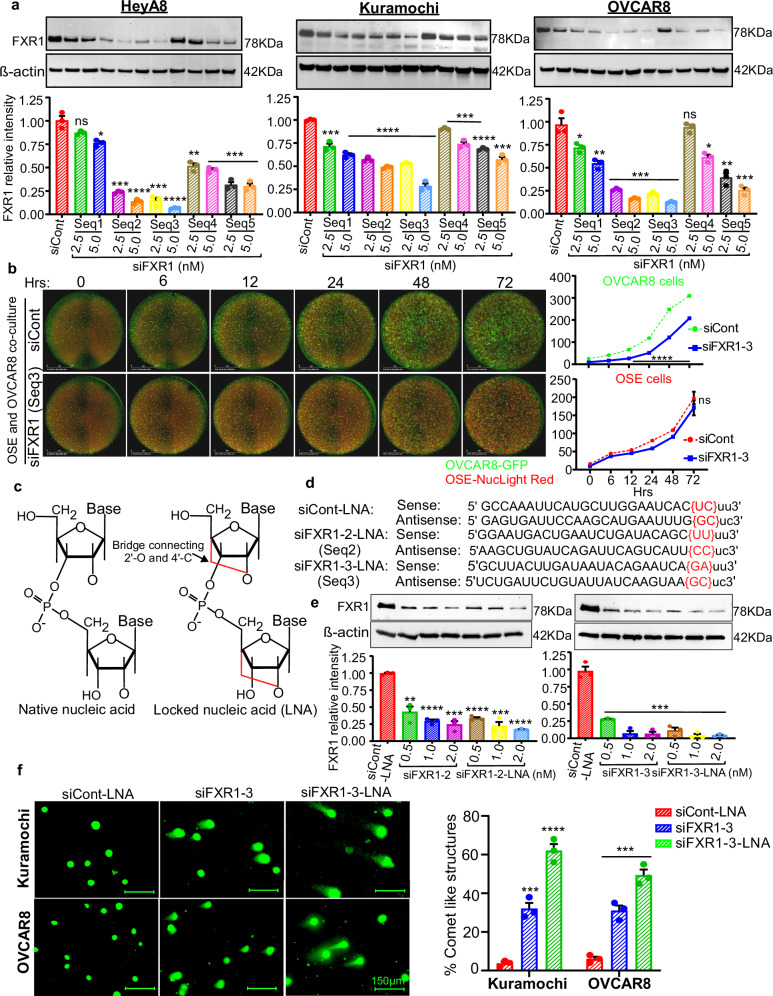
LNA modification enhances knockdown efficiency, tumor penetration, and antitumor activity of FXR1 siRNAs. **a** Representative Western blot image (top) shows FXR1 level in ovarian cancer cells were transfected with 5 nM siCont and 2.5 nM or 5 nM siRNAs (seq1 to 5) for FXR1 for 48 h. FXR1 levels were quantitated using β-actin loading control (bottom). Data represent mean ± SEM of three biological replicates. Significance was determined by unpaired two-tailed Student’s *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, non-significant). Uncropped blots are provided in Source Data file 1. **b**, GFP + OVCAR8 cells co-cultured with NucLight Red-labeled OSE cells for 24 h, then transfected with siFXR1 (seq3) or siCont at 2.5 nM. Images were captured every 6 h for 3 days using the IncuCyte live-cell analysis system, and representative images were presented (left). Scale bars represent 2 mm. The graph displays time-dependent cell counts of GFP + OVCAR8 cells and NucLight Red-labeled OSE cells that were transfected with FXR1 siRNAs (right) (*n* = 9, represents nine biologically independent samples). Significance was determined by two-way ANOVA followed by Sidak’s multiple comparisons test (****p < 0.0001, ns, non-significant). **c** Chemical structures of locked nucleic acid (LNA) modified form of siRNAs. The ribose ring is connected by a methylene bridge between the 2’-O and 4’-C atoms, “locking” the ribose ring. **d** Oligonucleotide sequences of siCont-LNA and siFXR1-LNAs (seq2 and seq3) target FXR1, where red letters indicate LNA modified nucleotides at the 3’end of sense and antisense strands. **e** Representative Western blot images show FXR1 level in ovarian cancer cells were transfected with siFXR1-2, siFXR1-2-LNA, siFXR1-3 or siFXR1-3-LNA for 48 h (top). FXR1 levels were quantified using β-actin loading control (bottom). Data represent mean ± SEM of three biological replicates. Significance was determined by unpaired two-tailed Student’s *t*-test (**p < 0.01, ***p < 0.001, ****p < 0.0001). Uncropped blots are provided in Source data file 1. **f** Kuramochi and OVCAR8 cells were transfected with siCont-LNA, siFXR1-3, or siFXR1-3-LNA. DNA damage was detected by COMET assay after 48 h of siRNA transfections. Representative images captured from five random fields of comet-like structures (left), and % of comet-like structures was quantified (right) (*n* = 3, represents three biologically independent samples). Scale bars represent 150 µm. Data represent mean ± SEM of three biological replicates. Significance was determined by unpaired two-tailed Student’s *t*-test (***p < 0.001, ****p < 0.0001). Exact p-values for (**a**, **b**, **e**, **f**) are included in the Source data file 2.

Next, we determined the knockdown effects of all five siRNAs at their lowest effective concentration of 2.5 nM on cell cycle phases using flow cytometry. Similar to the sequence specific effects of siRNAs on FXR1 inhibition (Fig. 1a), seq2 and seq3 exhibited the most profound effect on G1 phase arrest and a reduction in S phase (Supplementary Fig. 1b). Similarly, those sequences inhibited G1-phase proteins CDK2, CDK4, CDK6, Cyclin D1 and Cyclin E1 levels, most effectively compared to the other sequences (Supplementary Fig. 1c). In conjunction, FXR1 siRNAs seq2 and seq3 induced ~70% cellular apoptosis, accompanied by reduced BCL2 and increased PARP cleavage compared to siCont (Supplementary Fig. 1c, d). In agreement with the level of FXR1 knockdown, a modest increase in apoptosis was only observed with seq1, seq4, and seq5 (Supplementary Fig. 1d). We and others have reported that cMYC is a key target of FXR1^9,32^. Supporting this notion, cMYC protein level was also inhibited mostly by seq2 and seq3 siRNAs (Supplementary Fig. 1c). Similarly, seq2 and seq3 siRNAs also inhibited colony forming ability of ovarian cancer cells (Supplementary Fig. 1e).

### FXR1 siRNA preferentially inhibits the growth of FXR1-high expressing cancer cells compared to normal cells

One of the key challenges of siRNA therapy for cancer is its uptake by normal cells, leading to both targeted and non-specific effects. Therefore, it is crucial to assess the growth-inhibitory effects of FXR1 siRNA specifically in cancer cells, ensuring minimal harm to non-tumor cells, along with immune cell activation. To address this, we selected the most potent FXR1 siRNAs (seq2 and seq3) and assessed their effects on tumor growth and apoptosis by transfecting normal and cancer cells either independently or in co-culture. In conjunction with FXR1 mRNA expression data (Supplementary Fig. 2a), the transfection of FXR1 siRNA effectively inhibited the growth of tumor cells, which express high levels of FXR1. In contrast, the normal cells that express low levels of FXR1 expression were unaffected by FXR1 siRNA. This data suggests that the growth-inhibitory effects caused by seq2 and seq3 siRNAs are primarily driven through target-specific inhibition of FXR1 (Supplementary Fig. 2b). Next, we employed a co-culture model where GFP-labelled OVCAR8 cells expressing high levels of FXR1 co-cultured with RFP-labeled normal ovarian surface epithelial cells (OSE) or fallopian tube epithelial cells (FTE) expressing very low levels of FXR1 in a single well. As expected, treatment with FXR1 siRNA reduced the overall GFP signal, indicating inhibition of tumor cell growth, while the unchanged RFP signal reflected that non-tumor cells expressing low levels of FXR1 were not affected by FXR1 siRNA treatment (Fig. 1b and Supplementary Fig. 2a, c).

We also conducted a second co-culture assay, where GFP-labelled OVCAR8 cells were incubated with normal OSE or FTE cells. Upon reaching approximately 80% confluence, the OVCAR8-GFP/OSE and OVCAR8-GFP/FTE co-cultures were transfected with either siFXR1 (seq3) or the corresponding siCont. GFP signal was then quantified at 2-day intervals for up to 6 days to assess tumor cell growth. This assay also demonstrated a decrease in the overall percentage of GFP signal from OVCAR8 cells without affecting the viability of non-FXR1 expressing normal OSE cells (Supplementary Fig. 2d).

### LNA modified siRNA improve FXR1 silencing and enhance cancer cell death compared to native siRNA

Based on the reports that LNA modifications can improve gene silencing potency with minimal toxicity^20–23^, we introduced LNA modification at the 3’site in both seq2 and seq3 (hereafter referred to as siFXR1-2-LNA and siFXR1-3-LNA, respectively) (Fig. 1c, d). Next, we evaluated whether this modification enhanced their growth-inhibitory effect in cancer cells. Remarkably, siFXR1-3-LNA achieved over 90% FXR1 knockdown at just 0.5 nM, whereas such effect was obtained with 2 nM of the unmodified (native) siRNA (Fig. 1e). Compared to siFXR1-3-LNA, siFXR1-2-LNA was not able to exert such superior activity in knocking down FXR1 in its low concentrations.

In conjunction, siFXR1-3-LNA was again able to cause G1 arrest more prominently and reduced G2/M phase than native form of siFXR1-3 in both Kuramochi and OVCAR8 cells (Supplementary Fig. 3a). Proteins associated with cell cycle regulators such as Cyclin D1, Cyclin E1, CDK2, CDK4, CDK6, cMYC, and Bcl-2 were also inhibited predominantly by siFXR1-3-LNA than its native form. In contrast, the inhibition induced by siFXR1-2-LNA was less effective in comparison with siFXR1-3-LNA on inhibiting above cell cycle regulators (Supplementary Fig. 3b). Similarly, a subsequent increase was observed in the levels of cleaved PARP, caspase 3/7 activity, and cellular apoptosis when OVCAR8 and Kuramochi cancer cells were transfected with LNA-modified siFXR1-3 compared to its native form (Supplementary Fig. 3b–e). Our comet assay^33,34^ also demonstrated a markable increase in DNA damage potentially due to cellular apoptosis in ovarian cancer cells, particularly when the cells were transfected with siFXR1-3-LNA compared to the native siRNA (Fig. 1f).

### LNA modified FXR1 siRNA demonstrates superior cellular and tissue uptake with improved stability over nucleases

The primary objective of this study is to assess the therapeutic effects of LNA-modified FXR1 siRNA on tumor growth inhibition via FXR1 silencing in preclinical models. Therefore, we sought to use an intermediary approach of 3D culture model that connects traditional 2D cultures and in vivo systems. Ovarian cancer cells were cultured on an extracellular matrix to form tumor spheroids, allowing us to simulate in vivo tumor growth and assess the growth-inhibitory effects of FXR1 siRNA more accurately. Similar to its effect in 2D culture (Fig. 1), siFXR1-LNA was able to inhibit the growth of ovarian cancer spheroids more efficiently than native siRNA (Fig. 2a). Furthermore, high level uptake of siFXR1-LNA was also observed by tumor spheroids compared to native siRNA (Fig. 2b and Supplementary Movies 1 and 2).

**Fig. 2:**
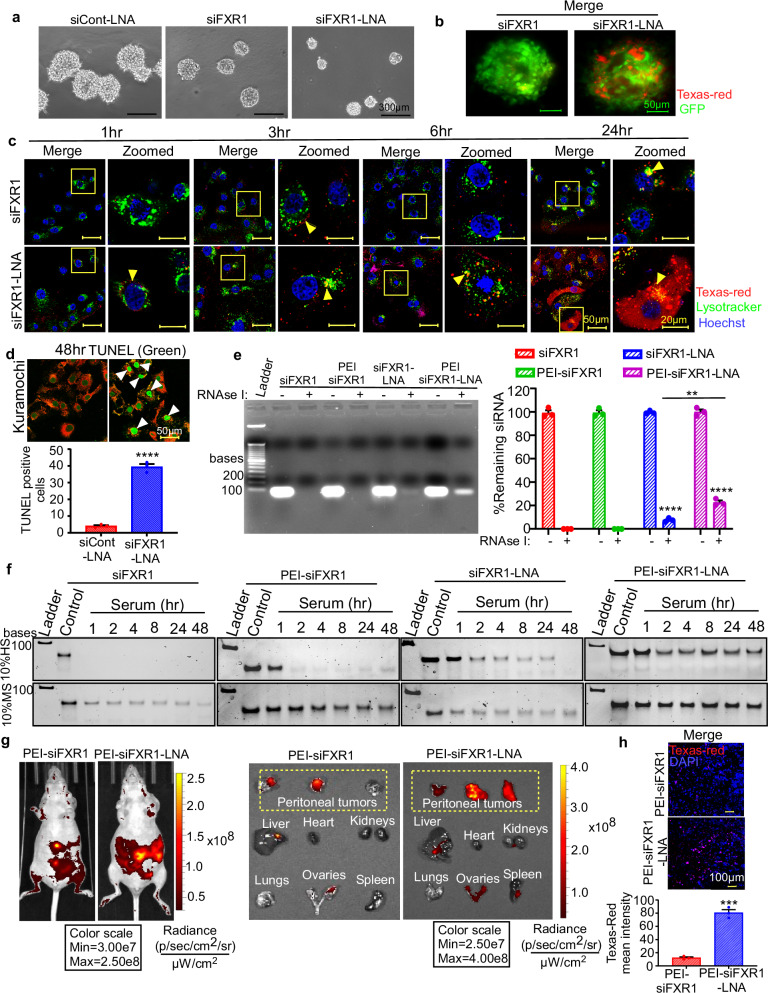
LNA-modified FXR1-siRNA exhibited better cellular uptake and improved stability at intracellular level. **a** OVCAR8 cells were transfected with siCont-LNA, siFXR1 or siFXR1-LNA were grown as spheroids. Representative images of spheroids were captured from five random fields of three biologically independent experiments with similar results. Scale bars represent 300 μm. **b** Representative images of three biologically independent experiments with similar results show the uptake of Texas red labeled-siFXR1 or siFXR1-LNA in 3D spheroids of GFP-labelled OVCAR8 cells. Scale bars represent 50 μm. **c** Representative images of three biologically independent experiments with similar results of ovarian cancer cells were transfected with Texas red labelled native siFXR1 or siFXR1-LNA for cellular uptake and intracellular distribution of siRNAs were captured at the indicated time points using confocal microscopy. The nucleus was stained with Hoechst, the lysosome vesicles were labeled by Lysotracker Red, and the siRNA was labeled with Texas red. Scale bars represent 50 μm in unzoomed images and 20 μm in zoomed images**. d** Representative images of TUNEL-stained ovarian cancer cells were captured 48 h after siRNA transfection. Green fluorescence indicates TUNEL stained nuclei (top). Scale bars represent 50 μm. Bar graph shows number of apoptotic cells determined by TUNEL assay (bottom) (*n* = 3, represents three biologically independent samples). Significance was determined by unpaired two-tailed Student’s *t*-test (****p < 0.0001). **e** Representative agarose gel images show the stability of native or LNA form siRNA either as naked or incorporated in jetPEI nanocomplex following the treatment with or without RNase I for 30 min. siRNA band intensity was quantified to calculate the percentage of siFXR1 remaining compared to respective control (*n* = 3, represents three biologically independent samples). Significance was determined by unpaired two-tailed Student’s *t*-test (**p < 0.01, ****p < 0.0001). **f** Representative PAGE images from three biologically independent experiments with similar results show the levels of indicated siRNAs either as naked or incorporated in jetPEI nanocomplex after incubating in 10% human serum (HS) or mouse serum (MS) at 37 °C for the indicated time points. **g** Representative IVIS images of tumor-bearing mouse (*n* = 3 mice per group) show the biodistribution of Texas Red labelled siFXR1-3 or siFXR1-3-LNA after 1 h of injection; (left panel). Mice were then sacrificed, and tumor tissues from the peritoneal cavity (marked by dashed rectangle) and the indicated organs with tumor metastasis were isolated and imaged for Texas Red fluorescence for biodistribution. Heart and lungs without any metastasis observed were used as a negative control (right panel). **h** Representative confocal microscopy images (top) of tumor tissues were collected from mouse treated with native siFXR1-3 or siFXR1-3-LNA. Cell nuclei were stained for DAPI (blue), and siRNA was labeled with Texas Red (red). Scale bars represent 100 µm. Bar graph showing the average intensity of Texas red in tumor tissue sections (bottom) (*n* = 3). Data represent mean ± SEM of three biological replicates. Significance was determined by unpaired two-tailed Student’s *t*-test. (***p < 0.001). Exact *p*-values for (**d**, **h**) are included in Source data file 2.

Once internalized, siRNA is often trapped in the endosome and transported to the lysosome, where it gets degraded by lysosomal enzymes quickly, significantly reducing its effectiveness^35,36^. Therefore, we decided to determine whether LNA modification can rescue siRNA from lysosomal degradation. Herein, we used Texas red labeled siRNAs of both native and LNA forms and transfected into cancer cells and the cellular uptake levels were determined by imaging (Fig. 2c). Strikingly, we observed a high level of siFXR1-LNAs uptake within 1 h after transfection in two different cancer cell lines Kuramochi and OVCAR8, whereas only modest level of siRNA uptake was observed when cells were transfected with native siRNA (Fig. 2c and Supplementary Fig. 4a). Consistently, siFXR1-LNAs showed minimum localization within lysosomes, suggesting reduced lysosomal degradation. In contrast, native siRNA displayed a strong lysosomal accumulation compared to LNA form (Fig. 2c and Supplementary Fig. 4a). This data suggests that LNA modified siRNA exhibits greater stability and can evade lysosome mediated degradation. The terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay also showed an increase in the level of cellular apoptosis when siFXR1-LNA transfected cells compared to those transfected with native siRNA (Fig. 2d and Supplementary Fig. 4b). These findings led us to investigate whether LNA modification protects siRNA from RNase activity and if encapsulating LNA form siRNA in nanoparticles further enhances its stability. Here, we used commercially available polyethylenimine (PEI) nanoparticle named jetPEI for encapsulation of siRNAs and found that unmodified siRNA, either in free or in encapsulated form, was degraded rapidly compared to LNA-modified siRNA (Fig. 2e). Notably, jetPEI encapsulation of siFXR1-LNA enhanced its stability and demonstrated least degradation in the presence of RNase (Fig. 2e).

We also used serum as a physiologically relevant source of exonucleases and RNases (ribonucleases) to assess whether LNA modification and PEI encapsulation protects siRNA from RNases mediated degradation. Consistent with the earlier results, LNA modifications in siRNAs improved stability over native siRNAs, and this stability was further enhanced upon encapsulation in jetPEI nanoparticles (Fig. 2f). Next, we examined whether siFXR1-LNA exhibits improved uptake in tumor tissues compared to normal organs when injected into tumor-bearing mice. As anticipated, siFXR1-LNA showed enhanced tissue uptake in peritoneal tumors and tumors at organ sites, with minimal uptake in tissues devoid of tumor growth (Fig. 2g). Specifically, a high level of siRNA uptake was observed in tumor tissues and ovaries with tumor presence, whereas no uptake was detected in lungs and heart, which were free of tumor growth. Uptake was also very minimal in the liver, kidneys, and spleen, where a minimal tumor presence was observed (Fig. 2g). Similarly, immunofluorescence of tumor tissue also confirmed a higher level of siFXR1-LNA in tumor tissues compared to native siFXR1 (Fig. 2h). Collectively, our findings demonstrate that LNA modification of FXR1 siRNA not only protects FXR1 siRNAs from RNase and nuclease, but also enhances its tumor-specific uptake, suggesting improved therapeutic potential for treating cancer in preclinical models.

### In vivo administration of LNA-modified FXR1 siRNA effectively suppresses ovarian cancer growth and metastasis

In this aim, we delivered LNA-modified siFXR1 or its native form complexed with jetPEI intraperitoneally (IP) to mice bearing ovarian cancer cells. Briefly, OVCAR8 cells were injected IP in female athymic nude mice, and siRNA encapsulated in jetPEI was delivered into the mice twice a week for five weeks after one week of tumor inoculation, as depicted in the schema (Fig. 3a). The control group of mice was treated with LNA modified scrambled siRNA (siCont-LNA) encapsulated in jetPEI as above. Bioluminescence imaging was performed once a week to monitor tumor growth. Notably, mice that were treated with native siFXR1 showed a markable reduction in the overall tumor growth, whereas LNA modified siFXR1 displayed a greater level of reduction in the overall tumor growth compared to the native form of siRNAs (Fig. 3b–d and Supplementary Fig. 4c).

**Fig. 3:**
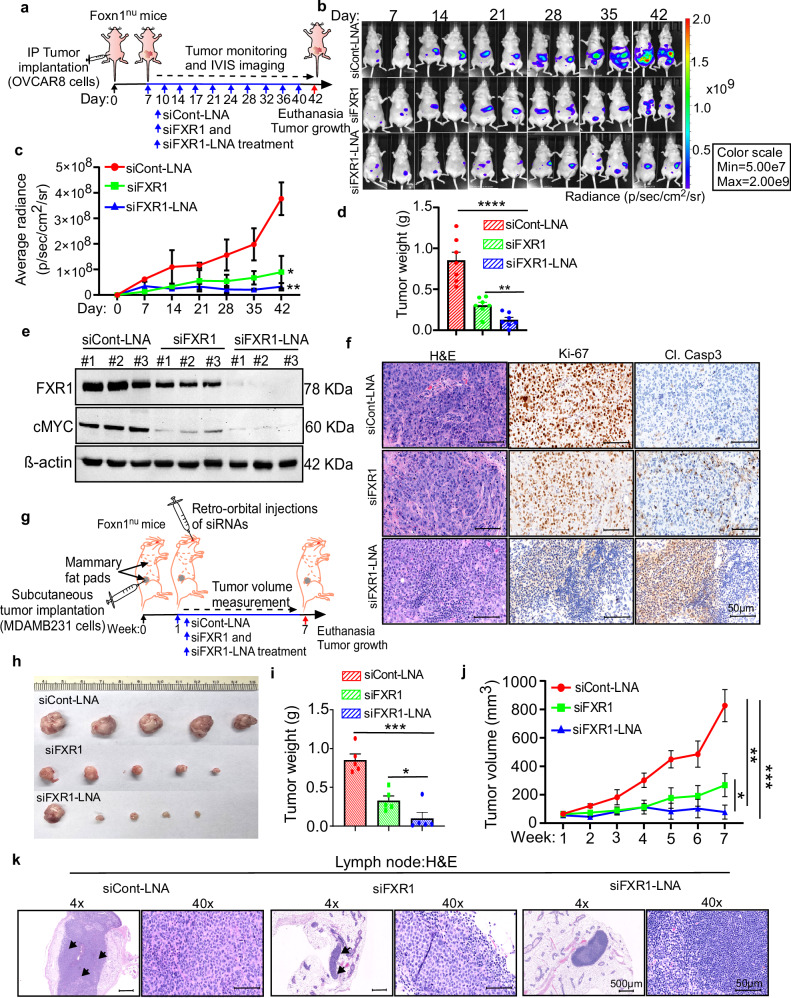
In vivo delivery of LNA-modified FXR1 siRNAs exhibited superior level of inhibition of the growth and metastasis of ovarian and breast cancer cells. **a** Schema shows the schedule of injections of jetPEI-incorporated siCont-LNA, native siRNA or siFXR1-LNA injected (twice/week) intraperitoneally (IP) in OVCAR8 tumor-bearing female athymic nude mice (*n* = 7 mice per group). On day 42, all mice were euthanized, and tumors were collected for further analysis. **b** Mice from **a** were imaged using an IVIS imager and representative images of two mice per group were presented at the indicated time point. **c** Bioluminescent signals from **b** were quantitated at the indicated time points and presented. Significance was determined by unpaired two-tailed Student’s *t*-test on the last time point (**p < 0.01, ***p < 0.001). **d** Primary and disseminated tumors were collected from **b**, and total tumor weight was recorded (right). Significance was determined by unpaired two-tailed Student’s *t*-test (**p < 0.01, ****p < 0.0001). **e** Western blot analysis of indicated proteins in the lysates from representative tumor tissues collected from each treatment group (*n* = 3 biologically independent samples for each). β-actin, loading control. Uncropped blots are provided in Source Data file 1. **f** Representative images of H&E stained or Ki67 and cleaved Caspase3 (Cl. Casp3) immunostained tumor tissue sections from three biological independent animals from indicated groups. Scale bars represent 50 µm. **g** Schema shows the schedule of injections of jetPEI-incorporated siCont-LNA, native siRNA, or siFXR1-LNA injection (10 μg/dose; twice/week) IP for 6 weeks in MDA-MB-231 tumor-bearing female athymic nude mice. In week 7, all mice were euthanized, and tumors were collected and photographed. **h** Tumors from each group were isolated and photographed at the end point; (*n* = 5 mice per group). **i** Bar graph represents tumor mass in grams quantitated at the end point. Significance was determined by unpaired two-tailed Student’s *t*-test (*p  <  0.05, ***p < 0.001). **j** Tumor volume in mm^3^, was measured at the indicated time point for six weeks after tumor cells inoculation (*n* = 5 mice per group). Significance was determined by unpaired two-tailed Student’s *t*-test on the last time point (*p < 0.05, **p < 0.01, ****p < 0.0001). **k** Representative H&E staining images captured from five random fields of lymph nodes isolated from three mice from each treatment group and presented. Metastatic regions are marked with arrows. Scale bars represent 500 μm and 50 μm respectively at 4x and 40x magnification. Mice drawings in **a**, **g** were created using Canvas X Pro. Exact *p*-values for (**c**, **d**, **i**, **j**) are included in Source data file 2.

To evaluate the silencing effect of the siRNA complex in vivo, we isolated proteins from the tumor specimen and evaluated the protein levels of FXR1 and its target MYC oncogene. As shown in Fig. 3e, tumors treated with the siFXR1-LNA exhibited robust inhibition of both FXR1 and MYC protein compared with tumors treated with jetPEI encapsulated siCont-LNA. Next, we validated the target specific effect of FXR1 siRNA on the downstream effectors of apoptosis in tumor tissues isolated from mice treated with control, native, or LNA-modified siRNAs by immunohistochemistry (IHC) analysis. IHC of tumor tissues demonstrated that LNA-modified FXR1 siRNA exhibited a markable effect on inhibiting Ki67 proliferation marker levels and a subsequent upregulation in the levels of apoptosis marker cleaved-caspase 3 (Fig. 3f). TUNEL assay also demonstrated extensive TUNEL staining, as an indication of tumor cell death, in the tumor tissues were isolated from mice treated with siFXR1-LNA compared with those treated with native siFXR1 (Supplementary Fig. 4d). Notably, there was no indication of tumor cell death when treated with siCont (Supplementary Fig. 4d).

Next, we validated the tumor inhibitory effects of siFXR1-LNA in a subcutaneous xenograft model using a highly aggressive triple-negative breast cancer cell line MDA-MB-231 which expresses high levels of FXR1 (Fig. 3g and Supplementary Fig. 4e). Consistently, siFXR1-3-LNA demonstrated a more effective knockdown of FXR1 and its downstream target MYC in MDA-MB-231 cells compared to siFXR1-2-LNA (Supplementary Fig. 4f). We selected an MDA-MB-231 TNBC model due to its genomic similarities with High-Grade Serous Ovarian Carcinoma (HGSOC) including frequent TP53 and BRCA mutations, high genomic instability and the prolific growth and metastatic behavior of the MDA-MB-231 cell line.

Consistent with the response observed in OVCAR8 tumors, systemic retro-orbital injections of siFXR1-LNA also significantly inhibited tumor growth of MDA-MB-231 tumors compared to the unmodified siFXR1 treatment (Figs. 3h–j). Furthermore, histological analysis of lymph nodes used as indicators of early metastasis also revealed no signs of metastasis in the mice that were treated with siFXR1-LNA (Fig. 3k). We further examined whether the delivery of native or LNA modified FXR1 siRNA causes any tissue damage or associated toxicity by performing H&E-staining of liver, lung, heart, and kidney sections. Notably, neither form of FXR1 siRNA induced any observable histological changes compared with the respective control, indicating no detectable tissue damage associated with cellular toxicity (Supplementary Fig. 4g). We also assessed key enzymes and proteins for liver and kidney functions including Aspartate Aminotransferase (AST); Alanine Aminotransferase (ALT); Alkaline Phosphatase (ALP); Total Bilirubin (TBIL); Total Protein (TP) and found that delivery of both native and LNA modified FXR1 siRNA caused no significant changes in the levels of these markers (Table S2).

Taken together, results from our in vitro and in vivo models, along with toxicity assessments, demonstrate that LNA-modified FXR1 siRNA effectively inhibits tumor growth and metastasis by silencing its target FXR1 with minimal or no adverse effects on tissue integrity or organ functions.

### Single-cell transcriptome profiling demonstrates marked effects of LNA-modified FXR1 siRNA on tumor growth inhibition and anti-tumor immune responses

One of the major challenges of translating RNAi-based therapies into clinical practice is the risk of immune cell toxicities and unintended effects on stromal components within the tumor microenvironment (TME). Therefore, we performed scRNA-seq method to assess whether there were any adverse effects on transcriptomic changes induced by RNAi treatment in both tumor cells and the cells in TME comprehensively. For this goal, we used both native and LNA-modified forms of FXR1-targeting siRNAs (seq2 or seq3) to knockdown FXR1 in mouse ovarian cancer cell lines, where seq2 showed 92% sequence complementarity and seq3 showed 96% complementarity with mouse FXR1 mRNA (Supplementary Fig. 5a). Consistent with the target knockdown effects in human cell lines and high level sequence complementarity, seq3 siRNA showed superior level of FXR1 inhibition in two mouse ovarian cancer cell lines Br-Luc (genotype: p53^−/−^; brca1^−/−^; myc; Akt-myr) and C11 (genotype: p53^−/−^; myc; Kras^G12D^)^37^. Markedly, the LNA-modified versions exhibited more robust inhibition of FXR1 levels compared to unmodified versions (Supplementary Fig. 5b).

The Br-Luc cell line was selected because of its mutational similarity to human HGSOC for establishing an immunocompetent syngeneic model of ovarian cancer through IP injection of Br-Luc cells into immunocompetent FVB mice^38^. Mice were treated with siCont-LNA or siFXR1-LNA encapsulated in jetPEI nanoparticles (10 μg/mouse) twice a week for five weeks (Supplementary Fig. 5c). In conjunction with our human xenograft model, we observed a significant reduction in both tumor weight and ascites formation when the mice were treated with jetPEI encapsulated siFXR1-LNA (Supplementary Fig. 5d–f). We also observed that siFXR1-LNA treatment significantly improved the survival of Br-Luc ovarian cancer bearing mice compared with the control siRNA-LNA treated group (Supplementary Fig. 5g).

Ascites samples from tumor-bearing mice treated with the siCont-LNA and siFXR1-LNA were used for scRNA-seq, followed by clustering and CellChat analysis to delineate the role of various cell populations within the TME on tumor progression (Fig. 4a). It has been reported by other scRNA-seq experts that ascites represents a clinically valuable source of transcriptional information of both tumor cells and tumor-associated immune and stromal cells^29,30^. These cells can be isolated through minimal invasive procedures, and cell clusters within ascites can be more readily and easily dissociated into single cells compared to solid tumors. Moreover, ascites often reflects advanced metastatic disease and immunosuppressive signaling, providing critical insights into mechanisms of how tumors escape from immune surveillance or therapies^39^. 

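Ascites of FVB mice that carried Br-Luc tumors was profiled as single cells in 2 libraries per group, siCont-LNA replicate 1 and 2 and siFXR1-LNA replicate 1 and 2. The methods state that ascites of 3 mice was pooled as one sample, and the results give the dose as 10 μg of siRNA-LNA per mouse. For each library the authors deposited a matrix of UMI counts per gene and barcode, made with Cell Ranger on the mouse build mm10 and not normalized. The siCont-LNA matrices held 36551 and 25324 barcodes with 101500063 and 88346685 UMIs. The siFXR1-LNA matrices held 54665 and 17309 barcodes with 113606837 and 78179267 UMIs. Hemoglobin genes took 29.5% and 41.1% of the UMIs in the siCont-LNA libraries and 10.0% and 9.11% in the siFXR1-LNA libraries. From these counts, cells with 100 to 4800 genes and at most 15% mitochondrial UMIs were kept, as in the methods, and clustered with Seurat at a resolution of 0.1 without integration. The marker lists used to name clusters were written before the data were examined, while the rule that turns raised markers into a name was set after the clusters had been seen. UMI counts were then summed over the cells of one type in each library and given as CPM of its UMIs. Sums were compared between the groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the library as the replicate. Shares and scores were compared with a two-sided exact permutation test, in which 2 of the 6 ways to divide 4 libraries into 2 pairs are at least as extreme as any full separation. The gene that the siRNA targets, Fxr1, lies on chromosome 3 from 34019943 to 34070322 on the GRCm38 build. Over all cells it had 55.8 and 33.9 CPM in siCont-LNA replicates 1 and 2 and 104 and 71.8 CPM in siFXR1-LNA replicates 1 and 2. With hemoglobin left out of the totals, these levels were 80.3, 59.4, 116 and 80.0 CPM. Because the target was not lower in the siFXR1-LNA libraries, the groups are named below by their labels, as the libraries labelled siCont-LNA and the libraries labelled siFXR1-LNA.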

In brief, 16851 high-quality cells (~11621 cells from siCont-LNA and ~5230 cells from siFXR1-LNA group) were selected for generating single-cell transcriptomic profiles (Supplementary Fig. 5h).

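The filter of the methods kept 36311 and 25115 cells of the 2 libraries labelled siCont-LNA and 54344 and 16874 cells of the 2 libraries labelled siFXR1-LNA, 132644 cells in all. Median depth per kept cell was 1965 and 2511 UMIs in the libraries labelled siCont-LNA and 1349 and 2653 UMIs in those labelled siFXR1-LNA. With at least 500 genes per cell, 20103 and 9090 cells of the libraries labelled siCont-LNA and 53842 and 15525 cells of those labelled siFXR1-LNA were left. At least 1000 genes were detected in 10575 and 6420 cells labelled siCont-LNA and in 11320 and 9529 cells labelled siFXR1-LNA. The methods state that one siFXR1-LNA replicate with fewer reads and cells was excluded. Of the 2, replicate 2 had fewer UMIs and fewer cells, but the cell numbers of both lay far from the paper's, so the excluded replicate is not taken as identified and every value is given for all 4 libraries.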

**Fig. 4:**
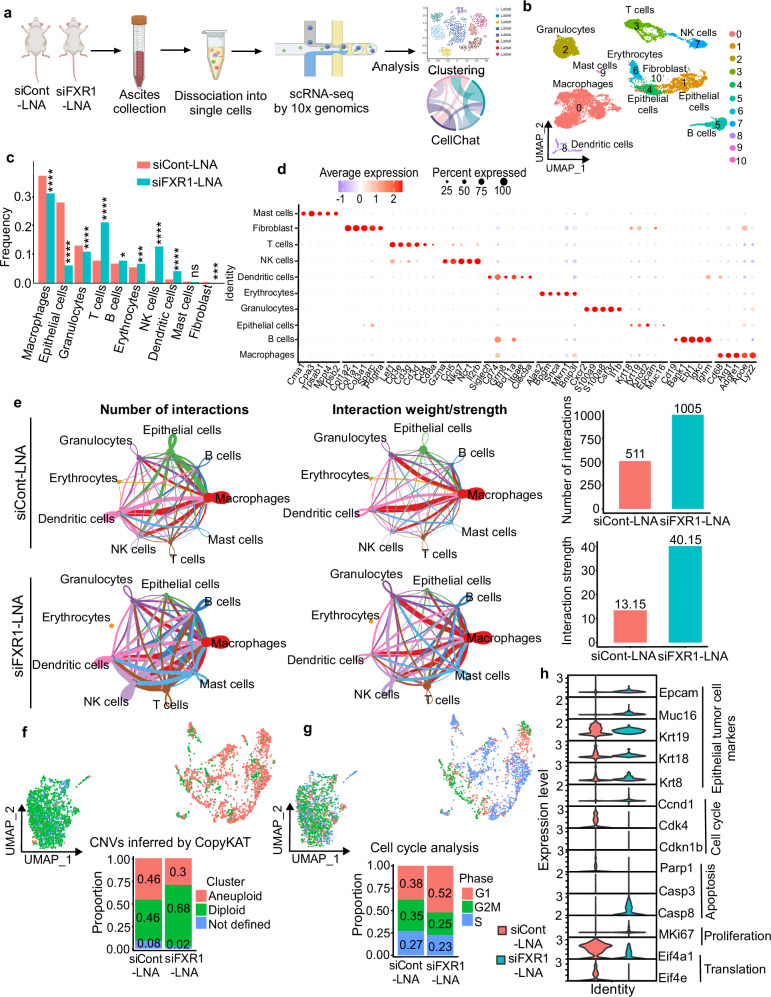
scRNA-seq analysis demonstrated that FXR1 siRNA treatment enhances the anti-cancer immune response and reduces the tumor cell population within epithelial cell clusters in vivo. **a** Schema shows the overall study design of sample collection adapted for 10x Genomics scRNA-seq analysis using ascites samples collected from jetPEI encapsulated siCont-LNA or siFXR1-LNA treated mice. Ascites from 3 mice were pooled in each group. Figure was partially created using BioRender image illustration software. **b** UMAP plot shows 11 clusters of cell populations identified from siCont-LNA or siFXR1-LNA treated groups. Each dot corresponds to a single cell, colored by major cell types in clusters. **c** A comparative quantitative bar graph indicates the frequency of each cell type in both groups. *p*-values were determined using the two-sided Wilcoxon Rank Sum test between respective groups (*p  <  0.05, ***p < 0.001, ****p < 0.0001, ns non-significant). **d** Dot plot shows signature genes among the 11 clusters. The size of the dots indicates percentage of cells expressing the gene, while the color of the dots indicates the average gene expression level. **e** Circle plot shows the number and strength of interactions among cell populations generated by CellChat in siCont-LNA or siFXR1-LNA treated sample groups. Edge color represents signaling direction, and edge thickness indicates communication strength (left). Bar graph shows the comparison of the number and strength of interaction among cell populations in each group (right). **f** Integrated UMAP plot and proportion bar plot shows the chromosomal copy number variation (CNV) status in epithelial cells from the siCont-LNA or siFXR1-LNA groups. *p* values were determined using the two-sided Wilcoxon Rank Sum test between respective groups. **g** Integrated UMAP plot and proportion bar plot shows the distribution of cell cycle phases in epithelial cells from the siCont-LNA and siFXR1-LNA groups. *p* values were calculated by two-sided Wilcoxon Rank Sum test. **h**, Violin plot represents the expression for indicated genes in siCont-LNA and siFXR1-LNA, and *p*-values were calculated by two-sided Wilcoxon Rank Sum test. Exact *p*-values for (**c**, **f**, **g** and **h**) are included in Source data file 2.

The cell clusters were then visualized using Uniform Manifold Approximation and Projection (UMAP) for the integrated duplicates performed at a resolution of 0.1 annotation level according to sample type with differentially expressed genes (DEGs) (Supplementary Fig. 5i). Integrative analysis identified 11 clusters of cells in the murine TME components in the ascites (Fig. 4b and Supplementary Fig. 5j). 

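Clustering of the 132644 cells gave 13 clusters. A cluster could take the name of a list of which at least 3 markers were raised, and of several such lists it took the one with the largest part raised. The mesothelial list gave no names, and the epithelial list went before the fibroblast list. Cluster 2 (12854 cells) and cluster 6 (4739 cells) were named macrophages, and clusters 5 and 8 (5784 and 1413 cells) T cells. Granulocytes made up cluster 3 with 11626 cells, B cells cluster 4 with 7674 cells, and mast cells cluster 10 with 327 cells. Cluster 1, with 37998 cells and a median of 67.2% hemoglobin UMIs, was named erythrocytes. NK cells (140 cells) and DCs were split from the T cell and macrophage clusters by a second round of clustering. The largest cluster, cluster 0 with 46467 cells, had under 3 raised markers of any list and stayed unnamed. Of its cells, 40989 and 5382 came from the libraries labelled siFXR1-LNA and 53 and 43 from those labelled siCont-LNA. Cluster 9 (711 cells, led by Fscn1, Ccl22 and Ccr7), cluster 11 (188 cells, led by Tubb1 and Ppbp) and cluster 12 (2 cells) also stayed unnamed.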

Among the cell types, macrophages (cluster 0), epithelial cells (clusters 1, 4), T cells (cluster 3), NK cells (cluster 7), and DCs (cluster 8) showed high level differences between clusters among siCont-LNA and siFXR1-LNA groups (Fig. 4b and Supplementary Fig. 5j). Overall, the composition of cell clusters was variably influenced by siFXR1-LNA treatment compared to the siCont-LNA group (Fig. 4c).

Interestingly, we observed a notable reduction in epithelial cells and a substantial increase in DCs, NK, and T cells in the siFXR1-LNA treated group (Fig. 4c), indicating enhanced immune cell infiltration and a decrease in overall tumor growth potentially due to the direct inhibition of FXR1 in tumor cells as well as the effect through improved immune cell infiltration. 

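Epithelial cells numbered 849 and 122 cells labelled siCont-LNA and 1474 and 416 cells labelled siFXR1-LNA, which is 1.41% ± 1.31 (SD, n = 2) labelled siCont-LNA and 2.59% ± 0.175 (SD, n = 2) labelled siFXR1-LNA of all cells of a library. DCs were 2.94% ± 0.623 (SD, n = 2) labelled siCont-LNA and 1.20% ± 0.987 (SD, n = 2) labelled siFXR1-LNA, from 1228 and 628 cells labelled siCont-LNA and 272 and 320 cells labelled siFXR1-LNA. NK cells numbered 71 and 55 cells labelled siCont-LNA and 5 and 9 cells labelled siFXR1-LNA, or 0.207% ± 0.0166 (SD, n = 2) labelled siCont-LNA and 0.0313% ± 0.0312 (SD, n = 2) labelled siFXR1-LNA. For siFXR1-LNA replicate 1, the exact binomial 95% interval of the NK share was 0.00299% to 0.0215%. Shares of DCs and NK cells in both libraries labelled siFXR1-LNA lay below those in both libraries labelled siCont-LNA (two-sided exact permutation test, with the smallest p that 2 libraries against 2 allow). For NK cells the shares overlapped with cells named from their marker UMIs (exact permutation p = 1). The epithelial share was higher in both libraries labelled siFXR1-LNA, by less than the spread between the libraries labelled siCont-LNA. Granulocytes were 2.41% ± 1.69 (SD, n = 2) labelled siCont-LNA and 19.3% ± 13.0 (SD, n = 2) labelled siFXR1-LNA. The erythrocyte cluster made up 61.9% of the cells labelled siCont-LNA and 0.196% of those labelled siFXR1-LNA, and unnamed clusters 1.36% and 54.0%. Over the cells outside these clusters, a denominator chosen after seeing the data, epithelial cells were 6.18% and 1.36% labelled siCont-LNA and 11.1% and 3.67% labelled siFXR1-LNA. Of the alternatives, naming each cell from its marker UMIs moved the epithelial share most, to a change of 14.6 percentage points. Of the cells so named, 10417 formed a shallow subcluster (median 1219 UMIs) with 9961 cells from siFXR1-LNA replicate 1, and other subclusters were led by granulocyte, mast, T and B cell genes, so this change is not one of epithelial cells alone. From a lower share of epithelial cells and higher shares of DCs, NK and T cells in its siFXR1-LNA group (Fig. 4c), the paper concludes that more immune cells had entered and that the tumor grew less.

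**Figure D1:**
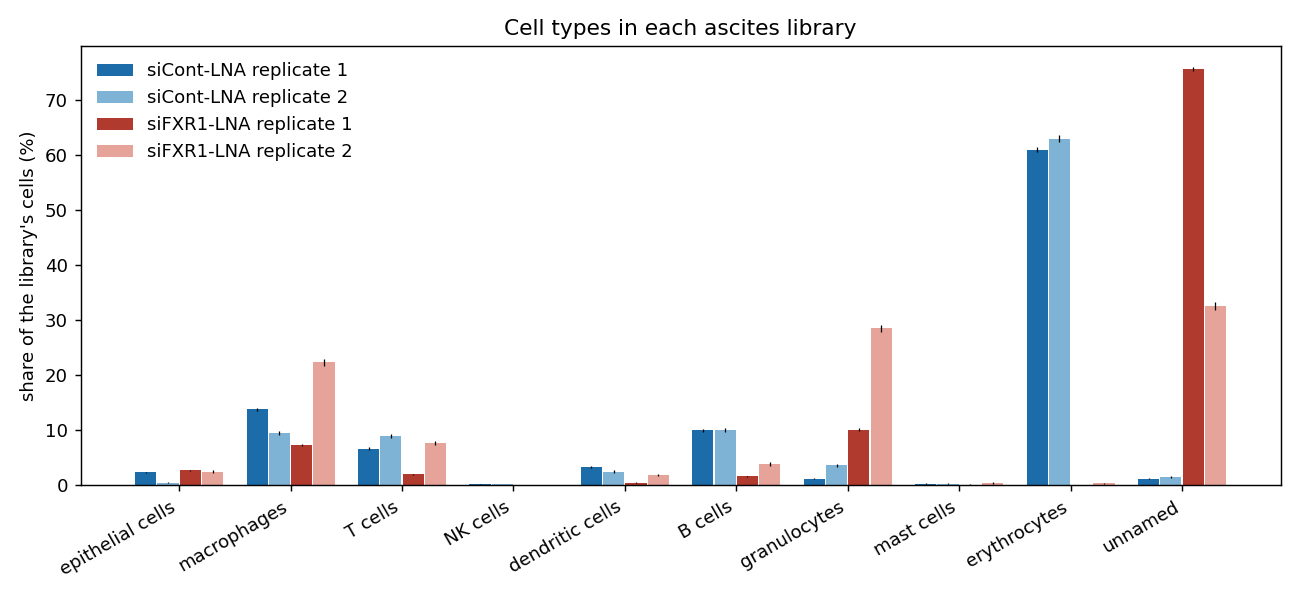
Share of each cell type among all cells of each of the 4 libraries, in percent, with bars for the libraries and lines for exact binomial 95% intervals, which cover counting error only. Erythrocytes are 60.9% and 62.9% of the cells labelled siCont-LNA, and unnamed clusters are 75.6% and 32.5% of those labelled siFXR1-LNA.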

While we identified distinct markers among the cells belonging to main clusters in Fig. 4b–d, further analysis identified considerable heterogeneity among the cells present in each cluster. For example, cluster 0 represents macrophage populations since many of the cells in this cluster express genes like *Cd68, Arg1, Adgre1, Apoe,* and *Lyz2* (Fig. 4c, d and Supplementary Fig. 5j), but a considerable level of heterogeneity was observed in this population. Likewise, clusters 1 and 4 were annotated as epithelial cells (tumor cells) based on the high expression of *Krt19, Krt18, Krt8, Epcam* and *Muc16* in those populations (Fig. 4c, d and Supplementary Fig. 5j). 

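Cluster 7, with 2861 cells and a median of 5727 UMIs per cell, was the only one of the 13 clusters in which at least 3 of the 5 epithelial markers were raised, and is called epithelial cells. Of 5 mesothelial markers 4 were raised in it, so it would have been called mesothelial cells had that list been allowed to give names. Its leading genes were Kcnd2, Zfpm2, Ctnna2 and Tenm3. Keratin transcripts were also present in other droplets. In cluster 0, Krt19 had 253 and 155 CPM in the libraries labelled siFXR1-LNA, and in B cells 172 and 119 CPM. In B cells labelled siCont-LNA it had 129 and 49.9 CPM.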

Cells in cluster 3 were identified as T cell based on *Lef1, Cd3e, Cd3g, Cd3d, Cd4* and *Cd8a* expression and cluster 5 was determined as B cell based on *Cd19, Bank1, Ebf1, Igkc* and *Ighm* expression (Fig. 4c, d and Supplementary Fig. 5j). Cluster 7 showed expression of canonical markers of NK cells expressing *Gzmb, Ccl5, Nkg7, Ncr1* and *Ilr2b* while cluster 8 was classified as DCs due to the presence of *Siglech, Cd74, Grm8, Bcl11a, Itgae*, and *Clec9a* (Fig. 4c, d and Supplementary Fig. 5j). Clusters 9 and 10 were relatively small populations and marked as mast cells and fibroblast respectively (Fig. 4c, d and Supplementary Fig. 5j).

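Mast cells numbered 112 and 69 cells labelled siCont-LNA and 77 and 69 cells labelled siFXR1-LNA. No cluster had the 3 raised fibroblast markers that the name needs. Among the epithelial cells, subcluster 3 was led by Col1a2 and Col1a1. Chil3, Cxcl2, Wfdc21, F13a1 and Cd14 were also among its leading genes. It held 73 and 10 cells labelled siCont-LNA and 203 and 49 cells labelled siFXR1-LNA.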

Because we identified a considerable decrease in the numbers of epithelial tumor cells and an increase in immune cells (clusters 0, 1, 3, 4, 7, and 8, Fig. 4b–d), we performed CellChat analysis to determine the potential ligand-receptor interactions among cell types^40^. Notably, the interactions between tumor cells to macrophages and other immune cells were very high in the control group, which significantly reduced upon siFXR1-LNA treatment (Fig. 4e and Supplementary Fig. 5k). Furthermore, communications of T and NK cells with tumor cells were greatly enhanced upon siFXR1-LNA treatment compared to the control, suggesting an anti-tumor response mechanism. In addition to T and NK cells, an increase in the interaction between DCs, B cells, and tumor cells was observed in the siFXR1-LNA group (Fig. 4e and Supplementary Fig. 5k). This data prompted us to determine the level of cellular interaction by quantitating the magnitude of interaction between ligands and receptors expressed by each cell population using CellChat analysis.

In the CellChat, all the ligand-receptor interactions were grouped into ECM-receptor interaction, secreted signaling, and cell-cell contact. We found that ECM-receptor signaling is downregulated and secreted signaling and cell-cell contact signaling are up-regulated in the siFXR1-LNA treated group compared to the siCont-LNA group (Supplementary Fig. 6a). Mostly the ECM signaling regulated through collagen, laminins, and fibronectin were predominant in the control group, where they potentially act as an immunosuppressive signaling through paracrine mechanism or as an oncogenic signaling in tumor cells through autocrine mechanism. In contrast, such signaling was not present in the siFXR1-LNA treated group. Specifically, collagens (encoded by *Col4a1, Col4a2, Col4a5*, and *Col4a6*), laminins (*Lama3* and *Lamc1*), and fibronectin (*Fn1*) were expressed by epithelial cells and the receptor partner such as various integrins, *Cd44*, and *Sdc4* were observed in tumor cells, and immune cells in the control group (Supplementary Fig. 6b). 

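Interaction scores were not analysed here, and the ligand and receptor transcripts behind them were. Among the ligands in epithelial cells, Col4a6 had 132 and 121 CPM in the libraries labelled siCont-LNA and 321 and 229 CPM in those labelled siFXR1-LNA, a log2 fold change of 1.15 (standard error 0.27, adjusted p = 0.0303, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 8 of 10 alternatives. The log2 fold changes of Col4a1, Col4a2, Col4a5, Lama3, Lamc1 and Fn1 were 0.25, 0.70, 0.69, 0.44, 0.77 and 0.24, with adjusted p of the same test from 0.0831 to 0.624. Of the receptors in these cells, Cd44 changed by -0.39 and Sdc4 by 0.40 on the log2 scale (adjusted p = 0.359 and 0.388, edgeR's test).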

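In macrophages, Fn1 had 1696 and 3077 CPM in the libraries labelled siCont-LNA and 1536 and 1335 CPM in those labelled siFXR1-LNA (log2 fold change -0.52, standard error 0.35, adjusted p = 0.323, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sdc4 rose from 118 and 43.5 to 984 and 861 CPM, by 3.74 on the log2 scale (adjusted p = 0.0121, the same edgeR test). Cd44 did not pass the threshold, with a log2 fold change of -0.69 and an adjusted p of 0.0966 from this test.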

Other ECM-related outgoing signaling from macrophages, involving Fn1 and its interactions with integrins, *Cd44*, and *Sdc4* receptors, were observed in both siFXR1-LNA and siCont-LNA treated groups (Supplementary Fig. 6b).

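In macrophages, all 7 of H2-T23, H2-Aa, H2-Ab1, H2-DMa, H2-Eb1, H2-Oa and H2-Ob were lower in the libraries labelled siFXR1-LNA, with log2 fold changes from -3.08 to -1.27 and adjusted p from 0.00569 to 0.0261 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H2-Aa, for example, had 2976 and 3221 CPM labelled siCont-LNA and 641 and 1111 CPM labelled siFXR1-LNA. These macrophage sums include a subcluster led by B cell genes such as Cd79a and Ms4a1. It made up 11.8% and 10.2% of the macrophages labelled siCont-LNA and 1.00% and 1.51% of those labelled siFXR1-LNA. Its part in the lower levels was not tested. In DCs, H2-T23 had a log2 fold change of -1.10 (adjusted p = 0.0352, the same edgeR test). The other 6 had log2 fold changes from -0.87 to -0.01 in DCs, none past the threshold (adjusted p from 0.0825 to 0.990, edgeR's test). B cells were not tested. Their H2-Aa was at 2899.6 and 3224 CPM labelled siCont-LNA and 1515 and 3105 CPM labelled siFXR1-LNA, and the 2 libraries labelled siFXR1-LNA differed from each other by more than the group means did.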

We also observed a gain in cell-to-cell contact signaling through MHC-I/II signaling components such as *H2-t23, H2-aa, H2-ab1, H2-dma, H2-eb1, H2-oa,* and *H2-ob* among immune cells with notable magnitude from macrophages, DCs, B cells in partnership with T and NK cells mainly in the siFXR1-LNA treated group. In contrast, we did not observe such interactions in the siCont-LNA group (Supplementary Fig. 6c). This data further confirms that macrophages, DCs, and B cells are actively engaged as antigen-presenting cells (APCs) and deliver MHC-II molecules to T and NK cells for anti-tumor responses in the siFXR1-LNA treated group (Supplementary Fig. 6c). Similarly, the control group showed low expression of ligands like *Cd40lg, Cd80*, and *Cd86* with their respective receptors *Cd40* and *Cd28*, which are important for activating T and NK cells (Supplementary Fig. 6c). Moreover, APCs like macrophages, B cells, and DCs in the siFXR1-LNA group exhibited robust *Cd80-Cd28* and *Cd86-Cd28* interaction, suggesting that T cells and NK cells are the primary recipients of signals from APCs, which again confirmed the existence of strong anti-tumor effects upon siFXR1-LNA treatment (Supplementary Fig. 6c). 

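Cd80 in macrophages had 16.6 and 18.1 CPM labelled siCont-LNA and 10.7 and 10.4 CPM labelled siFXR1-LNA (log2 fold change -0.50, adjusted p = 0.0733, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cd86 changed by -0.12 on the log2 scale (adjusted p = 0.519, the same edgeR test). In B cells, Cd80 was at 22.0 and 28.7 CPM labelled siCont-LNA and 17.2 and 26.1 CPM labelled siFXR1-LNA, and Cd86 at 39.6 and 67.8 CPM labelled siCont-LNA and 47.6 and 54.5 CPM labelled siFXR1-LNA. The receptor Cd28 in T cells had 98.6 and 127 CPM labelled siCont-LNA and 47.5 and 79.1 CPM labelled siFXR1-LNA, a log2 fold change of -1.01 (adjusted p = 0.265, edgeR's test).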

*Cd40-Cd40lg* interaction was also observed in high level in the siFXR1-LNA group (Supplementary Fig. 6c), which is known for T cell proliferation, survival, and differentiation, as well as for enhancing the antibody production capabilities of B cells as reported before^41^.

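Cd40 in macrophages was lower in the libraries labelled siFXR1-LNA, with 17.8 and 24.1 CPM against 54.8 and 43.5 CPM labelled siCont-LNA (log2 fold change -1.01, standard error 0.19, adjusted p = 0.0237, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd40lg in T cells had 45.0 and 49.5 CPM labelled siCont-LNA and 12.3 and 18.4 CPM labelled siFXR1-LNA, a log2 fold change of -1.78 that did not pass the threshold (adjusted p = 0.0709, the same edgeR test) and passed it in 4 of 11 alternatives, whose adjusted p ran from 1.26e-05 to 0.0868. In B cells, Cd40 was at 43.1 and 44.8 CPM labelled siCont-LNA and 21.8 and 55.1 CPM labelled siFXR1-LNA.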

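Il18 in macrophages did not differ detectably between the groups, with 27.1 and 36.8 CPM in the libraries labelled siCont-LNA and 24.9 and 30.1 CPM in those labelled siFXR1-LNA (adjusted p = 0.996, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In T cells, the log2 fold change was 0.12 for Il18r1 and 0.19 for Il18rap (adjusted p = 0.908 and 0.802, the same edgeR test). NK cells gave 37 and 38 UMIs of Il18r1 labelled siCont-LNA and 1 and 0 UMIs labelled siFXR1-LNA, too few for a comparison.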

*Il-18* interactions with Il-18r1 and *Il-8* receptor accessory protein (Il-18rap) through macrophages to NK and T cells act as the recipients were also observed to be high in the siFXR1-LNA group suggest Il-18 mediated activation of NK and T cells (Supplementary Fig. 6d). *Tgf-β*-associated cellular interactions, such as Tgfb1 signaling through the *Tgfbr1* and *Tgfbr2* receptors, as well as Tgfb1 signaling through the *Acvr1* and *Tgfbr2* receptors as immune cell activation, were also observed high in the siFXR1-LNA treated group (Supplementary Fig. 6d).

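Tgfb1 in macrophages had 216 and 244 CPM labelled siCont-LNA and 107 and 147 CPM labelled siFXR1-LNA (log2 fold change -0.64, standard error 0.19, adjusted p = 0.0726, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 3 of 11 alternatives, with adjusted p from 0.0147 to 0.0849. In T cells the receptors Tgfbr1 and Tgfbr2 changed by 0.47 and -0.38 on the log2 scale (adjusted p = 0.513 and 0.654, the same edgeR test). Acvr1 was at 4.91 and 2.64 CPM in T cells labelled siCont-LNA and 9.67 and 5.06 CPM in those labelled siFXR1-LNA.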

### Targeted silencing of FXR1 in vivo efficiently suppresses oncogenic signaling mechanisms and inhibits tumor growth

scRNA-seq analysis identified that the control siRNA treated group had a large number of epithelial cells that includes tumor cells, whereas siFXR1-LNA treatment reduced the numbers of epithelial cells (Fig. 4c). Considering that the epithelial cells could consist of both tumor cells and nonmalignant epithelial cells, we used the CopyKAT algorithm^42^ to identify tumor cells based on aneuploid status, determined by copy number variation (CNV). 

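Copy numbers of single cells were not analysed here. As a coarser measure, the log2 ratio of expression in epithelial cells to that in B and T cells of the same library was taken for each gene, less the median over all genes, and summarised as the median over each of the 19 autosomes and X, with genes placed by the GRCm38 annotation. These medians ran from -0.28 to 0.34 and from -0.32 to 0.47 over the chromosomes in the libraries labelled siCont-LNA, and from -0.38 to 0.22 and from -0.26 to 0.34 in those labelled siFXR1-LNA. Such a median does not separate copy number from cell type, and genes are not independent replicates.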

As expected, the proportion of tumor cells (aneuploid) were very high over normal epithelial cells (diploid) in the control group, whereas the aneuploid cell numbers were markedly diminished without affecting diploid cells when treated with siFXR1-LNA (Fig. 4f and Supplementary Fig. 7a). Consistently, flow cytometry of ascites and immunofluorescence analysis of tumor tissues demonstrated a reduction in EpCAM⁺ cells accompanied by a markable increase in Cd45⁺ immune cells in siFXR1-LNA treated samples compared to the siCont-LNA group (Supplementary Fig. 7c, d).

Additionally, transcriptome profile of cell cycle phase also showed a decrease in S phase cells and an increase in G1 phase genes in siFXR1-LNA treated group compared to those treated with control siRNA (Fig. 4g and Supplementary Fig. 7b). 

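Phases were scored after each epithelial cell was thinned to 1000 UMIs, which left out 18 and 2 shallower cells labelled siCont-LNA and 8 and 3 labelled siFXR1-LNA. G1 took 46.5% and 66.7% of the cells in the libraries labelled siCont-LNA and 64.7% and 67.6% in those labelled siFXR1-LNA (two-sided exact permutation test, p = 0.667). For S phase the shares were 26.6% and 16.7% labelled siCont-LNA and 21.4% and 20.3% labelled siFXR1-LNA (exact permutation p = 1). G2M held 27.0% and 16.7% of the cells labelled siCont-LNA and 13.9% and 12.1% of those labelled siFXR1-LNA (exact permutation test, with the smallest p that 2 libraries against 2 allow). Without thinning, the mean change was 8.11 percentage points in G1, -3.42 in S and -4.69 in G2M. The exact permutation p of the G2M share was 1 without thinning and 0.667 at 500 UMIs per cell, so the groups overlapped there. The libraries labelled siCont-LNA differed from each other by more than the groups did in all 3 phases. With siCont-LNA replicate 1 left out, the change was -0.522 percentage points in G1 and -3.66 in G2M, against -8.80 in G2M with all 4 libraries.

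**Figure D2:**
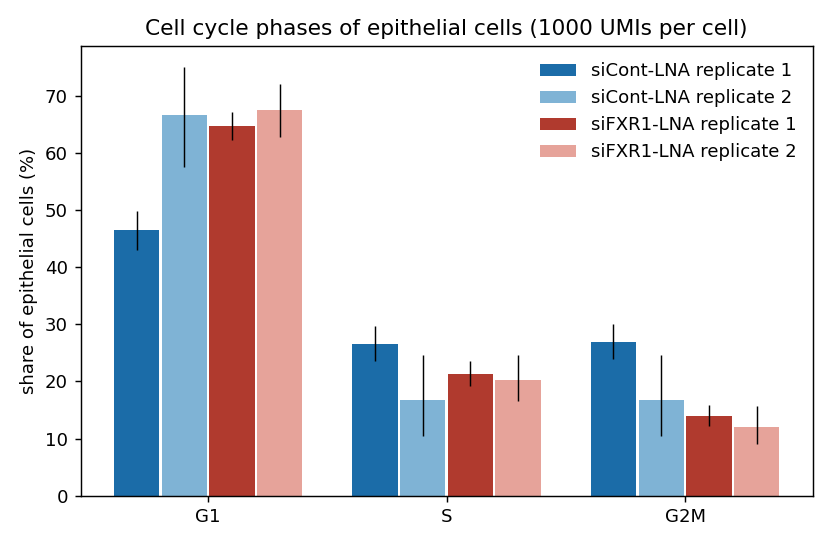
Share of epithelial cells in each phase per library, in percent, at 1000 UMIs per cell, with lines for exact binomial 95% intervals, which cover counting error only. In G1, siCont-LNA replicate 1 stands at 46.5% and the other libraries between 64.7% and 67.6%.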

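Muc16, on chromosome 9 of GRCm38 from 18495455 to 18674530, was lower in epithelial cells of the libraries labelled siFXR1-LNA, with 78.9 and 64.6 CPM against 303 and 272 CPM labelled siCont-LNA (log2 fold change -1.96, standard error 0.25, adjusted p = 0.00222, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 9 of 10 alternatives and stayed between -2.18 and -1.74 with each library left out in turn. Epcam had 42 and 5 UMIs labelled siCont-LNA and 22 and 55 UMIs labelled siFXR1-LNA, which is 7.34 and 4.80 CPM labelled siCont-LNA and 2.48 and 17.3 CPM labelled siFXR1-LNA, and the libraries labelled siFXR1-LNA lay on both sides of the others (adjusted p = 0.752, the same edgeR test). Krt19, Krt18 and Krt8 changed by -0.47, -0.29 and 0.01 on the log2 scale, none past the threshold (adjusted p = 0.338, 0.628 and 0.990, edgeR's test). Over all epithelial cells, Krt19 was at 165 CPM in siFXR1-LNA replicate 1, below its level in cluster 0 of the same library, and at 289.7 CPM in siFXR1-LNA replicate 2, above it. In epithelial subcluster 2 it had 516 and 621 CPM in these libraries, above cluster 0 in both. Of the 26 genes listed for epithelial cells before the data were examined, 3 passed the threshold over all genes tested and 7 when adjusted over the list alone, a list the study chose on these samples, so the latter is not independent evidence.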

We also observed down-regulation of tumor cell markers, including *Epcam, Muc16, Krt19, Krt18*, and *Krt8*, following siFXR1-LNA treatment (Fig. 4h). Furthermore, a significant downregulation of genes associated with G1-phase such as *Ccnd1* and *Cdk4*, along with a notable upregulation of the cell cycle arrest gene *Cdkn1b* (*p27Kip1*) were observed in the cells belonging to the siFXR1-LNA treated group (Fig. 4h). 

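In epithelial cells, Ccnd1 had 189 and 118 CPM in the libraries labelled siCont-LNA and 71.3 and 95.5 CPM in those labelled siFXR1-LNA, a log2 fold change of -0.88 (standard error 0.27, adjusted p = 0.0746, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that passed the threshold in 3 of 10 alternatives, with adjusted p from 0.0200 to 0.434. Cdk4 changed by -0.59 (adjusted p = 0.260, the same edgeR test). Cdkn1b had 72.5 and 74.9 CPM labelled siCont-LNA and 96.1 and 114 CPM labelled siFXR1-LNA, a log2 fold change of 0.54 (adjusted p = 0.187, edgeR's test). None of the 3 passed the threshold in the main comparison.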

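Parp1 in epithelial cells had 83.2 and 56.7 CPM labelled siCont-LNA and 37.8 and 61.5 CPM labelled siFXR1-LNA (log2 fold change -0.52, standard error 0.28, adjusted p = 0.290, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Casp8 had 66.1 and 68.2 CPM labelled siCont-LNA and 34.5 and 38.8 CPM labelled siFXR1-LNA, with both libraries labelled siFXR1-LNA below both others. Its log2 fold change of -0.85 did not pass the threshold (adjusted p = 0.0528, edgeR's test) and passed it in 3 of 10 alternatives, whose adjusted p ran from 0.0371 to 0.873.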

We also observed a significant decrease in the expression of the apoptosis-related gene *Parp1*, along with an increase in the expression of *Casp3* and *Casp8* upon FXR1 silencing (Fig. 4h). 

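Mki67, on chromosome 7 of GRCm38 from 135689784 to 135716361, had 109.8 and 27.9 CPM in epithelial cells labelled siCont-LNA and 17.8 and 13.6 CPM in those labelled siFXR1-LNA (log2 fold change -2.15, standard error 0.47, adjusted p = 0.0240, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of this change rested on siCont-LNA replicate 1, since the log2 fold change was -0.79 with that library left out, and it passed the threshold in 8 of 10 alternatives. Top2a had 106 and 14.4 CPM labelled siCont-LNA and 19.3 and 9.77 CPM labelled siFXR1-LNA, a log2 fold change of -2.06 that did not pass the threshold (adjusted p = 0.0745, the same edgeR test) and was -0.03 without siCont-LNA replicate 1. Mcm6 changed by -0.66 on the log2 scale (adjusted p = 0.277, edgeR's test), and by 0.18 without the same library. Epithelial subcluster 1 had Mki67 among its leading genes. Mki67 stood there at 152 and 12.7 CPM labelled siCont-LNA and 280 and 121 CPM labelled siFXR1-LNA. This subcluster held 69.0% and 65.6% of the epithelial cells labelled siCont-LNA, against 3.93% and 6.01% labelled siFXR1-LNA. In subclusters 2 and 3, Mki67 was lower in both libraries labelled siFXR1-LNA. A different mix of subclusters therefore stays open as a part of the fall.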

A reduction in the expression of the proliferation marker gene *MKi67* (Fig. 4h) and genes associated with DNA replication such as *Top2a* and *Mcm6* were also observed upon siFXR1-LNA treatment (Supplementary Fig. 7e). 

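Eif4g1 had 146 and 112 CPM in epithelial cells labelled siCont-LNA and 167 and 218 CPM in those labelled siFXR1-LNA, a log2 fold change of 0.58 (standard error 0.24, adjusted p = 0.178, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Eif4e had 86.2 and 63.4 CPM labelled siCont-LNA and 53.5 and 59.6 CPM labelled siFXR1-LNA, a log2 fold change of -0.40 (standard error 0.24, adjusted p = 0.343, the same edgeR test). Neither passed the threshold, and neither did in any of the alternatives.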

Eukaryotic translation-related genes *Eif4g1* and *Eif4e*, which are the direct targets of FXR1, were also markedly reduced after siFXR1-LNA treatment (Fig. 4h). Most importantly, *Fxr1* expression was significantly downregulated in siFXR1-LNA treated epithelial cells compared to those treated with control siRNA (Supplementary Fig. 7f), again confirmed the specificity of siFXR1-LNA on silencing FXR1in tumor cells.

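Fxr1 in epithelial cells had 625 and 130 UMIs in the libraries labelled siCont-LNA and 1243 and 439 UMIs in those labelled siFXR1-LNA. As CPM these are 109 and 125 labelled siCont-LNA and 140.0 and 138 labelled siFXR1-LNA, or 117 ± 11.1 (SD, n = 2) against 139 ± 1.13 (SD, n = 2). The log2 fold change was 0.28 (standard error 0.23, adjusted p = 0.512, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both libraries labelled siFXR1-LNA above both others, and it stayed between 0.19 and 0.41 with each library left out in turn. Over the 10 alternatives, the adjusted p of the test ranged from 0.228 to 0.738. In macrophages Fxr1 had 65.0 and 59.8 CPM labelled siCont-LNA and 73.3 and 69.1 CPM labelled siFXR1-LNA (log2 fold change 0.41, adjusted p = 0.0576, edgeR's test), in DCs 54.2 and 48.5 CPM labelled siCont-LNA and 64.2 and 61.3 CPM labelled siFXR1-LNA, and in T cells 67.6 and 50.9 CPM labelled siCont-LNA and 116 and 75.3 CPM labelled siFXR1-LNA. The macrophage fold change is larger than its CPM show, since edgeR rescales the library totals and the CPM do not. The change in epithelial cells was compared with that in 7 other cell types by an interaction term in edgeR, and no difference passed the threshold (adjusted p from 0.639 to 0.972). Most mesothelial markers were also raised in the cluster called epithelial cells, so whether these are levels of tumor cells stays open.

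**Figure D3:**
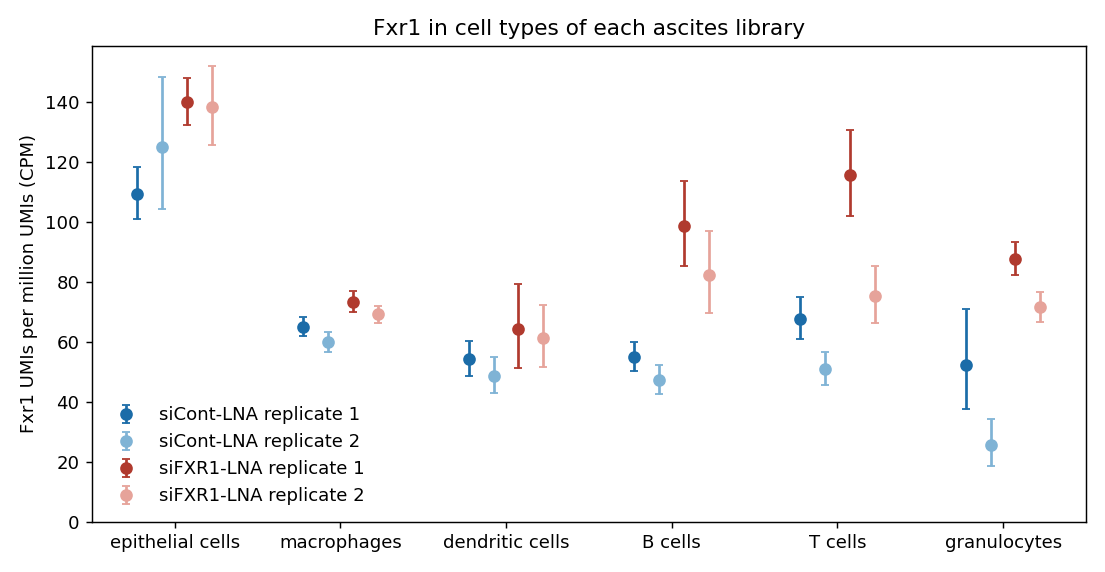
Fxr1 in 6 cell types of each of the 4 libraries, in CPM, with lines for exact Poisson 95% intervals, which cover counting error only. In epithelial cells the libraries labelled siFXR1-LNA stand at 140.0 and 138 CPM and those labelled siCont-LNA at 109 and 125 CPM.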

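Of 13135 genes tested in epithelial cells, 1004 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 379 higher and 625 lower in the libraries labelled siFXR1-LNA. Without a filter on low counts the number was 1943, and with cells named from their marker UMIs 53. Among genes changed the same way in both libraries, the 5 largest rises were in Cxcl3, Angptl6, Orm1, Stfa1 and Cxcl2. All but Cxcl2 had 0 UMIs labelled siCont-LNA, so the size of their rises is only bounded. The bounds of Angptl6, Orm1 and Stfa1 were 2.89-fold, 2.11-fold and 0.984-fold, and that of Stfa1 does not show a rise. Cxcl3 had 348 UMIs labelled siFXR1-LNA and 0 UMIs labelled siCont-LNA, at least 9.77-fold higher, and Cxcl2 was 164 times as high (exact 95% counting interval 75.2 to 448). In the libraries labelled siFXR1-LNA, Cxcl3 stood at 28.2 and 30.9 CPM in epithelial cells and at 25.8 and 33.8 CPM in the unnamed cluster 0, while epithelial subcluster 3 had 126 and 182 CPM. RNA free in the suspension is thus not its only source, and RNA from other cells in the same droplets stays open. The 5 largest falls were in Greb1, Gm14344, Stum, Cdh10 and Gm830, where Greb1 had 43 UMIs labelled siCont-LNA and 0 UMIs labelled siFXR1-LNA, at least 6.47-fold lower. Pathways were not analysed here.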

Ingenuity pathway analysis (IPA) of epithelial cluster genes (Supplementary Data 1) further revealed enrichment of gap junction signaling, cell cycle control of chromosomal replication, cell cycle regulation etc., in the siFXR1-LNA group compared to control (Supplementary Fig. 7g). Consistent with our previous work reported the role of FXR1 in oncogenic translation mechanism^9^, we observed FXR1 silencing significantly suppressed the expression of genes involved in translation initiation, elongation and termination in the tumor cells compared to the controls (Supplementary Fig. 7g). Pathways related to mTOR, Keap-Nfe2l2, and PPAR family signaling pathways, which are crucial for oncogenic metabolism^43–45^ were also downregulated upon treatment with siFXR1-LNA (Supplementary Fig. 7g).

### In vivo FXR1 silencing enhances anti-tumor response via macrophage polarization and dendritic cell infiltration

Tumor associated macrophages (TAMs) are known for their effects in cancer progression and metastasis^46–50^. TAMs are also known for inducing immune suppressive effects on T cells and NK cells by modulating their functions either by secreting anti-inflammatory cytokines, chemokines, or by modulating the functions of immune checkpoint proteins^51–54^. 

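Macrophages numbered 4998 and 2390 cells labelled siCont-LNA and 3984 and 3773 cells labelled siFXR1-LNA, which is 11.6% ± 3.00 (SD, n = 2) labelled siCont-LNA and 14.8% ± 10.6 (SD, n = 2) labelled siFXR1-LNA of all cells. Over the cells outside erythrocytes and unnamed clusters, they were 36.4% and 26.7% labelled siCont-LNA and 30.0% and 33.3% labelled siFXR1-LNA.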

Notably, our primary analysis identified macrophages as the dominant cell population in cluster 0, comprising ~35% of the total cell population (Fig. 4b, c). UMAP clustering of this population at 0.1 resolution generated about 3 distinct clusters as M1-like, M2-like, and M1/M2/monocyte mixed lineage population in the siCont-LNA and siFXR1-LNA groups (Fig. 5a, b and Supplementary Fig. 8a). 

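Clustering the macrophages again at the same resolution gave 6 subclusters, numbered 0 to 5. Subcluster 0, led by Alox15, Prg4 and Lyve1, held 3022 and 1236 cells labelled siCont-LNA and 1228 and 1357 cells labelled siFXR1-LNA. Subcluster 1, led by Saa3, Mt2, Cxcl3 and Lcn2, had 2 raised markers of each of the 3 lists and held 0 and 1 cells labelled siCont-LNA and 2090 and 1905 cells labelled siFXR1-LNA. Subcluster 2 had 3 raised markers of the M1-like list and was led by interferon-induced genes such as Slfn4, Irf7 and Ifit2. No subcluster had 3 raised M2-like markers, so none was named M2-like. Subcluster 3, led by Junos and Cacna1d, held 105 and 43 cells labelled siCont-LNA and 602 and 409 cells labelled siFXR1-LNA. Subclusters 4 and 5 were led by B cell genes and by cell cycle genes.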

In brief, cluster 0 were designated as M2-like TAMs with high expression of *Arg1, Cd163, Mrc1*, and *Adgre1* and cluster 1 was identified as M1-like macrophages expressing anti-tumor factors including *Ccl2, Ccl3, Ccl7, Cxcl9, Cxcl10*, and *Cxcl16* (Fig. 5a, b). The remaining cells in cluster 3 was identified as mixed lineage of M1/M2/monocyte with the presence of monocyte markers *Lyz1, Ly6c2*, and *Cd14* along with M1 and M2 markers (Fig. 5a, b).

**Fig. 5:**
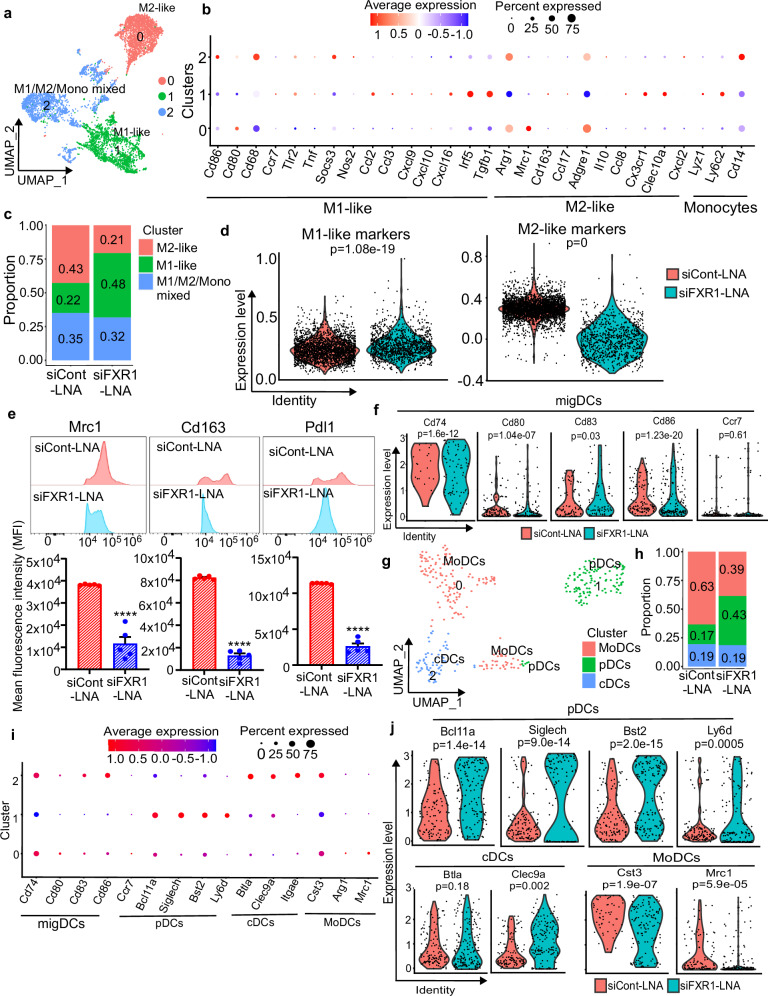
FXR1 siRNA improved macrophage and dendritic cells (DCs) population with anti-tumor characteristics in vivo. **a** UMAP plot shows subclusters of macrophages cell populations identified in the samples that were collected from siCont-LNA or siFXR1-LNA treated groups. **b** Dot plot shows the marker genes macrophage subtypes across the clusters. The dot size denotes the percentage of cells expressing the marker gene in the respective cell population, and the color scale denotes the level of normalized RNA expression. **c** Stacked bar graph illustrates the proportion of distribution for macrophage subtypes across three subclusters in siCont-LNA or siFXR1-LNA treated groups, *p*-values were calculated by two-sided Wilcoxon Rank Sum test. **d** Violin plot shows M1 like macrophage signature score and M2 like macrophage signature score in macrophage populations in siCont-LNA or siFXR1-LNA treated groups. *p*-values were calculated by two-sided Wilcoxon rank sum test. **e** Representative histograms (upper panel) show the levels of indicated marker proteins in TAM subpopulations in siCont-LNA and siFXR1-LNA treated groups determined by flow cytometric analysis. Mean fluorescence intensity (MFI) of indicated markers were quantitated and presented below (*n* = 5, represents five biologically independent samples). Error bars indicate mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t*-test (****p < 0.0001). **f** Violin plot shows expression for indicated genes in siCont and siFXR1-LNA treated groups. *p*-values were calculated by two-sided Wilcoxon rank Sum test. **g** UMAP plot shows subclusters of DCs in siCont-LNA or siFXR1-LNA treated groups. **h** Stacked bar graph illustrates the proportion of DC subtypes across three subclusters in siCont-LNA or siFXR1-LNA treated groups. *p*-values were calculated by two-sided Wilcoxon Rank Sum test. **i** Dot plot shows proportions of each DC subtype across three subclusters. **j** Violin plot shows expression for indicated genes in siCont-LNA or siFXR1-LNA treated groups, *p*-values were calculated by two-sided Wilcoxon Rank Sum test. Exact *p*-values for figures (**c**, **e**, **h**) are included in Source data file 1.

Next, we examined the expression of *Ccl2* and its receptor *Ccr2*, as well as *Ccl7, Cxcl10, Ccl5*, and its receptor *Ccr5* in each macrophage subtype. M1-like macrophages (cluster 1) exhibited significantly higher expression of these genes compared to M2-like macrophages (cluster 0), which facilitates the recruitment and activation of T cells (Supplementary Fig. 8b). 

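Expression was compared between the M1-like subcluster 2 and subcluster 0 within each library labelled siCont-LNA, since subcluster 2 held no cell of the libraries labelled siFXR1-LNA. Ccr2 and Ccl5 took no part in naming the subclusters. Ccr2 had 335 and 411 CPM in subcluster 2 and 213 and 361 CPM in subcluster 0 of the same libraries. Ccl5 had 117 and 61.6 CPM against 22.3 and 20.6 CPM. In subcluster 1 of the libraries labelled siFXR1-LNA, Ccl5 stood at 657 and 645 CPM. With 2 libraries, these differences were not tested.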

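M1-like macrophages, subcluster 2, were 20.8% (1038 of 4998 cells) and 29.6% (708 of 2390 cells) of the macrophages in the libraries labelled siCont-LNA. None was found among the 3984 and 3773 macrophages of the libraries labelled siFXR1-LNA, where the exact binomial 95% intervals reach 0.0925% and 0.0977%. With the marker genes left out of the clustering, an alternative chosen after seeing the data, the shares labelled siCont-LNA were 20.9% and 29.9%, and again no cell came from the libraries labelled siFXR1-LNA. With cells named from their marker UMIs the change in the M1-like share was -7.05 percentage points. The libraries labelled siFXR1-LNA also gave 0 and 0 such cells at a resolution of 0.3, with at least 500 genes per cell and at a mitochondrial limit of 30%, and 0 and 1 with cells named from their marker UMIs. With RPCA integration no subcluster had the 3 raised M1-like markers that the name needs. Of 2 subclusters with 2 raised there, the one led by Ace, Irf7 and Slfn4 held 1551 and 973 cells labelled siCont-LNA and 434 and 282 cells labelled siFXR1-LNA, and the one led by Mt2, Nos2 and Cxcl3 held 40 and 20 cells labelled siCont-LNA and 2502 and 2145 cells labelled siFXR1-LNA. An M2-like share is not given, since no subcluster was named so.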

While tumor promoting M2-like macrophage populations were enriched over M1-like macrophages in the control group, siFXR1-LNA treatment resulted in enrichment of M1-like macrophages with less abundance of M2-like macrophages (Fig. 5c and Supplementary Fig. 8c). To further characterize the macrophage population in detail, we computed M1-like and M2-like signatures score using gene signature scores based on gene sets derived from CIBERSORT^55^. These scores were then integrated to generate module scores using the AddModuleScore function. 

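The M1-like score, over Ccl2, Ccl3, Ccl7, Cxcl9, Cxcl10 and Cxcl16 with cells thinned to 1000 UMIs, averaged -0.0185 and 0.0108 in macrophages labelled siCont-LNA and 0.00803 and 0.0226 in those labelled siFXR1-LNA (two-sided exact permutation test, p = 0.667). The M2-like score, over Arg1, Cd163, Mrc1 and Adgre1, averaged -0.0735 and 0.0192 labelled siCont-LNA and 0.379 and 0.376 labelled siFXR1-LNA, higher in both libraries labelled siFXR1-LNA by more than the spread (exact permutation test, with the smallest p that 2 libraries against 2 allow). Without thinning the mean changes were 0.0251 and 0.407, and the M1-like score of both libraries labelled siFXR1-LNA then lay above that of both others (exact permutation test, with the smallest p that 2 libraries against 2 allow). Arg1 rose from 1059 and 1848 CPM to 4758 and 4576 CPM (log2 fold change 1.89, adjusted p = 0.0235, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Mrc1 fell by 1.08 on the log2 scale (adjusted p = 0.0320, the same edgeR test). Cd274, which encodes Pdl1, rose by 2.49 (adjusted p = 0.00355, edgeR's test). Of the M1-like genes, Ccl3 was higher (log2 fold change 2.23) and Cxcl9 and Cxcl10 were lower (-1.43 and -1.92), each with an adjusted p of edgeR's test of at most 0.0463. The gene sets of the study's own score were not used here.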

As anticipated, the M1-like macrophage signature was significantly higher, and the tumor promoting M2 macrophage signature scores were very low in the siFXR1-LNA treated group compared to the controls (Fig. 5d). To further validate the transcriptomic data identified by scRNA-seq, we assessed the protein levels of M2 macrophage markers using flow cytometry and immunofluorescence. Consistent with the scRNA-seq data, flow cytometry revealed enrichment of macrophages with M2-like markers *Mrc1, Cd163* and *Pdl1* in the control group, while siFXR1-LNA treatment significantly reduced the expression of these markers significantly (Fig. 5e and Supplementary Fig. 8d). We also observed a significant decrease in *Pdl1*^+^ TAMs in the siFXR1-LNA treated group, which again confirms the anti-tumor effects of siFXR1-LNA (Fig. 5e and Supplementary Fig. 8d). Immunofluorescence of tumor tissues further confirmed a decrease in the infiltration of M2 macrophages as evidenced by low expression of *Arg1* and *Mrc1* in the tumor samples isolated from mice were treated with siFXR1-LNA compared to the controls (Supplementary Fig. 8e).

Next, we analyzed the dendritic cells (DCs), which are known as the sentinels of the immune system and could be modulated for immunotherapeutic treatment strategies^56^. Thus, we analyzed the population of DCs for their antigen-presenting capabilities, such as recognizing, processing, and presenting “threat signals” obtained upon siFXR1-LNA treatment. Our analysis identified distinct expression profiles of DCs isolated from mice treated with control siRNA and siFXR1 LNA (Supplementary Fig. 8f). 

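Of 11384 genes tested in DCs, 277 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 133 higher and 144 lower in the libraries labelled siFXR1-LNA. DESeq2 called 504 genes, and edgeR without a filter on low counts 1399. The largest rises among genes changed the same way in both libraries were in Nos2, Cxcl3, Orm1, Vldlr and Saa3, and the largest falls in Iglv1, Ifit1bl1, Mcpt4, Ifit3b and Oas3. Nos2 had 47 UMIs labelled siFXR1-LNA and 0 UMIs labelled siCont-LNA, at least 20.4-fold higher, at 15.9 and 11.4 CPM against 31.4 and 38.5 CPM in the unnamed cluster 0 of the same libraries. RNA from other cells therefore stays open as the source of Nos2 in DCs. Ifit3b fell from 57.1 and 74.9 CPM to 3.78 and 3.07 CPM.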

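In DCs, Ccr7 rose from 6.48 and 2.79 CPM in the libraries labelled siCont-LNA to 70.2 and 63.1 CPM in those labelled siFXR1-LNA (log2 fold change 3.76, standard error 0.34, adjusted p = 0.00692, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 4 of 11 alternatives, with adjusted p from 1.01e-40 to 0.830. Cd83, Cd80 and Cd86 were higher in both libraries labelled siFXR1-LNA than in both others, by 1.18, 0.86 and 0.46 on the log2 scale, and did not pass the threshold (adjusted p = 0.0512, 0.134 and 0.240, the same edgeR test). The unnamed cluster 9, in which Ccr7 is among the leading genes, was not counted among the DCs, and held 388 and 164 cells labelled siCont-LNA and 69 and 90 cells labelled siFXR1-LNA. Cd74 changed by -0.23 (adjusted p = 0.518, edgeR's test).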

Notably, DCs expressing high levels of genes associated with DC maturation and migration, namely *Cd74, Cd80, Ccr7, Cd83*, and *Cd86* were observed in the group treated with siFXR1-LNA (Fig. 5f). Because these cells express a specific gene signature for DC activation and maturation, we performed a more detailed subcluster analysis and found three distinct subclusters of DCs in the tumor (Fig. 5g). Cluster 0 was identified as the monocyte derived DCs (MoDCs) expressing *Cst3, Mrc1* and *Arg1* genes, cluster 1 as plasmacytoid DCs (pDC) expressing *Bcl11a, Siglech, Bst2* and *Ly6d* and cluster 2 as type1 conventional DCs (cDC1) expressing *Btla* and *Clec9a* (Fig. 5g–j). 

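The DCs fell into 4 subclusters. Subcluster 2 had all 3 cDC1 markers raised and subcluster 3 all 4 pDC markers. Subcluster 0 had 1 raised MoDC marker and held 295 and 151 cells labelled siCont-LNA and 195 and 241 cells labelled siFXR1-LNA, and subcluster 1, led by Ifit1bl1, Ifit3b and Ifit3, had none and held 511 and 291 cells labelled siCont-LNA and 0 and 7 cells labelled siFXR1-LNA. Both stayed unnamed, so no share of MoDCs is given.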

We also observed that the ratio of MoDCs, a subset of DCs that differentiate in response to inflammatory stimuli and are recruited to inflammatory sites such as the TME, was significantly reduced in siFXR1-LNA treated sample groups (Fig. 5h). Importantly, the proportion of pDCs, which promote anti-tumor immunity via type I interferons (IFN-I)^57,58^, and facilitates cDC1 maturation to enhance Cd8^+^ T cell and NK cell cytotoxicity^59^, was significantly increased in the tumor samples from mice treated with siFXR1-LNA (Fig. 5h). However, no significant changes were observed in the cDC1 population (Fig. 5h).

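pDCs numbered 28 of 1228 and 14 of 628 DCs in the libraries labelled siCont-LNA, or 2.28% and 2.23%. In the libraries labelled siFXR1-LNA they numbered 12 of 272 and 19 of 320 DCs, or 4.41% (exact binomial 95% interval 2.30% to 7.58%) and 5.94% (3.61% to 9.12%). Both shares labelled siFXR1-LNA lay above both others (two-sided exact permutation test, with the smallest p that 2 libraries against 2 allow). Of the alternatives, RPCA integration moved the change most, to 11.0 percentage points.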

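cDC1 cells were 32.1% and 27.4% of the DCs in the libraries labelled siCont-LNA (394 and 172 cells) and 23.9% and 16.6% in those labelled siFXR1-LNA (65 and 53 cells; two-sided exact permutation test, with the smallest p that 2 libraries against 2 allow). The spread between the 2 libraries of a group reached 5.19 percentage points (SD, n = 2). The separation held without marker genes in the clustering. The groups overlapped with at least 500 genes per cell and with cells named from their marker UMIs (exact permutation p = 0.667 in both), and at a mitochondrial limit of 30% and without the cells of highest Scrublet scores (p = 1 in both).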

Next, we performed CellChat analysis to investigate the interactions between pDC and NK cells, as well as Cd8^+^ and Cd4^+^ cytotoxic T cells, to assess their impact within TME. 

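No UMI of Klrb1a, Klrb1b, Klrb1c or Klrb1f was found in the pDCs of any library, which together gave between 41292 and 108268 UMIs per library. In NK cells, Klrb1c had 344 and 446 CPM labelled siCont-LNA, and 5 and 4 UMIs in the NK cells labelled siFXR1-LNA.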

In the siFXR1-LNA group, pDC ligands (*Klrb1a, Klrb1b, Klrb1c, Klrb1f*) were found to interact with Clec family receptors on NK cells (Supplementary Fig. 8g). These interactions are expected to enhance NK cell activation and functionality, promoting the recognition and destruction of tumor cells^60^. Additionally, pDCs which are known for APC functions by providing signals to Cd8^+^ and Cd4^+^ cytotoxic T cells through interactions with MHC class I and II receptors were predominant in the siFXR1-LNA group (Supplementary Fig. 8g). 

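In pDCs, H2-Aa had 1583 and 1314 CPM in the libraries labelled siCont-LNA and 1574 and 1653 CPM in those labelled siFXR1-LNA. H2-K1 had 1776 and 2072 CPM labelled siCont-LNA. In the libraries labelled siFXR1-LNA it had 727 CPM (exact Poisson 95% interval 490.2 to 1037) and 1376 CPM (1164 to 1616). These intervals cover counting error only, and no test was made on so few cells.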

Overall, our analysis demonstrates that these pDCs-mediated interactions, which are important for bridging innate and adaptive immunity, facilitate T cell priming and activation in the presence of tumor antigens enhanced upon siFXR1-LNA treatment.

### In vivo silencing of FXR1 potentiates anti-tumor immunity by improving cytotoxic T and NK cells infiltration

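T cells made up 7.83% ± 1.65 (SD, n = 2) labelled siCont-LNA and 4.83% ± 4.00 (SD, n = 2) labelled siFXR1-LNA, with 2419 and 2259 cells labelled siCont-LNA and 1087 and 1292 cells labelled siFXR1-LNA. The T cell share of siFXR1-LNA replicate 2, 7.66%, lay between the shares labelled siCont-LNA, 6.66% and 8.99%, so the groups overlapped. Over the cells outside erythrocytes and unnamed clusters, T cells were 17.6% and 25.3% labelled siCont-LNA and 8.20% and 11.4% labelled siFXR1-LNA.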

Our primary analysis showed an increase in T and NK cell populations in samples treated with siFXR1-LNA compared to those treated with control siRNA (Fig. 4c). Unsupervised clustering based on expression of *Cd3d, Cd3e*, and *Cd3g* for tumor-infiltrating lymphocytes (TILs) and Nkg7 for NK cells identified six distinct T cell clusters and three NK cell clusters in our sample sets (Fig. 6a and Supplementary Fig. 9a). Specifically, our T-cell subtyping identified subclusters 0 and 1 as naïve Cd4^+^ and Cd8^+^ T cells, characterized by expression of *Lef1, Tcf, Sel and Ccr7*, while subclusters 2 and 3 were identified as cytotoxic Cd4^+^ and Cd8^+^ T cells marked by *Nkg7* and *Gzmb*. 

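T cells fell into 6 subclusters and NK cells into 1. None of the T cell subclusters had 3 raised markers of one list, so all stayed unnamed and are given by number. Subcluster 0, led by T cell receptor genes, Gzma and Ifit3, held 1653 and 1775 cells labelled siCont-LNA and 7 and 58 cells labelled siFXR1-LNA. Subcluster 1, led by Calca, Hspa1a and Ctla2a, held 2 and 7 cells labelled siCont-LNA and 752 and 495 cells labelled siFXR1-LNA, and subcluster 2, led by genes of γδ T cells such as Trdv4, held 434 and 151 cells labelled siCont-LNA and 118 and 448 cells labelled siFXR1-LNA. Subcluster 3 was led by Btbd11 and Themis, with 287 and 284 cells labelled siCont-LNA and 148 and 200 cells labelled siFXR1-LNA. Subclusters 4 and 5, led by granulocyte and B cell genes, held 190 and 48 cells. Within T cell cluster 8, 166 cells, 153 of them from siFXR1-LNA replicate 1, formed a group with raised epithelial markers.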

Subcluster 4 included a small fraction of Cd4^+^ exhausted T cells/Tregs characterized by *Tigit/Foxp3* expression, and subcluster 5 was identified as effector memory Cd4^+^/Cd8^+^ T cells, marked by Isg15 expression (Fig. 6b). Quantification of all cell populations in both groups detected abundance of Cd4^+^ T cells over Cd8^+^ T and other T cell populations following FXR1 siRNA treatment (Fig. 6c). Most strikingly, we observed a shift in the overall population of naïve Cd4^+^ T cells and Cd8^+^ T cells along with the cytotoxic form of Cd4^+^ T cells and Cd8^+^ T cells. In brief, we found a decrease in naïve Cd4^+^ T cells and Cd8^+^ T cells. In contrast, we found an increase in the enrichment of Cd8^+^ T cells and Cd4^+^ T cells with cytotoxic function indicated by the marker genes *Nkg7, Prf1*, and *Gzmb* upon FXR1 siRNA treatment (Fig. 6d and Supplementary Fig. 9b).

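Naive T cells were not named as a subcluster, and the genes were compared over all T cells. Lef1, Tcf7 and Ccr7 changed by -0.39, -0.91 and -0.44 on the log2 scale, none past the threshold (adjusted p = 0.762, 0.392 and 0.804, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Lef1 and Ccr7 the libraries labelled siFXR1-LNA lay between the 2 libraries labelled siCont-LNA. Cd4 had 102 and 131 CPM labelled siCont-LNA and 36.0 and 47.6 CPM labelled siFXR1-LNA (log2 fold change -1.65, adjusted p = 0.0773, the same edgeR test).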

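Nkg7 in T cells had 271 and 323 CPM in the libraries labelled siCont-LNA and 106 and 129 CPM in those labelled siFXR1-LNA (log2 fold change -1.51, standard error 0.27, adjusted p = 0.109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the threshold in 5 of 11 alternatives, with adjusted p from 5.20e-04 to 0.0956. Gzmb and Prf1 changed by -0.63 and -0.46 on the log2 scale (adjusted p = 0.462 and 0.651, the same edgeR test). All 3 were lower in both libraries labelled siFXR1-LNA than in both others. RNA from other cells in T cell droplets would also lower the CPM of T cell genes, and its part was not tested. Over all genes tested in T cells, 46 of 12212 passed the threshold, 30 higher and 16 lower labelled siFXR1-LNA. The largest rises were in Lcn2, Cxcl3, Nos2, Saa3 and Acod1, and the largest falls in Igkv1-110, Ifit3b, Ifit3, Iglv1 and Ifit1. Saa3 was at 7572 and 8309.8 CPM in T cells labelled siFXR1-LNA, below its level in the unnamed cluster 0 of the same libraries.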

**Fig. 6:**
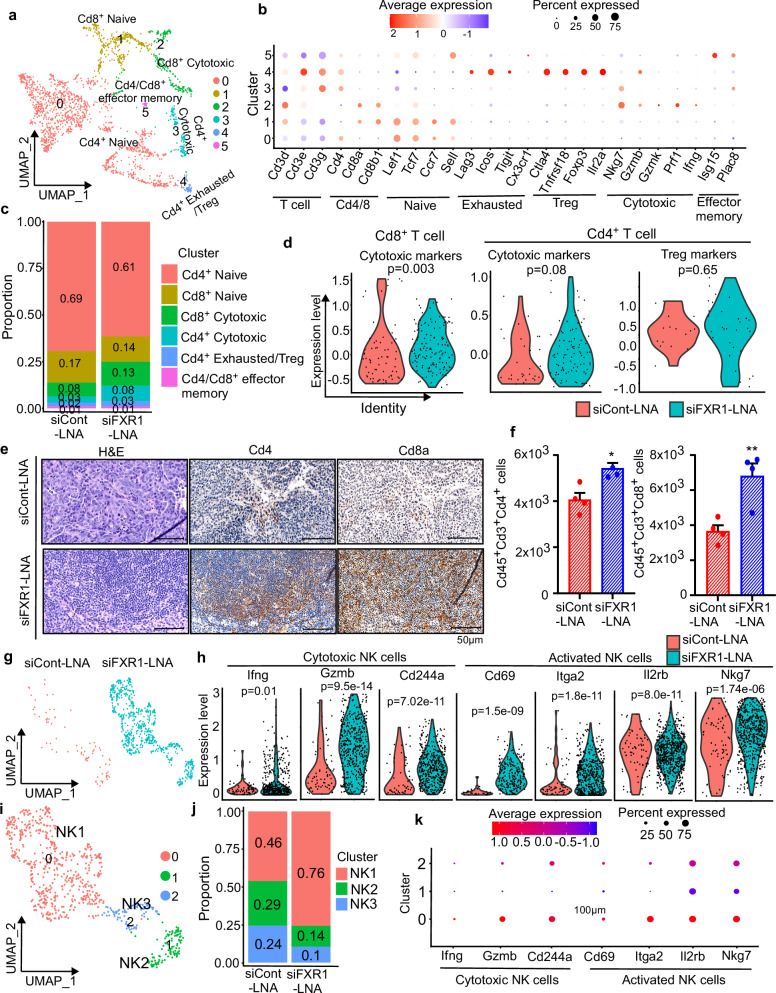
FXR1 siRNA improved helper and cytotoxic T cells and cytotoxic NK cells within TME. **a** UMAP plot shows subclusters of T cells in siCont-LNA or siFXR1-LNA treated groups. **b** Dot plot shows the signature gene expression across the T cell subtypes. The dot size denotes the percentage of cells expressing the marker gene in the respective cell population, and the color scale denotes the level of normalized RNA expression. **c** Stacked bar graph illustrates the proportion of T cell subtypes in siCont-LNA or siFXR1-LNA treated groups. *p*-values were calculated by two-sided Wilcoxon Rank Sum test. **d** Violin plot shows average expression of cytotoxic markers in Cd8^+^ and Cd4^+^ T cells and Treg markers in Cd4^+^ T cells from siCont-LNA and siFXR1-LNA groups, p-values were calculated by two-sided Wilcoxon rank sum test. **e** Representative images captured from five random fields of H&E of tissue sections prepared from each group immunostained for Cd4 and Cd8 proteins (*n* = 3, represents tumor samples used from each group). Scale bars represent 50 μm. **f** Quantitative bar graph shows the levels of Cd4^+^ and Cd8^+^ T cell infiltration determined by flow cytometry analysis in the tumor ascites collected from siCont-LNA or siFXR1-LNA treated group (*n* = 4, represents ascites samples used from each group). Error bars indicate mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t*-test (*p < 0.05, **p < 0.01) **g** UMAP plot shows abundance of NK cells in the siCont-LNA or siFXR1-LNA treated groups. **h** Violin plot shows the expression of indicated genes in siCont-LNA or siFXR1-LNA treated groups. *p*-values were calculated by two-sided Wilcoxon rank sum test. **i** UMAP plot shows NK cells subclusters identified. **j** Stacked bar graph shows the proportion of NK cells subtypes in siCont-LNA or siFXR1-LNA treated groups. *p*-values were calculated by two-sided Wilcoxon Rank Sum test. **k** Dot plots show the expression of signature genes selected for NK cell subtypes. Exact *p*-values for (**c**, **f**, **j**) are included in Source data file 1.

We also identified a small cluster of Cd4^+^ T cells that express markers associated with exhausted T cells and Tregs in our T cell clustering (cluster 4; Fig. 6a, b). However, we did not observe any significant differences in the proportions of Cd4^+^ Treg cells between the siFXR1-LNA and control groups (Fig. 6d). 

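Treg cells were not named as a subcluster. Over all T cells, Foxp3 had 4.91 and 7.14 CPM labelled siCont-LNA and 4.84 and 2.97 CPM labelled siFXR1-LNA (log2 fold change -0.81, adjusted p = 0.585, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Tigit 21.9 and 27.2 CPM labelled siCont-LNA and 14.9 and 30.6 CPM labelled siFXR1-LNA (adjusted p = 0.786, the same edgeR test).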

In complement to scRNA-seq analysis, our IHC analysis of tumor tissue samples also demonstrated high levels of T cell infiltration in the tumor tissues upon FXR1 silencing compared to controls (Fig. 6e). Additionally, flow cytometry analysis of the ascites samples collected from the mice treated with control or FXR1 siRNA also exhibited an increase in Cd4^+^ and Cd8^+^ T cells upon siFXR1-LNA treatment compared to the siCont-LNA group (Fig. 6f and Supplementary Fig. 9c). Overall, our findings demonstrate a substantial increase in total T cells, particularly an increase in the cytotoxic forms of Cd4^+^, Cd8^+^ T cells in the tumor bearing mice treated with siFXR1-LNA.

Next, we performed Cell Chat analysis^40^ to determine cell-cell communication between cytotoxic Cd8^+^ and Cd4^+^ T cells populations with macrophages and tumor cells (epithelial cells), which identified numerous interactions between macrophages, tumor cells and T cells (Supplementary Fig. 9d). Among them, the interaction of *Ccl5* ligand with its receptor *Ccr1* and *Ccr5* between Cd8^+^ cytotoxic and Cd4^+^ cytotoxic T cell subtypes, M1- and M2-like macrophages and tumor cells were observed high as a mechanism of T cell mediated cell death in the siFXR1-LNA treated group compared to the control (Supplementary Fig. 9d). 

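Ccl5 in T cells had 1314 and 1348 CPM in the libraries labelled siCont-LNA and 798 and 1125 CPM in those labelled siFXR1-LNA (log2 fold change -0.65, adjusted p = 0.450, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In macrophages it rose by 2.94 on the log2 scale, from 78.4 and 58.4 CPM to 468 and 432 CPM (adjusted p = 0.00513, the same edgeR test). Ccr1 was at 126 and 175 CPM in macrophages labelled siCont-LNA and 89.6 and 126 CPM in those labelled siFXR1-LNA. In epithelial cells, Ccr1 had 43 and 4 UMIs labelled siCont-LNA and 108 and 43 UMIs labelled siFXR1-LNA.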

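Icam1 in macrophages did not differ detectably, with 34.4 and 38.0 CPM labelled siCont-LNA and 28.6 and 35.1 CPM labelled siFXR1-LNA (adjusted p = 0.898, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgam and Itgb2 in macrophages changed by 0.87 and -0.72 on the log2 scale (adjusted p = 0.0548 and 0.0669, the same edgeR test). In T cells, Itgal, Itgb2 and Thy1 changed by -0.70, -0.91 and -1.12 (adjusted p = 0.584, 0.390 and 0.498, edgeR's test). The Thy1 level differed between the libraries labelled siFXR1-LNA, with 55.8 and 239 CPM, and was 268 and 286 CPM labelled siCont-LNA.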

We also found that the interaction of adhesion molecules such as *Icam1* with *Itgal, Itgab2*, and *Itgam*, along with *Thy1’s* interaction with *Adgre5, Itgam*, and *Itgb2* between macrophages and tumor cells with T cells were observed only in the siFXR1-LNA group as a potential mechanism of T cell activation and recruitment of macrophages into tumor sites for the elimination of tumor cells (Supplementary Fig. 9d). 

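Itga5 in macrophages, a partner of Cd40lg, rose from 27.8 and 37.2 CPM in the libraries labelled siCont-LNA to 49.9 and 46.2 CPM in those labelled siFXR1-LNA (log2 fold change 0.78, standard error 0.19, adjusted p = 0.0440, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 8 of 11 alternatives, with adjusted p from 0.00548 to 0.0715.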

We also observed prominent interactions between *Cd40lg* with *Itga5, Itgam, Itgb2* and *Cd40*, which are critical for T cell activation, and T cell mediated anti-tumor immune response in siFXR1-LNA group (Supplementary Fig. 9d).

Cell Chat analysis also identified other ligands and receptor interactions within M1/M2 macrophages and Cd8^+^ cytotoxic and Cd4^+^ cytotoxic T cell subtypes majorly through interaction with MHC-I/II signaling genes (such as *H2-d1, H2-aa, H2-k1, H2-dma, H2-m3* and *H2-t23*) in siFXR1-LNA treated group (Supplementary Fig. 9e and Supplementary Fig. 6c), as part of immune response mechanisms in siFXR1-LNA group. 

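Of the MHC class I genes in macrophages, H2-D1, H2-K1 and H2-M3 changed by -0.52, -0.46 and -0.25 on the log2 scale, none past the threshold (adjusted p = 0.144, 0.127 and 0.306, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each was lower in both libraries labelled siFXR1-LNA than in both libraries labelled siCont-LNA.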

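Ccl12, Ccl2 and Ccl7 were rare in T cells, with 12 and 4, 98 and 27, and 29 and 26 UMIs in the libraries labelled siCont-LNA and 4 and 8, 31 and 55, and 12 and 12 UMIs in those labelled siFXR1-LNA. Their receptor Ccr2 fell in macrophages by 1.36 on the log2 scale, from 236 and 365 CPM to 89.2 and 113 CPM (adjusted p = 0.0273, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In macrophages, Ccl12 changed by -1.76, Ccl2 by 0.65 and Ccl7 by -0.40 (adjusted p = 0.0506, 0.133 and 0.342, the same edgeR test).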

The cytokines and chemokines from cytotoxic Cd4^+^ and Cd8^+^ cytotoxic cells interact with their receptors (*Ccl12-Ccr2, Ccl2-Ccr2, Ccl7-Ccr2, Il18-Il18r1/Il18rap*) on M1-like macrophages were also identified in siFXR1-LNA group (Supplementary Fig. 9e), potentially for enhancing the immune response. Furthermore, interactions between *Cd80*, *Cd86* from macrophages to *Cd28* receptor present on cytotoxic T cells, again indicating a trigger for anti-tumor response by cytotoxic T cells in siFXR1-LNA treated group (Supplementary Fig. 9e and Supplementary Fig. 6c).

Natural Killer (NK) cells possess a unique capacity to directly engage and eliminate tumor cells, setting them apart from other immune cell types. Studies in both experimental mouse tumor models and in cancer patients have demonstrated crucial roles of NK cells in controlling tumor progression and inhibiting metastasis in patients^61–64^. 

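No test was made on NK cells, since it required 10 cells in every library. Nkg7 gave 451 and 587 UMIs in NK cells labelled siCont-LNA and 13 and 42 UMIs in those labelled siFXR1-LNA, which is 1963 and 2218 CPM labelled siCont-LNA and 487 and 1109 CPM labelled siFXR1-LNA. Gzmb gave 88 and 101 UMIs labelled siCont-LNA and 8 and 1 UMIs labelled siFXR1-LNA, and Il2rb 107 and 158 UMIs labelled siCont-LNA and 8 and 9 UMIs labelled siFXR1-LNA. For Ifng, Cd244a and Itga2 the libraries labelled siFXR1-LNA held at most 2 UMIs each.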

Supporting this notion, treatment of siFXR1-LNA resulted in a notable increase in NK cells expressing *Ifng, Gzmb, Cd244a, Itga2, Il2rb*, and *Nkg7*, indicative of their cytotoxic and activated states against tumor cells (Fig. 6h, i). Our analysis of NK cell population further identified three distinct sub-clusters (Fig. 6j) defined by markers associated with cytotoxic and activated phenotypes. Among these, cluster 0 representing cytotoxic and activated form of NK cells was markedly enriched (~2-fold increase) in samples from siFXR1-LNA treated group (Fig. 6k). 

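The NK cells formed 1 cluster at the resolution of the methods, so shares of NK subclusters are not given.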

We also observed that cluster 1, representing a mixed-lineage population, and cluster 2, composed of partially cytotoxic and activated NK cells, were reduced in the siFXR1-LNA treated group (Fig. 6k). Altogether, our data highlights that siFXR1-LNA treatment enriched the cytotoxic and activated form of NK cells in vivo.

Our results demonstrate that the delivery of siFXR1-LNA encapsulated in jetPEI effectively evades RNase- and lysosome-mediated degradation, enabling efficient silencing of its target mRNA, FXR1, within tumor cells. Administration of the siFXR1-LNA complex also triggered multiple anti-tumor immune responses within the TME. Specifically, siFXR1-LNA treatment promoted the enrichment of Cd4⁺ and Cd8⁺ T cells, activated and cytotoxic NK cell subsets, and DCs with anti-tumor functions and suppressed the growth of tumor epithelial cells. Additionally, TAMs, which typically exhibit immunosuppressive phenotypes, were reprogrammed toward pro-inflammatory, anti-tumor phenotypes following siFXR1-LNA treatment (Fig.7).

**Fig. 7:**
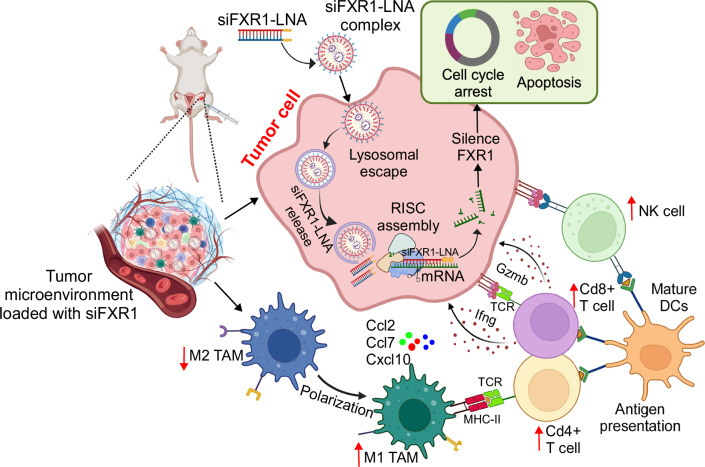
Schematic model shows how the delivery of FXR1-siRNA-LNA in nanocomplex suppresses tumor growth, reprograms the immune microenvironment, and promotes immune cell activation. The figure was partially created using BioRender image illustration software.

## Discussion

Studies have demonstrated that FXR1 is an important gene for tumor formation, progression, and tumor relapse across various cancer types^9,65^. Our research has shown that FXR1 is an important oncogenic driver in ovarian cancer^9^. To be precise, FXR1 stabilizes *MYC* mRNA by binding to its AU-rich elements, then inducing mRNA circularization and recruiting translation initiation factors to the translation initiation site for facilitating MYC translation^9^. Previous research has demonstrated that down-regulation of another FXR1 family protein, FMRP, limits tumor growth in a mouse model of pancreatic ductal adenocarcinoma (PDAC) by influencing T cell inflammation and immunosuppression^66^.

Therefore, our data suggest that FXR1 is a potential target for treatment for ovarian and other cancers that exhibit FXR1 amplification. However, its therapeutic potential has not been fully explored in translational research, primarily due to the lack of drugs that inhibit the actions of FXR1. Considering that there are no small molecule inhibitors or any other FDA approved agents readily available for FXR1 therapy, here we have developed LNA modified FXR1 siRNA as an RNAi therapy approaches for in vivo delivery to treat ovarian cancer as a model system.

Among the five different siRNA sequences targeting FXR1, the two most effective siRNAs with robust silencing of FXR1 expression, accompanied by notable suppression of tumor proliferation, colony formation, and cell cycle progression were selected for LNA structure modification. Importantly, our co-culture experiments revealed that siFXR1 selectively inhibited tumor cell growth without impacting normal epithelial cells. This selective action mitigates concerns about off-target effects and toxicity to normal cells, a common challenge in cancer therapeutics. The ability of siFXR1 to discriminate between tumor and non-tumor cells suggests a favorable therapeutic index, making it an attractive candidate for further development. Importantly, the incorporation of LNA modifications into the most effective siFXR1-3 significantly enhanced its efficacy, achieving over 90% inhibition of FXR1 expression at a concentration as low as 0.5 nM, compared to the 2 nM required by its native counterpart. This enhanced silencing translated into a more pronounced G1 phase arrest, superior inhibition of key cell cycle regulators, compared to the native siFXR1-3, along with similar level of induction in cellular apoptosis. These findings underscore the critical role of LNA modifications in enhancing siRNA potency and highlight siFXR1-3-LNA as a promising candidate for further therapeutic development. Mechanistic validation further revealed that tumors treated with LNA-modified siFXR1 showed a pronounced reduction in the proliferation marker Ki67 and an increase in apoptotic markers such as cleaved-caspase 3. These findings also highlight the potential of using LNA-modified siFXR1 as a targeted therapeutic approach for treating ovarian cancer and other cancers amplified FXR1.

In the past, we have used native forms of siRNAs and anti-miRs incorporated nanoparticles for treating the tumors^2,7–9^. However, we observed that the native form of small RNAs is unstable and exhibited low level presence in the recipient cells, which also warrants the use of LNA modifications in siRNA for in vivo delivery. As expected, siFXR1-LNA exhibited improved uptake in ovarian cancer cells, with reduced localization in lysosomes that causes siRNA degradation, and improved stability from RNase and serum nucleases. Consequently, our siFXR1-LNA exhibited better tumor tissue uptake along with a correlative and improved tumor growth inhibition in both immunocompromised and immunocompetent mice models in vivo. To therapeutically silence FXR1 in ovarian tumors in vivo, we used jetPEI nanoparticles incorporating the selected FXR1 siRNA. Pharmacodynamics of siRNA delivery systems are primarily influenced by the siRNA composition, where the choice of nanoparticles used for encapsulation can also affect these dynamics. Importantly, our choice of jetPEI nanoparticle used for the delivery of siFXR1-LNA did not exert any noticeable tissue damage due to organ toxicities, as evidenced by immunohistochemistry and biochemical assays of enzymes associated with liver and kidney functions.

Several RNAi-based approaches are currently undergoing assessment in phase I and II clinical trials^67^. However, the impact of siRNA sequences and the nanoparticles used for their delivery on immune cell modulation, immune cell suppression, or immune cell toxicity is not yet understood. The scRNA-seq technique has greatly advanced our understanding of tumor cells, tumor-associated stromal cells, and immune cells, particularly in terms of the genetic and molecular adaptations within tumor cells, thus providing deeper insights into the heterogeneity of tumor tissues. However, the impact of small molecule inhibitors, monoclonal antibodies, and RNAi agents on tumor progression using scRNA-seq technology was not well exploited in drug discovery research. Therefore, we employed scRNA-seq to characterize the impact of siFXR1-LNA in tumor cells, stromal cells, and immune cells in the TME with a goal of transitioning our preclinical testing to phase I and II clinical trials. Previous studies have utilized ascites samples as a clinically valuable source of transcriptional information, capturing tumor cells alongside tumor-associated immune and stromal populations. Ascites is particularly relevant in the context of advanced metastatic disease, where an immunosuppressive microenvironment predominates, enabling tumor cells to evade immune surveillance and contributing to therapeutic resistance.

Molecular phenotyping of epithelial cell clusters further revealed that siFXR1-LNA treatment markedly down-regulated the expression of cancer-associated epithelial cell markers and genes associated with cell cycle, proliferation, and translation. Cell Chat analysis^40^ of cellular communication revealed that the control group expresses high levels of FXR1, displaying signaling tied to extracellular matrix components of collagens, laminins, and fibronectin that augment oncogenic signaling in tumor cells through autocrine mechanisms, as well as causing immunosuppressive pathways by abrogating immune cell activation. Actively growing tumors create an immunosuppressive TME, which is mainly manifested by the presence of TAMs, exhaustion of cytotoxic and helper T cells, lack of NK cell activity, presence of Tregs, and dysfunctional DCs responses. These factors are major obstacles to effective therapeutic interventions and contribute to the tumor’s ability to evade the immune system. Macrophages in TME are classified into two polarized categories: M1-like and M2-like. M1-like macrophages, or classically activated macrophages, are known for their protective functions against cancer cell growth, whereas M2-like macrophages are considered key players in promoting cancer progression. Additionally, macrophages can impair T-cell functions and suppress their anti-tumor activity. Therefore, reducing the recruitment of TAMs, particularly M2-like macrophages, within the TME could help inhibit tumor growth. This mechanism was observed following our siFXR1-LNA treatment. Our flow cytometry analysis based on high levels of Pdl1 protein in M2-like macrophages in the control group demonstrates the mechanism of how ovarian cancer associated macrophages inhibit T cell function^68^. Conversely, M1-like macrophages characterized by upregulation of genes associated with anti-tumor responses and immune activation (e.g., *Ccl2, Ccl7, Cxcl10, Tgfb1*) were markedly enriched in the tumor site upon siFXR1-LNA treatment, suggesting a potential protective role of M1-like macrophages against tumor growth. Moreover, such enrichment in macrophages in the FXR1 silenced group was associated with enhanced T cell activation within the TME.

The role of T cell populations within TME is a critical mechanism that directly influences tumor growth. Previous studies have shown that a low density of Cd8^+^ cytotoxic T cells and Cd4^+^ helper T cells, coupled with a higher prevalence of Tregs, is often associated with a worsened prognosis in ovarian cancer^69–71^. Using a combination of scRNA-seq, immunohistochemistry of tumors, and flow cytometry analysis, we observed an increase in both Cd4^+^ and Cd8^+^ T cells with cytotoxic characteristics as evidenced by high levels of *Nkg7, Prf1*, and *Gzmb* expression. In brief, the treatment with siFXR1-LNA led to a reduction in immunosuppressive T cell populations while enriching T cells characterized with anti-tumor properties, such as Cd4^+^ and Cd8^+^ T cells. This was further corroborated by an increase in NK cells expressing key activation and cytotoxicity markers, including *Ifng, Gzmb, Cd244a, Itga2, Il2rb*, and *Nkg7*.

It is expected that in a typical immune cell-activated setting, mature DCs initiate and sustain T cell-mediated anti-tumor immunity upon siFXR1-LNA treatment. The primary role of DCs is to prime naive T cells for proliferation (i.e., in antigen presentation), for which they are well equipped when mature^72^. In this study, we observed high expression of genes associated with DC maturation and migration, such as *Cd80* and *Cd86,* when treated with siFXR1-LNA. We observed that FXR1 knockdown modulates the DC landscape in the TME, shifting it from a pro-inflammatory to an anti-tumorigenic state, potentially enhancing anti-tumor immune responses. Specifically, the significant reduction in the ratio of MoDCs, which are associated with inflammatory responses and express markers such as *Cst3, Mrc1*, and *Arg1*, suggests a diminished recruitment of these pro-inflammatory cells to the TME. Conversely, we observed a notable increase in pDCs, characterized by the expression of *Bcl11a, Siglech, Bst2*, and *Ly6d*, which play a pivotal role in anti-tumor immunity. These cells not only promote the production of type I interferons (IFN-I) but also enhance the maturation of cDC1 expressing *Btla* and *Clec9a*, thereby boosting the cytotoxic functions of Cd8^+^ T cells and NK cells. Previous studies by Färkkilä and colleagues have also demonstrated that chemotherapy remodels the immune TME of HGSOC by enhancing T-cell infiltration and promoting a polarization shift of macrophages from an M2 to an M1-like state, suggesting that therapeutic weakening of cancer cells can alleviate tumor-imposed immune suppression^73^.

Overall, our single-cell profiling of ascites demonstrates that siFXR1-LNA therapy robustly suppresses tumor cell survival, proliferation, and immunosuppressive programs, while concomitantly enhancing anti-tumor immune responses. Although analyses of ascitic samples provide critical insights into the cellular and immune dynamics of ovarian cancer, they may not fully capture the spatial organization and contextual complexity of cell-cell interactions present within solid tumor tissues. To overcome this limitation, complementary approaches such as spatial transcriptomics applied to ovarian cancer solid tumors will be essential for delineating immune-tumor interactions within their native tissue architecture. Importantly, studies integrating spatial transcriptomic and spatial proteomic analyses with scRNA sequencing to precisely assess the cellular interactions are actively ongoing in our laboratory. Collectively, the data presented here establish a comprehensive mechanistic framework for our RNAi-based anti-tumor therapeutic strategy, achieved through in vivo delivery of siFXR1-LNA encapsulated in jetPEI nanoparticles. This highly efficient, tumor-targeted siRNA delivery system simultaneously inhibits tumor growth, reduces infiltration of tumor-promoting TAMs (M2-like macrophages), enriches tumor-inhibitory TAMs (M1-like macrophages), and enhances the presence of immunostimulatory T cells, NK cells, and dendritic cells. We envision that siFXR1-LNA represents a broadly applicable therapeutic modality for FXR1-overexpressing malignancies, and that nanoparticle-based delivery platforms offer powerful and versatile opportunities for advancing RNAi therapeutics in cancer treatment.

## Methods

### Ethics declarations

All animal studies performed in this study were approved by the Institutional Animal Care Committee (IACUC) at the Medical College of Wisconsin and conducted according to the committee’s guidelines. Tumor growth/burden was monitored regularly, and mice were euthanized before tumors reached the maximum allowable size of 2 cm in maximal diameter recommended by our institutional ethics committee. Blood samples from humans were collected for PBMC isolation in de-identified manner with written informed consent in compliance with the institutional review board-approved protocol (PRO00041601) by the Ethics Committee of Froedtert Hospital and Medical College of Wisconsin. All samples were handled in compliance with the Declaration of Helsinki.

### Cell culture

HeyA8 cells were received from the Characterized Cell Line core at MD Anderson Cancer Center, Houston, TX, USA. Kuramochi cells were received from Taru Muranen at Beth Israel Deaconess Medical Center, Boston, MA, USA. OVCAR8 cells were purchased from the National Cancer Institute (NCI) cell line repository. NIH-OVCAR3 and MDA-MB-231 cells were purchased from the ATCC repository. Br-Luc and C-11 murine cell lines were received as a kind gift from Dr. Sandra Orsulic, University of California, Los Angeles, CA^37^. Ovarian surface epithelial (OSE) cells were isolated as described earlier^74^. FTE187 was received from Dr. Jinsong Liu at MD Anderson Cancer Center, Houston, Texas, USA. HeyA8, OVCAR8, Br-Luc, and MDA-MB-231 cell lines were cultured in DMEM medium (Sigma-Aldrich) supplemented with 10% fetal bovine serum (FBS, VWR), 1% Antibiotics (Anti-Anti 100X, Thermo Scientific). NIH-OVCAR-3 cells were maintained in the RPMI-1640 medium (ATCC, Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS, Omega Scientific),1% Antibiotics (Anti-Anti 100X, Thermo Scientific). OSE and FTE187 were maintained in cell culture medium consisting of 1:1 Medium 199 and MCDB-105 medium (Sigma-Aldrich) with 10% FBS, 1% antibiotics, 10 μg/mL Insulin Solution (Sigma-Aldrich), and 10 ng/mL hEGF (Peperotech). Cells were routinely tested and deemed free of PlasmotestTM Mycoplasma Detection Kit (InvivoGen, San Diego, CA). Authenticity of the cell lines used was confirmed by STR characterization at IDEXX Bioanalytics Services (Columbia, MO).

### Isolation of CD8^+^ T cells from the PBMCs

T cells were isolated using the EasySep™ Human CD8^+^ T Cell Isolation Kit (STEMCELL Technologies, Cambridge, MA, USA). Briefly, the frozen peripheral blood mononuclear cells (PBMCs) isolated from the whole blood were resuspended in the RPMI medium and centrifuged at 252 × *g* for 5 min. The resulting pellet was resuspended in RoboSep™ Buffer to which the Isolation Cocktail containing the antibody complexes was added at a concentration of 50 μL/mL of sample. This mixture was further subjected to negative selection by the addition of EasySep™ Dextran RapidSpheres. This resulted in the labelling of unwanted cells with antibodies and magnetic particles and the subsequent separation of the CD8^+^ T cells, which were poured off into another tube and were used for further analysis.

### Western blotting

For preparing cell lysates, the cells were washed twice with 1x ice-cold PBS and lysed on ice in 1X RIPA lysis buffer containing freshly added 1x protease inhibitor cocktails (Sigma-Aldrich). For preparing the tissue lysates, the tumor tissues were homogenized in 1X RIPA lysis buffer over ice. After 30 min of incubation, the lysates were collected by centrifugation at 4 °C for 10 min at 11,180 × *g*. The amount of total protein was determined using a BCA protein assay kit (Pierce, Rockford, IL, USA). An equal amount of total protein (30 μg) was resolved on precast 4–12% SDS-PAGE gels (Biorad, Hercules, CA, USA), transferred onto PVDF membranes, and incubated with desired primary antibodies, followed washing and incubation with HRP conjugated secondary antibodies (Cell Signaling Technology) and detecting of protein bands using chemiluminescence kit (Pierce, Rockford, IL, USA).

### siRNA transfection

All siRNA duplexes for human FXR1 and negative control were purchased from Integrated DNA Technologies, Inc. (IDT, Inc., Coralville, IA). siRNA sequences are listed in Table S1. Reverse transfections were performed using the Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific Inc., Waltham, MA). At 48 h post-transfection, cells were harvested for further analysis. Unlabeled and Texas red labeled LNA modified siRNAs were synthesized by Eurogentec (Liege, Belgium) and purified by high performance liquid chromatography (HPLC).

### Cell proliferation and colony formation assays

Cell viability was measured with the Cell Counting Kit- 8 (CCK-8) (Dojindo, Shanghai, China) according to the manufacturer’s instructions. Cells were plated at a density of 1 × 10^3^ cells per well in 96-well plates and incubated at 37 °C. Proliferation rates were determined at 24, 48, and 72 h post-transfection, and quantification was performed on a microtiter plate reader (Tecan, Mannedorf, Switzerland) at 450 nm.

For colony formation assay, transfected cells were plated in six-well plates at a density of 1000 cells per well. After 10 days, cells were rinsed with PBS, fixed in 5% glutaraldehyde for 10 min and then stained with 0.5% crystal violet (Sigma Aldrich, MO, USA) for 20 min. Plates were washed with water and dried before imaging.

### Cell cycle analysis

siFXR1s transfected ovarian cancer (Kuramochi and OVCAR8) cells were seeded at a density of 5 × 105 in 6-well plates. When cells reached 70–80% confluence, they were washed with PBS, trypsinized, collected, and fixed with 70% ethanol overnight. The next day, cells were treated with 1 mg/ml RNase A (Sigma-Aldrich, Saint Louis, MO) at 37 °C for 30 min and then resuspended in 0.5 ml of PBS and stained with 50 μg/ml propidium iodide (PI) (Sigma-Aldrich, Saint Louis, MO). The cells were analyzed using a FACScan flow cytometer (Becton–Dickinson, Mansfield, MA) and ModFit LT software (Verity Software, Topsham, ME).

### Annexin V/PI staining for apoptosis

Cellular apoptosis was measured with FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen, San Diego, CA, USA) as per the manufacturer’s protocol. In brief, Kuramochi and OVCAR8 cells were reverse-transfected with siRNAs (siCont and siFXR1s). After 48 h, the cells were trypsinized, washed with PBS, and resuspended in Annexin V binding buffer at a concentration of 10^6^ cells/ml. Annexin V– FITC (5 μl) was added, vortex-mixed gently, and incubated for 15 min at 4 °C in the dark. Cells were stained with 5 μl of PI for another 5 min at 4 °C in the dark. Stained cells were acquired on a FACS Calibur flow cytometer (Becton–Dickinson, Mansfield, MA) and data were analyzed with Flowjo software version 10.6.1 (TreeStar, Ashland, OR, USA).

### Caspase3/7 activity assay

Following treatments with siFXR1s for 48 h, cells were subjected to Caspase 3/7 activity measurement with Caspase-Glo assay kit (Promega, Madison, USA). Briefly, the plates containing cells were removed from the incubator and allowed to equilibrate to room temperature for 30 min. 100 μl of Caspase-Glo reagent was added to each well, and the contents of well was gently mixed with a plate shaker at 28 × *g* for 30 s. The plate was then incubated at room temperature for 2 h. The luminescence of each sample was measured in SpectraMax i3x Multi-Mode Microplate Reader (Molecular Devices, Japan Co., Ltd., Tokyo, Japan).

### Cellular uptake and lysosomal escape of siRNA

To examine the uptake and escape of the siRNAs from lysosomes, native siFXR1 and siFXR1-LNA labelled with Texas-red, kuramochi and OVCAR8 cells were seeded in the 35 mm glass-bottom tissue culture plates (Cellvis LLC) and allowed to attach overnight. On the second day, cells were transfected with respective siRNAs using Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific Inc). Cells were washed twice with 1x PBS and stained with Hoechst 33342 and LYSO-ID® Green detection kit (Enzo Life Sciences, New York, USA) before imaging. Images of the live cells were captured at 1, 3, 6, and 24 h post siRNA treatment with a 40X objective using a confocal laser scanning microscope (LSM 510; Zeiss, Oberkochen, Germany).

At 48 h of siRNAs treatment, a TUNEL assay was conducted using an In Situ Cell Death Detection Kit (Roche Applied Science, IN) according to the instructions to detect apoptotic cells. Images from each treatment group were evaluated using a confocal laser scanning microscope (LSM 510; Zeiss, Oberkochen, Germany), and TUNEL-positive cells were quantified using Aim 4.2 software, LSM 510.

### Serum and enzymatic stability assays

To study the resistance to RNase I, native siFXR1 and LNA modified siFXR1 complexed with JetPEI containing a total amount of 1 µM siRNA were incubated with 1 unit of RNase I at 37 °C for 30 min, followed by incubation at 90 °C for 30 min to inactivate the enzyme. Heparin (200 μg mL^−1^) was added to the samples, and the mixture was incubated for an additional 30 min at room temperature to release the siRNA from the lipid complex. 1% TAE-Agarose gel electrophoresis was used to determine siRNA integrity, and siRNA band intensity was quantified using ImageJ software.

Serum stability study was performed with human and mouse sera as previously reported^9^. The native siFXR1 and LNA modified siFXR1 complexed with JetPEI incubated with 10% human or mouse serum for different time intervals at 37 °C. siRNAs were then released from the complex by incubation with heparin (200 μg mL^−1^) for 30 min and then analyzed by electrophoresis in a 20% TBE-polyacrylamide gel electrophoresis.

### Live cell incucyte assay

OSE and FTE cells were nuclear-labeled red with the Incucyte® Nuclight Rapid Red Dye for Live-Cell Nuclear Labeling (Sartorius, USA) according to the manufacturer’s protocol. GFP labelled OVCAR8 were individually co-cultured with OSE and FTE NucLight Red cells in 1:1 ratio and allowed to attach overnight. The media were removed, and cells were transfected with siCont-LNA and siFXR1-3-LNA using Lipofectamine RNAiMAX transfection reagent. After 24 h, cocultured cells were trypsinized, and 5 × 10^3^ cells were reseeded in quadruplicates on a 96-well plate containing complete medium. Live images were taken every 6 h for a period of 72 h using the IncuCyte® Live Cell imaging system (Sartorius, USA). Green cell counts based on number of live cells were performed using IncuCyte® S3 Software (Sartorius, USA).

### Co-culture assay

Twenty-four hours prior to transfection with siCont-LNA or siFXR1-3-LNA, OSE and FTE cells and GFP expressing OVCAR8 cells were seeded together into a 6-well, glass bottom slides (Cellvis LLC) plate at 1:1 ratio, respectively. Prior to imaging, cells were stained with Hoechst (Life Technologies; 5 ng/mL). Plates were then imaged at day 0 (day of transfection), 2, 4, and 6 days after transfection using a 40X objective using a confocal laser scanning microscope (LSM 510; Zeiss, Oberkochen, Germany). Counting on the GFP channel was done using the Aim 4.2 software, LSM 510, and used to quantify the number of OVCAR8 cells in the culture. Total cell populations were quantified by counting Hoechst+ nuclei using the Aim 4.2 software LSM 510. The proportion of OVCAR8 cells to total cells in each well was quantified by dividing the number of GFP+ cells by total Hoechst+ cells.

### Comet assay

To evaluate DNA damage in a cell, we performed an alkaline comet assay using Comet SCGE assay kit according to the manufacturer’s instructions (Enzo Life Sciences, New York, USA). Briefly, Kuramochi and OVCAR8 cells were transfected with siCont, siFXR1-3, and siFXR1-3-LNA using Lipofectamine RNAiMAX transfection reagent. After 48 h, cells were gently scraped and suspended at 1 × 10^5^ cells/mL in ice cold PBS. 50 µL of cells combined with molten LM Agarose at a ratio of 1:10 (v/v) were dropped and spread onto Comet Slide. After gelling LM Agarose, slides were treated with lysis solution for 1 h at 4 °C and alkaline unwinding solution for 20 min at room temperature. The slides were placed in electrophoresis tray containing TBE electrophoresis solution and subjected to electrophoresis at 21 volts for 15 min. After staining cells with CYGREEN green Nucleic acid dye, cell images were obtained at 20X magnification using EVOS M5000 imaging system (Thermo Fisher Scientific). Percent DNA in the tail and tail moment or comet-like structures from at least 50 randomly selected cells per sample were analyzed using OpenComet v1.3.1 software^75^.

### In vivo study

We performed sequence alignment analysis for both siFXR1 sequences (seq2 and seq3) using CLUSTALW before using them for the in vivo study. This analysis revealed that seq3 has 96% sequence homology between human (NCBI Reference Sequence: NM_001013439.3) and mouse (NCBI Reference Sequence: NM_008053.4) FXR1, supporting its use in the murine model.

Athymic nude mice (J:NU, Strain #007850) and FVB/NJ mice (Strain #001800), female and approximately 4–6 weeks old, were purchased from Jackson Laboratories. Ovarian cancer affects only females; therefore, only female mice were used in this study. The animals were maintained under a 12 h light/dark cycle with unrestricted access to food and water at the temperature around 20–24 °C with 40–60% humidity. For the tumorigenicity study, OVCAR8 ovarian cancer cells expressing luciferase (0.5 × 10⁶ cells/mouse) were injected IP into mice (*n* = 7 per group) to establish a human ovarian cancer xenograft model. After 7 days, tumor-bearing mice were randomized into three groups and treated IP with 10 µg/mouse of siCont-LNA, siFXR1-LNA, or siFXR1, each complexed with 16 µL of in vivo-jetPEI transfection reagent (PolyPlus Transfection, Illkirch, France) in a final volume of 200 µL of 5% glucose. Treatments were administered twice weekly for 28 days^76^. Mice were regularly monitored for tumor growth by bioluminescence imaging. For bioluminescence imaging, mice were IP injected with 150 mg/kg of D-luciferin in 200 μL PBS, and bioluminescence signal was captured using an IVIS Lumina II in vivo imaging System (Caliper Life Sciences).

To evaluate siRNA toxicity, athymic nude mice were randomly assigned to three groups (*n* = 5 per group) and administered IP injections twice weekly for 4 weeks with 10 µg/mouse of siCont-LNA, native siFXR1, or siFXR1-LNA, each formulated with jetPEI nanoparticles. After the final injection, major organs (kidney, lungs, liver, and brain) were collected, fixed, sectioned, and stained with H&E for histopathological assessment. Blood serum was also collected and submitted to IDEXX BioAnalytics (Columbia, MO) for hematological and biochemical analyses, including measurements of ALT, AST, bilirubin, albumin, and creatinine.

For the breast tumorigenicity study, female athymic nude mice were injected subcutaneously with MDA-MB-231 cells (5 × 10⁶ cells/mouse) mixed 1:1 with Matrigel (Corning). Once tumors reached 70–100 mm³, mice were randomized into three groups (*n* = 5 per group) and treated via retro-orbital injection with 10 µg/mouse of siCont-LNA, siFXR1, or siFXR1-LNA, each complexed with 16 µL of in vivo-jetPEI transfection reagent (PolyPlus Transfection, Illkirch, France) in 100 µL of 5% glucose. Treatments were given twice weekly for 7 weeks. Tumor size was measured weekly using a vernier caliper, and tumor volume was calculated as: volume (mm³) = length × (width²)/2. Mice were euthanized at week 7.

For the scRNA-seq study, FVB/NJ mice were IP injected with 0.5 × 10⁶ Br-Luc cells. Seven days after tumor inoculation, mice received IP injections of siCont-LNA (*n* = 10) or siFXR1-LNA (*n* = 10), the latter designed to target the mouse FXR1 sequence (NCBI Reference Sequence: NM_008053.4), each formulated with jetPEI as described above. For the survival study, mice exhibiting moribund conditions with ascites formation were considered to have reached the experimental endpoint and were euthanized. Ascites and tumor tissues were collected from each group for downstream analyses.

### Bioluminescence imaging

In vivo bioluminescent imaging was performed using the IVIS Lumina II Bioluminescence and Fluorescence Imaging System (Caliper Life Sciences). Mice were injected D-luciferin (150 mg/kg; Gold Biotechnology, St. Louis, MO) intraperitoneally (IP), and imaging was conducted 10 min later, corresponding to the peak signal. Tumor images were captured under the following settings: exposure time, 0.5 s; f/stop, 16; medium binning; and a 12.5 × 12.5 cm² field of view. Bioluminescent signals were quantified using Living Image software and reported as tissue radiance (photons/s/cm²/sr).

For the in vivo uptake and biodistribution study, tumor-bearing mice were imaged using the IVIS Spectrum System (PerkinElmer, Shelton) at 24 h after a single IP injection of Texas Red–labeled siFXR1-LNA. Following imaging, mice were euthanized, and tumors and major organs were collected and imaged to assess siRNA distribution.

### Immunohistochemistry (IHC) and TUNEL assay

For this purpose, the slides were dewaxed in xylene and rehydrated through graded ethanol to distilled water. Antigen retrieval for the slide specimens was performed using IHC-Tek epitope retrieval solution and steamer set (IHC World, LLC.). The slides were then immersed in 3% H_2_O_2_ for 10 min to quench endogenous peroxidase, followed by blocking with 10% goat serum for 1 h. Tissue sections were then stained overnight at 4 °C with the indicated primary antibodies. The slides were counterstained with Harris modified hematoxylin (Thermo Fisher Scientific Inc., Rockford, IL), dehydrated with graded ethanol and xylene, and finally mounted with Paramount. IHC slides were then digitally scanned using Pannoramic 250 FLASH III scanner (3D HISTECH ltd. Version 2.0), using the Case Viewer software (3D HISTECH ltd. Version 2.0) was used to view the images.

A TUNEL assay kit (Roche, Basel, Switzerland) was used to determine apoptotic cells in tumor specimen according to manufacturer’s instructions. Images from each treatment group were evaluated using a confocal laser scanning microscope (LSM 510; Zeiss, Oberkochen, Germany), and TUNEL-positive cells were quantified using Aim 4.2 software LSM 510.

### 3D tumor spheroid invasion and penetration study

3D tumor spheroids were prepared with growth factor reduced matrigel (GFR Matrigel, Corning Life Sciences, NY, USA) as previously reported. Thousand OVACR8 cells were suspended in 100 µL of spheroid formation ECM and added into a Corning 96-well ultralow attachment microplate, followed by centrifugation at 200 × *g* for 3 min at 4 °C. The plate was incubated at 37 °C for 24 h to induce the formation of spheroids. The tumor spheroids were incubated with siFXR1-LNA labelled with Texas-red to evaluate the tumor penetration capability of siRNA.

For spheroid invasion assay, the spheroids were embedded in matrix from the Cultrex Spheroid Cell Invasion Assay kit (Trivigen, Gaithersburg, MD) at 37 °C for 60 min and transfected with the siCont-LNA and siFXR1-LNA using Lipofectamine RNAiMAX transfection reagent for 24 h. The medium was then replaced by DMEM containing 10% FBS with 5 ng/mL hEGF, and the spheroids were incubated at 37 °C for up to 4 days. Invasion of the spheroids in the matrix was photographed every 24 h using an inverted microscope (Nikon Ti2E).

### scRNA-seq sample preparation, data acquisition, and pre-processing

Ascites collected from three biological replicates were pooled together as one sample, and a set of two samples per treatment group (siCont-LNA or siFXR1-LNA) was used for scRNA sequencing. Samples were then processed for single cell using tissue dissociation enzymes. scRNA-seq was performed using the Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 (Dual Index). Briefly, cells were loaded into the 10× Chromium Controller (10× Genomics) for barcoding. scRNA-seq libraries were then generated according to the manufacturer’s protocol. After the scRNA-seq library construction, the Agilent 4200 Tape Station system and High Sensitivity D5000 and D1000 Screen Tapes were used to assess the size profiles of the amplified cDNA. A NextSeq 500/550 High Output Kit v2.5 (150 cycles; 20,024,907; Illumina) with 28 cycles for read 1, 10 cycles for i7 index, 10 cycles for i5 index, and 90 cycles for read 2, and was used to sequence the samples. Raw sequencing data were downloaded from Illumina BaseSpace, then demultiplexed and converted to gene-barcode matrices using the “mkfastq” and “count” functions in Cell Ranger v8.0 (10× Genomics). To reduce potential batch effects among samples, all cDNA libraries were constructed using the same reagent kit and protocol.

### scRNA-seq data analysis for cell type clustering and annotation

After aligning raw sequencing reads to mouse mm10 reference genome, cell barcode and unique molecular index (UMI) count matrices were generated. Pre-processing of the data and downstream analyses were performed in R (v.4.3.3) using Seurat package (v.5.1.0). Cells expressing less than 100 or higher than 4800 genes or expressing higher than 15% of UMI counts from mitochondrial genes were removed due to poor quality or potential doubles. After quality control, a total of 16,851 cells remained for downstream analysis. We used log2 transformation with 10,000 as scaling factor for normalization, and then selected the top 2000 most variable genes, followed by performing principal components analysis (PCA) for denoising the data into 50 PCs.

During our analysis, we found that one of the replicates among the siFXR1-LNA group exhibited fewer sequencing reads, which resulted into identifying less cell numbers, presumably due to the therapeutic effects of siFXR1 LNA and associated decrease in overall tumor burden and ascites (Supplementary Fig. 5e, f). This sample was excluded for further analysis. In brief, we identified 16851 high-quality cells (~11621 cells from siCont-LNA and ~5230 cells from siFXR1-LNA group) for further subtyping (Supplementary Fig. 5h).

Shared nearest neighbor (SNN) of each cell was constructed for each cell and then clustered using the Louvain-Jaccard graph-based algorithm, implemented by functions FindNeighbours and FindClusters with the resolution parameter set to 0.1. We used Uniform Manifold Approximation and Projection (UMAP) as dimensional reduction algorithm to visualize the data in two-dimension along with cluster results from the clustering algorithm. Cluster marker genes were identified by using Wilcoxon rank sum tests with adjusted *p*-value less than 0.05 (with Bonferroni correction for multiple testing). The main cell types were defined using cluster marker genes along with canonical markers.

Dimension reduction plots, heatmaps, violin plots, and dot plots were generated using functions DimPlot, DoHeatmap, VlnPlot, and DotPlot provided in Seurat, respectively. Bar plots were made by using the R package ggplot2 (version 3.5.1).

The scoring of cell function based on a specific gene set was performed through the built-in “AddModuleScore” function of the Seurat package.

### Subset analysis for epithelial, macrophage, T, NK, and Dendritic cells

Specific subgroup of cells was extracted from original dataset and re-ran the whole analysis pipeline as aforementioned, including normalization, select highly variable genes, denoising procedure by PCA, clustering analysis, and dimension reduction by UMAP. We performed pathway enrichment analysis with the differentially expressed gene list (Supplementary Data 1) from each epithelial cell cluster using the IPA software.

### CNV estimation and cell cycle analysis

To identify malignant cells from epithelial cells, we used the R package CopyKAT (version 1.1.0)^42^ to estimate the CNVs for each cell and predict if it is aneuploid or diploid. We assessed the cell cycle phase of the cells using the CellCycleScoring function^77^ provided by the Seurat package.

### Cell‒cell communication analysis

The R package CellChat (v2.1.2)^40^ was used to analyze cell-to-cell communication between tumor cells and other cell types. First, a CellChat object was created by grouping defined clusters. The ligand‒receptor interaction database we used for analysis was “CellChatDB.mouse”, without additional supplementation. Preprocessing steps were all conducted with default parameters. The functions computeCommunProb and computeCommunProbPathway were applied to infer the network of each ligand‒receptor pair and each signaling pathway separately. A circle plot was also generated as part of this analysis. The number of interactions and strength plots were made by using netVisual_diffInteraction function.

### Flow cytometry of ascites, TAM, and T cells

After blocking with Fc Receptor Blocking Solution (Biolegend), cell surface staining was performed in FACS buffer containing antibody cocktails (Epcam, Cd45, F4/80, Cd11b, Pdl1, Mrc1 (Cd206), Cd163, Cd4, Cd8) on ice for 1 h. After washing twice with FACS buffer, the cells were fixed using BD Cytofix/cytoperm solution (BD Bioscience) 20 min on ice. Cells were washed with BD perm/wash buffer (BD Bioscience), intracellular blocking with mouse IgG and Miltenyi FcR blocking, then intracellular staining was performed using PE-anti-LAMP3 (BD Biosciences), or PE-isotype control (BD Biosciences) for 1 h on ice. Cells were washed twice with perm/wash buffer and then analyzed on the BD Fortessa.

### Tissue IF staining

FVB mouse tumor tissue slices from siCont and siFXR1-LNA groups were dewaxed in xylene and rehydrated through graded ethanol and distilled water. Antigen retrieval for the slide specimens was performed using IHC-Tek epitope retrieval solution and steamer set (IHC World, LLC.). The slides were then immersed in 3% H_2_O_2_ for 10 min to quench endogenous peroxidase, followed by blocking with 10% BSA for 1 h. Tissue sections were then stained overnight at 4 °C with the indicated primary antibodies. After washing with PBS, tissue sections were incubated with secondary antibodies, Alexa Fluor goat anti-mouse 488 (Cat#38731, Life Technologies, Carlsbad, CA) and Alexa Fluor 568 goat anti-rabbit (Cat#35646, Life Technologies, Carlsbad, CA) for 1 h at room temperature. Glass slides were mounted using ProLong Gold Antifade Reagent (Life Technologies, Carlsbad, CA) containing DAPI. Images were acquired with a 40X objective using a confocal laser scanning microscope (LSM 510; Zeiss, Oberkochen, Germany) and analyzed using the Aim 4.2 software LSM510.

### Statistical analysis

In most cases, data obtained from three or four biological replicates were analyzed, unless indicated otherwise in the figure legends. The statistical tests used for each experiment are included in the corresponding figure legends. Graphpad Prism 7 (GraphPad, San Diego, CA) was used to perform statistical analysis and *p*-value determinations.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Source data

Source Data file 1

Source Data file 2

## Data Availability

The raw scRNA-seq data generated in this study are available through the Gene Expression Omnibus (GEO) under accession number GSE292799. The remaining data are available either within the article, Supplementary Information or Source Data file. All source data files are provided with this paper. Source data are provided with this paper.

# Supplementary material for: Single-cell transcriptomics reveals FXR1 as an actionable target for siRNA therapy in ovarian cancer
**Source:** Nat Commun. 2026 Apr 3;17:4803. doi: 10.1038/s41467-026-71468-y

**Supplementary Figure 1**

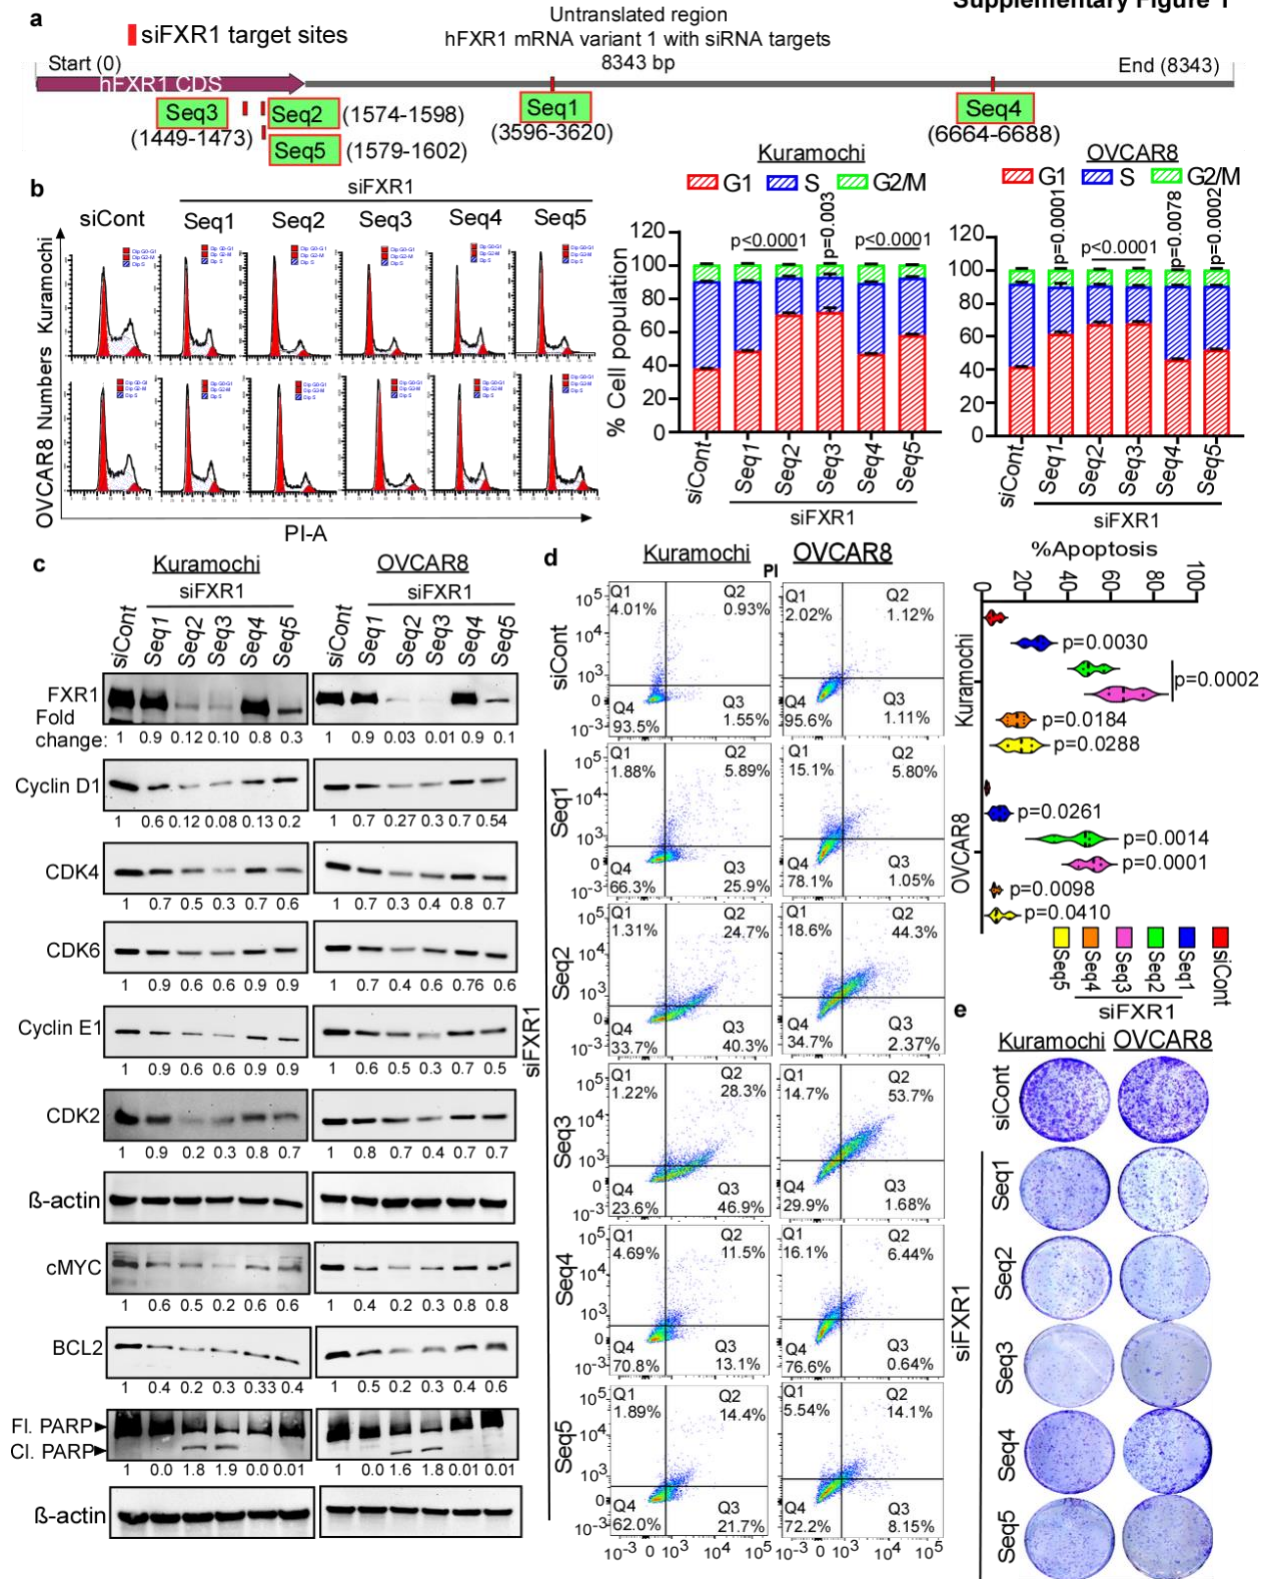

**Supplementary Fig.1. FXR1 knockdown using target specific FXR1 siRNAs promotes cell death in ovarian cancer cells.** **a**, Schematic map shows complementary binding position of FXR1-specific siRNAs within the CDS and the UTR of human FXR1 mRNA variant 1. **b**, Representative histograms show flow cytometry based cell cycle analysis of ovarian cancer cells were transfected with 2.5 nM siCont or FXR1 siRNAs (seq1-5) for 48 hr (left). Quantitative graphs represent the percentages of cell populations in G1, S, and G2/M phases of the cells (right) (n = 3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **c**, Western blots show the levels of indicated proteins after 48 hr of transfection (n=3, represents three biologically independent samples).  $\beta$ -actin, loading control. Fold change in protein levels were quantitated with respect to the control and presented below each blot. **d**, Representative dot plots show flow cytometry analysis of annexin V-FITC and PI-stained cells were transfected with 2.5 nM siCont or FXR1 siRNAs (seq1-5) after 48 hr of transfection. Q2 and Q3 populations represent late and early apoptotic cells respectively and Q4 represents live cells (left). Quantitative graph to show %apoptosis in ovarian cancer cells (right) (n = 3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **e**, Representative images of ovarian cancer cells colonies were transfected with 2.5 nM siCont or FXR1 siRNAs (seq1-5) for 48 hr (n=3, represents three biologically independent samples).

**Supplementary Figure 2**

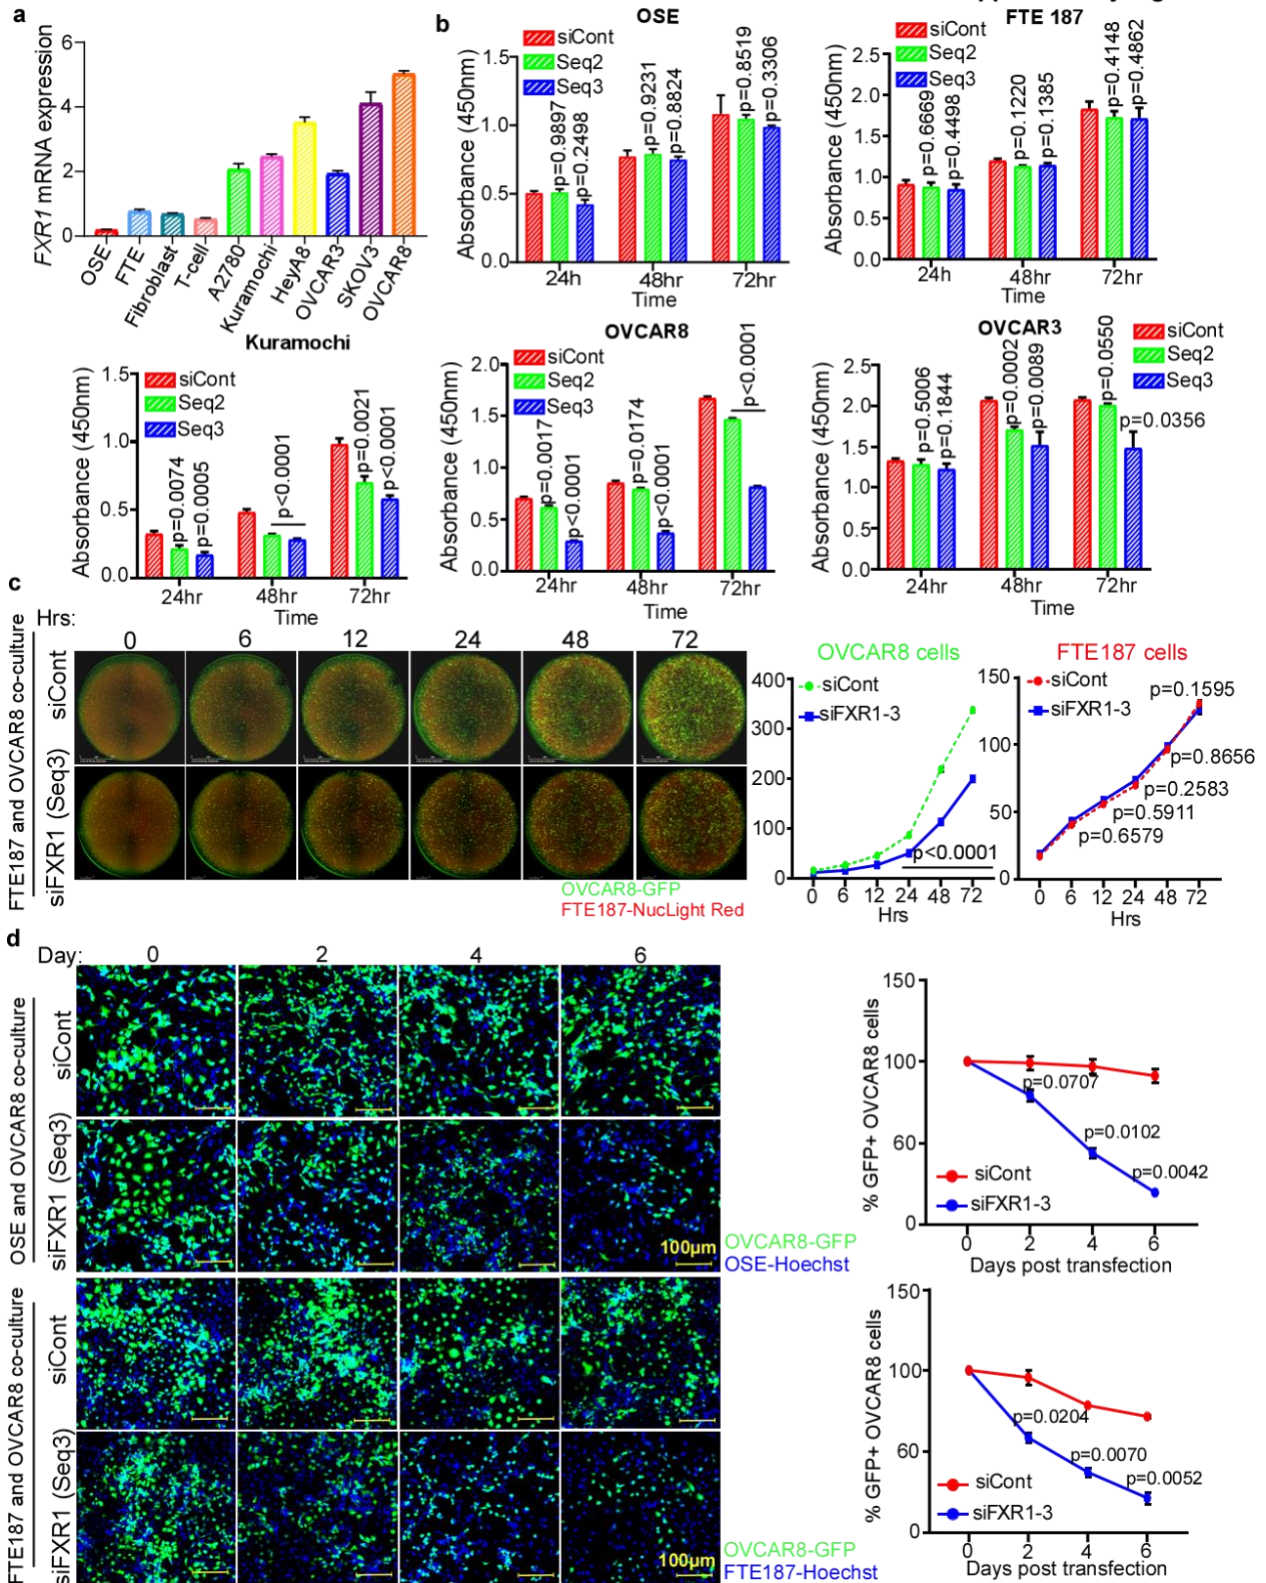

**Supplementary Fig. 2. FXR1 siRNAs are not cytotoxic to normal cells.** **a**, Quantitative bar graphs show *FXR1* mRNA expression in normal human OSE, ovarian surface epithelial cells, FTE, fallopian tube epithelial cells, fibroblast, PBMC T-cells and human ovarian cancer cell lines. *β-actin*; loading control (n=3, represents three biologically independent samples). **b**, OSE, FTE, Kuramochi, OVCAR8 and OVCAR3 cells were transfected with two individual FXR1 siRNAs (seq2 or seq3), at 2.5 nM concentration up to 72 hr. The number of viable cells were quantitated after transfection using CCK8 assay (n=5, represents five biologically independent samples). Bars represent a mean normalized absorbance at 450 nm. Error bars indicate mean ± SEM. Significance was determined by unpaired two-tailed Student's t-test. **c**, Representative images show GFP+ OVCAR8 cells co-cultured with NucLight Red-labeled FTE cells for 24 hr, followed by treatment with siFXR1 (seq3) or siCont at 2.5 nM. Images were captured every 6 hr over 3 days using the IncuCyte live-cell analysis system (left). Scale bars represent 2 mm. The graph displays time-dependent cell count curves for GFP+ OVCAR8 cells and NucLight Red-labeled FTE cells were treated with siCont or FXR1 siRNAs (right) (n=3, represents three biologically independent samples). Error bars indicate mean ± SEM. Significance was determined by unpaired two-tailed Student's t-test. **d**, Representative fluorescence images captured from four random fields of GFP+ OVCAR8 cells co-cultured with OSE and FTE cells for 24 hr, followed by transfection with 2.5 nM of FXR1 siRNAs (seq3) or siCont (left), respectively. Cell numbers were quantified at different timepoints using live cell imaging with GFP and Hoechst stain. Proportion of OVCAR8 cells were quantitated by dividing the number of GFP+ cells by the total number of Hoechst+ nuclei (n=3, represents three biologically independent samples) (right). Scale bars represent 100 μm.

Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test.

**Supplementary Figure 3**

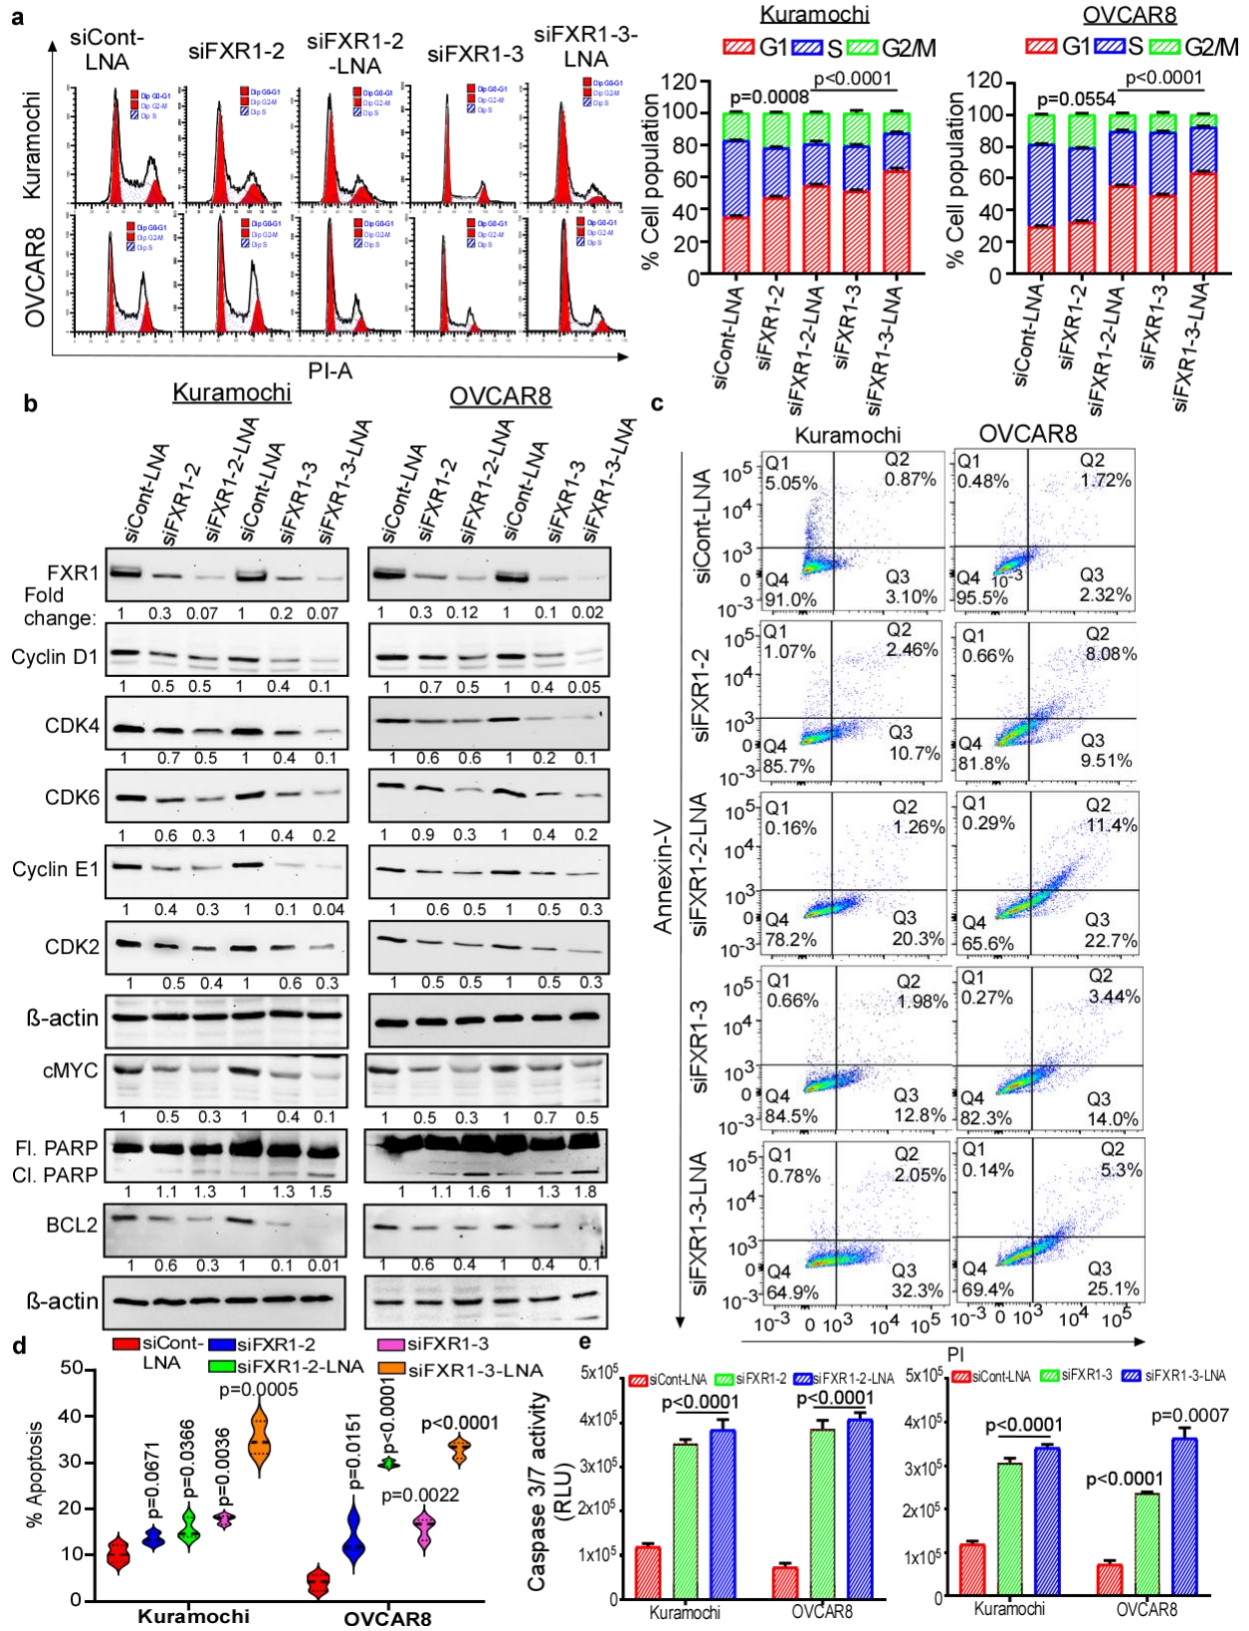

**Supplementary Fig. 3. LNA modified FXR1 siRNAs induce anti-tumor effects in ovarian cancer cells.** **a**, Representative histograms show flow cytometry analysis of cell cycle performed for ovarian cancer cells were transfected with 0.5 nM siCont-LNA, native siFXR1-2, siFXR1-2-LNA, native siFXR1-3 or siFXR1-3-LNA (right). Graphs represent the percentages of cell populations in G1, S, and G2/M phases of the cells (right) (n=3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **b**, Western blots show the levels of indicated proteins identified after 48 hr of transfection indicated siRNA.  $\beta$ -actin, loading control. Fold change in protein levels were quantitated with respect to the control and presented below each blot. **c**, Representative dot plots show flow cytometry of cells were immunostained for annexin V-FITC and PI-stained cells after 48 hr of transfection of 0.5 nM concentration of siCont-LNA, native siFXR1-2, siFXR1-2-LNA, native siFXR1-3 or siFXR1-3-LNA. **d**, Quantitative graph shows % apoptosis of ovarian cancer cells in **c** (n=3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **e**, Quantitative bar graph for caspase 3/7 activity recorded after 48 hr of transfection of 0.5 nM concentration of siCont-LNA, native siFXR1-2, siFXR1-2-LNA, native siFXR1-3 or siFXR1-3-LNA treatment in ovarian cancer cells (n=3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test.

**Supplementary Figure 4**

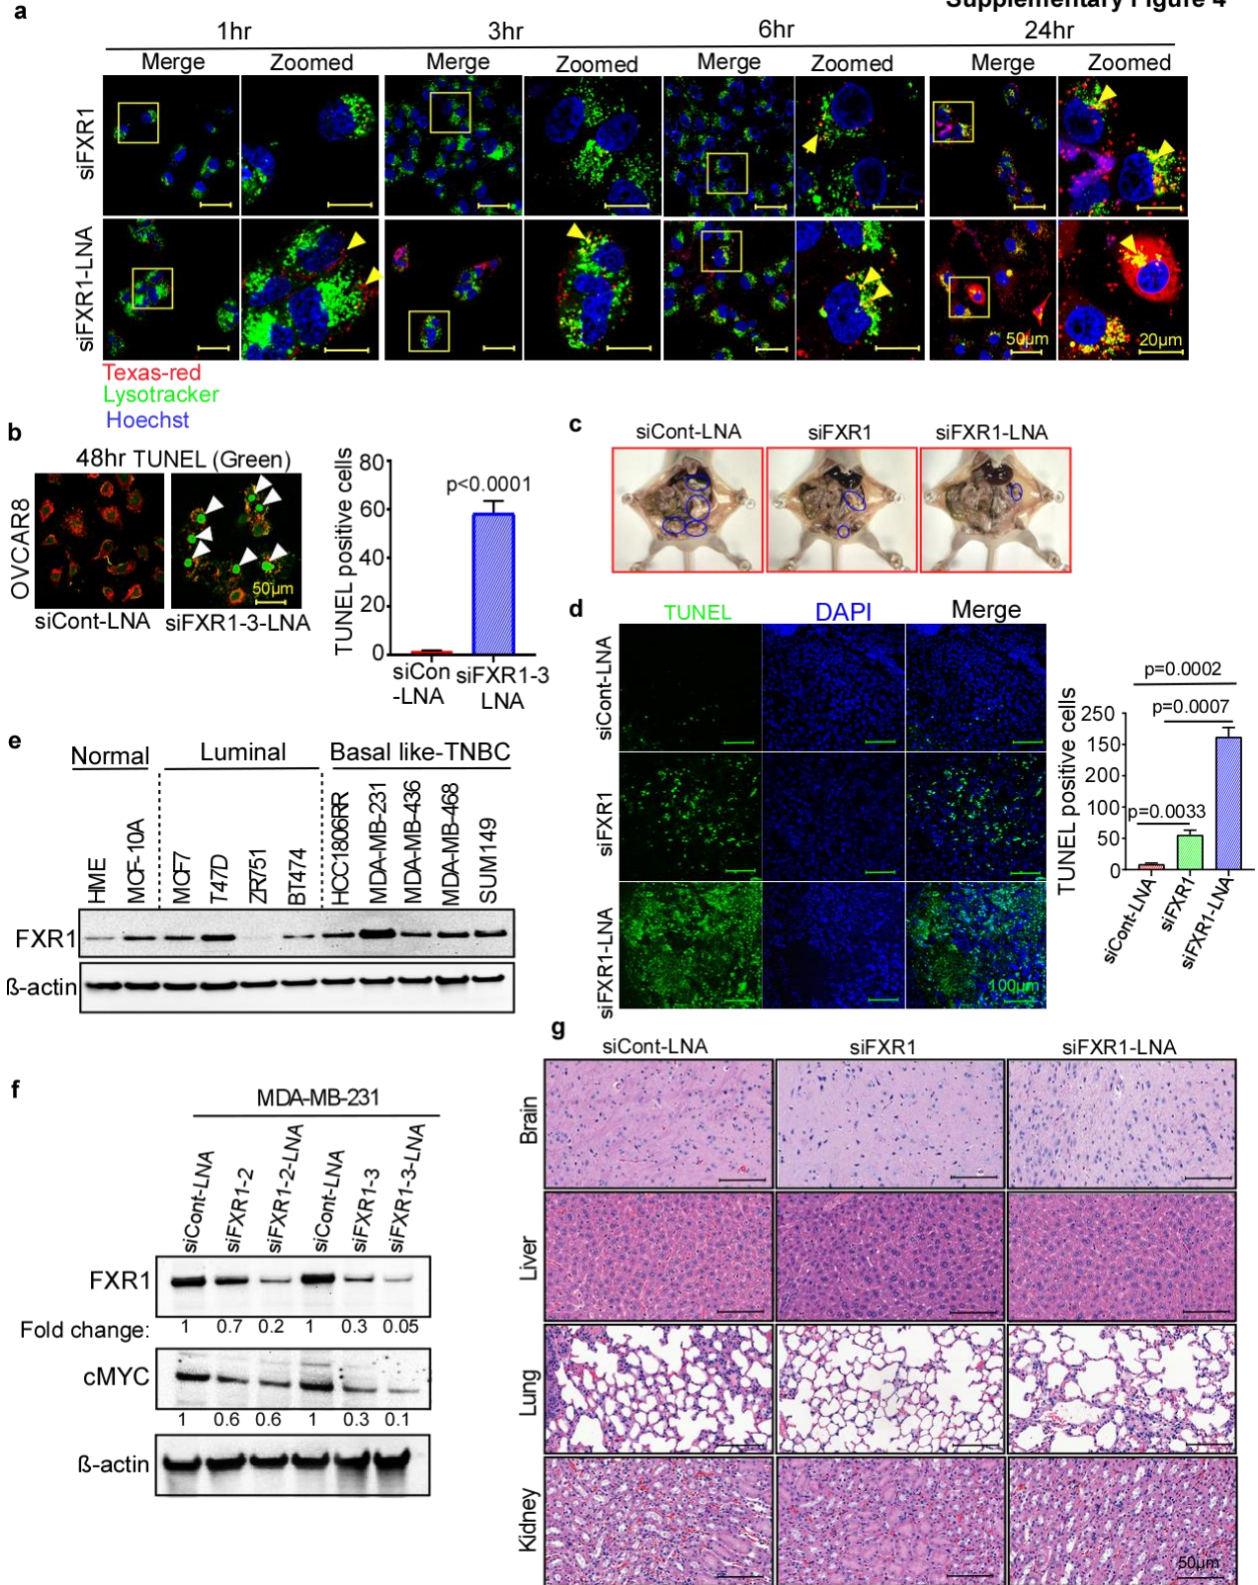

**Supplementary Fig. 4. LNA modified FXR1 siRNA demonstrates improved cellular uptake and cell death consequently *in vitro* and *in vivo*.** **a**, Representative images of intracellular distribution of siRNA were captured from five random fields of ovarian cancer cells were transfected with Texas red labelled native siFXR1 or siFXR1-LNA. The nucleus was stained with Hoechst, the lysosome vesicles were labeled by LysoTracker Red, and the siRNA were labeled with Texas red. Scale bars represent 50  $\mu\text{m}$  in unzoomed images and 20  $\mu\text{m}$  in zoomed images (n=3, represents three biologically independent samples). **b**, Representative images captured from five random fields of TUNEL-stained ovarian cancer cells are shown to assess the apoptotic effects of siFXR1-3-LNA 48 hr after transfection. Apoptotic cells were marked as green fluorescence after TUNEL staining observed under a fluorescent microscope (arrow indicates TUNEL-positive cells). Scale bars represent 50  $\mu\text{m}$ . Bar graph shows number of apoptotic cells as determined by TUNEL assay (n=3, represents three biologically independent samples). Significance was determined by unpaired two-tailed Student's t-test. **c**, Representative image (left) of the anatomy of peritoneal cavity of mice from each group. Areas circled in blue indicate tumor nodules formed on peritoneal organs. **d**, Representative TUNEL staining (green fluorescence, left) images of the tumor sections were performed from Fig. 3a. Scale bars represent 100  $\mu\text{m}$ . Bar graph shows number of apoptotic cells in tumor tissues as determined by TUNEL assay (right). A total of 3 fields from each treatment group were counted. Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. (n=3, represents three biologically independent samples). **e**, Western blot analysis of FXR1 levels in human normal breast cells and cancer cells.  $\beta$ -actin, loading control (n=3, represents three biologically independent samples). **f**,

Western blot analysis shows FXR1 levels after native siFXR1 (seq2 or seq3) or siFXR1-LNA (seq2 or seq3) were transfected in MDA-MB-231 cells.  $\beta$ -actin, loading control (n=3, represents three biologically independent samples). Fold change in protein levels were quantitated with respect to the control and presented below each blot. **g**, Representative H&E images of main organs from toxicity study of the mice were treated with siCont-LNA, siFXR1 or siFXR1-LNA are presented; (n=5 mice per group). Scale bars represent 50  $\mu$ m.

**Supplementary Figure 5**

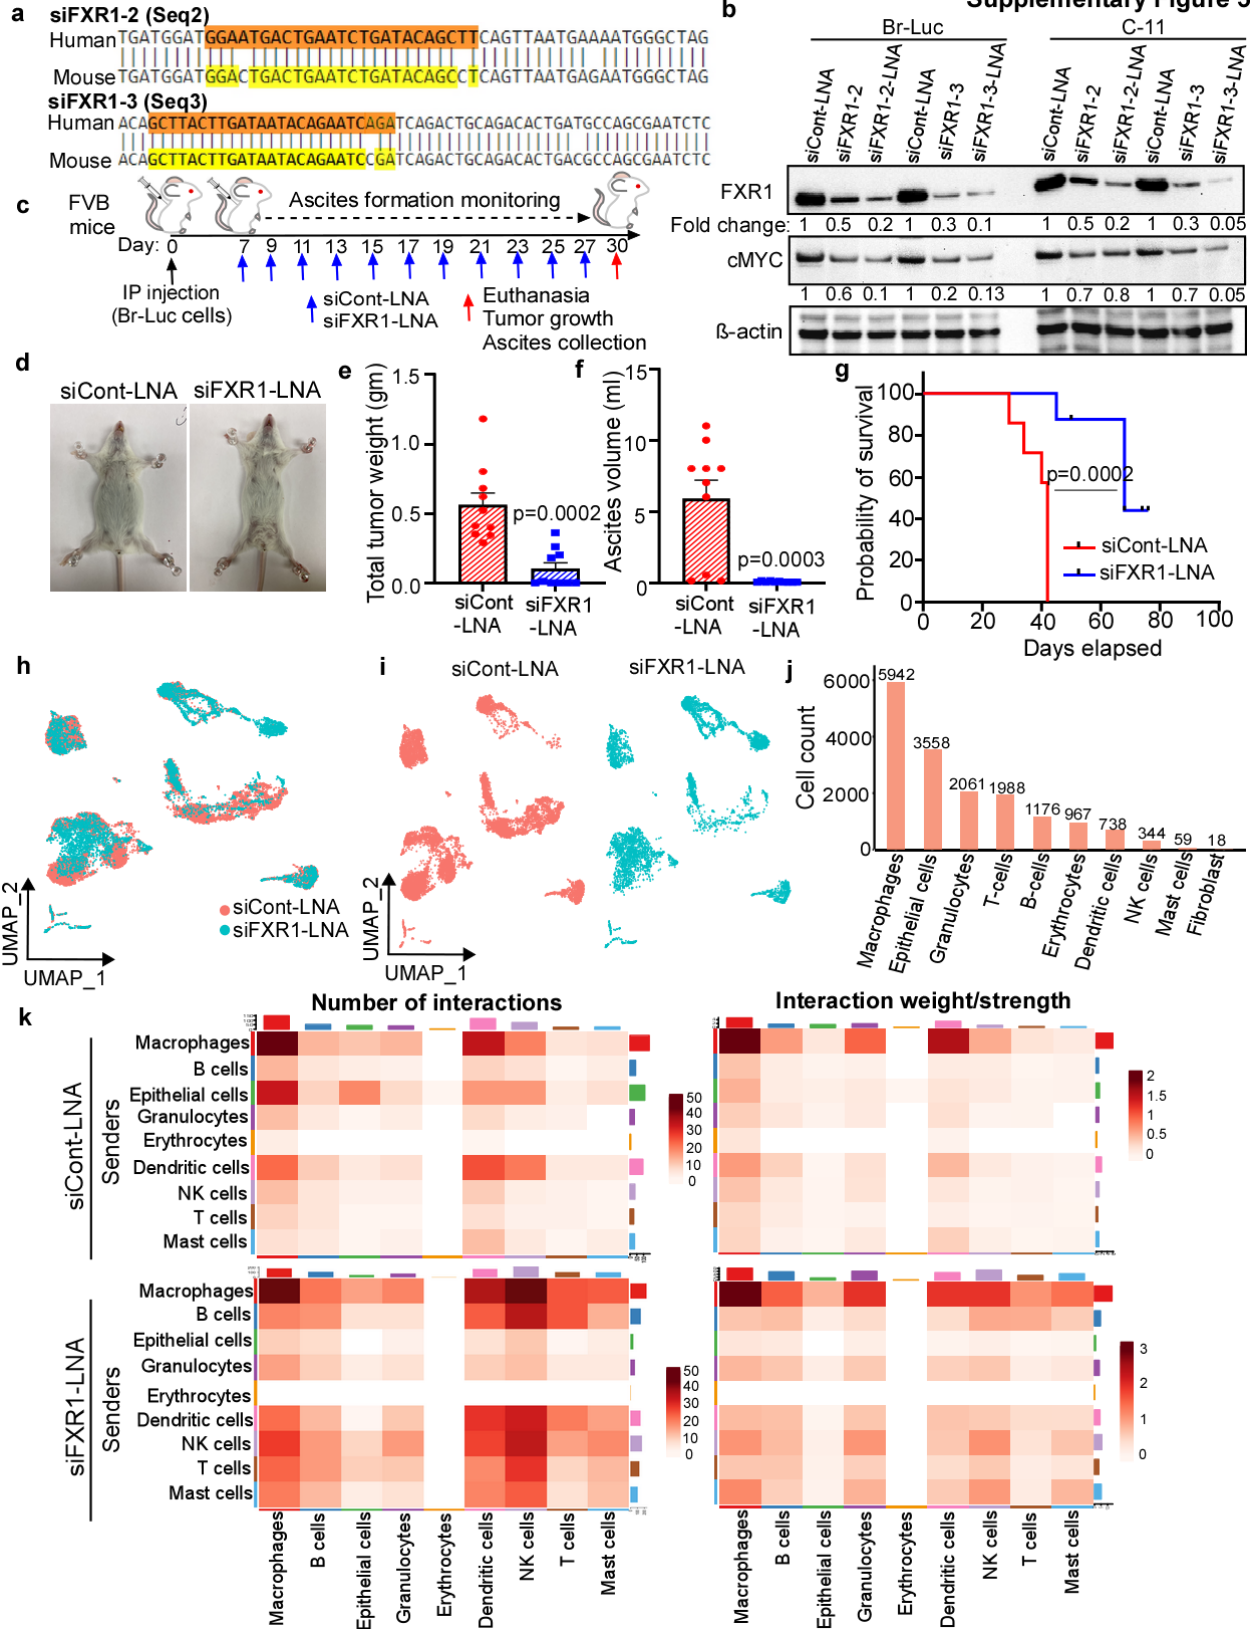

**Supplementary Fig. 5. Single-cell RNA sequencing (scRNA-seq) reveals immune cell modulation supporting anti-tumor mechanisms following FXR1 RNAi in immunocompetent mice.** **a**, Sequence complementarity between human and mouse siRNA sequences. **b**, Immunoblots show FXR1 levels after native siFXR1 (seq2 or seq3) or siFXR1-LNA (seq2 or seq3) were transfected in mouse ovarian cancer cell lines.  $\beta$ -actin, loading control. Fold change in protein levels were quantitated with respect to the control and presented below each blot. (n=3, represents three biologically independent samples). **c**, Schema shows the overall study design of scRNA-seq analysis using ascites samples collected from PEI encapsulated siCont-LNA or siFXR1-LNA treated FVB/N mice (n=10 mice per group). On day 30, all mice were euthanized, ascites fluid and tumors were collected for further analysis. **d**, Representative images of mice show ascites fluid formation. Primary and disseminated tumors were collected from **c**, then **e**, total tumor weight and **f**, ascitic fluid volume were recorded. Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **g**, Kaplan-Meier survival plot of immunocompetent FVB/N mice were injected with Br-Luc mouse ovarian cancer cells and then treated with PEI-carried siCont-LNA (n=10 mice per group) or siFXR1-LNA (n=10 mice per group). Significance was determined by Log-rank (Mantel-Cox) test. **h**, UMAP visualization of integrated single cells data at 0.1 resolution from scRNA-seq analysis of tumor ascites samples isolated from siCont-LNA or siFXR1-LNA treated mice. The combination of two biological replicates for each population was presented for each group. **i**, UMAP plot shows abundance of different cell types in the TME of siCont-LNA or siFXR1-LNA treated ascitic samples. **j**, Bar graph illustrates the cell count in each cluster. **k**, Heatmaps shows the quantity and strength of interaction

between indicated cell populations in siCont-LNA or siFXR1-LNA treated group. Mice drawings in panel (c) were created by Canvas X Pro.

Supplementary Figure 6

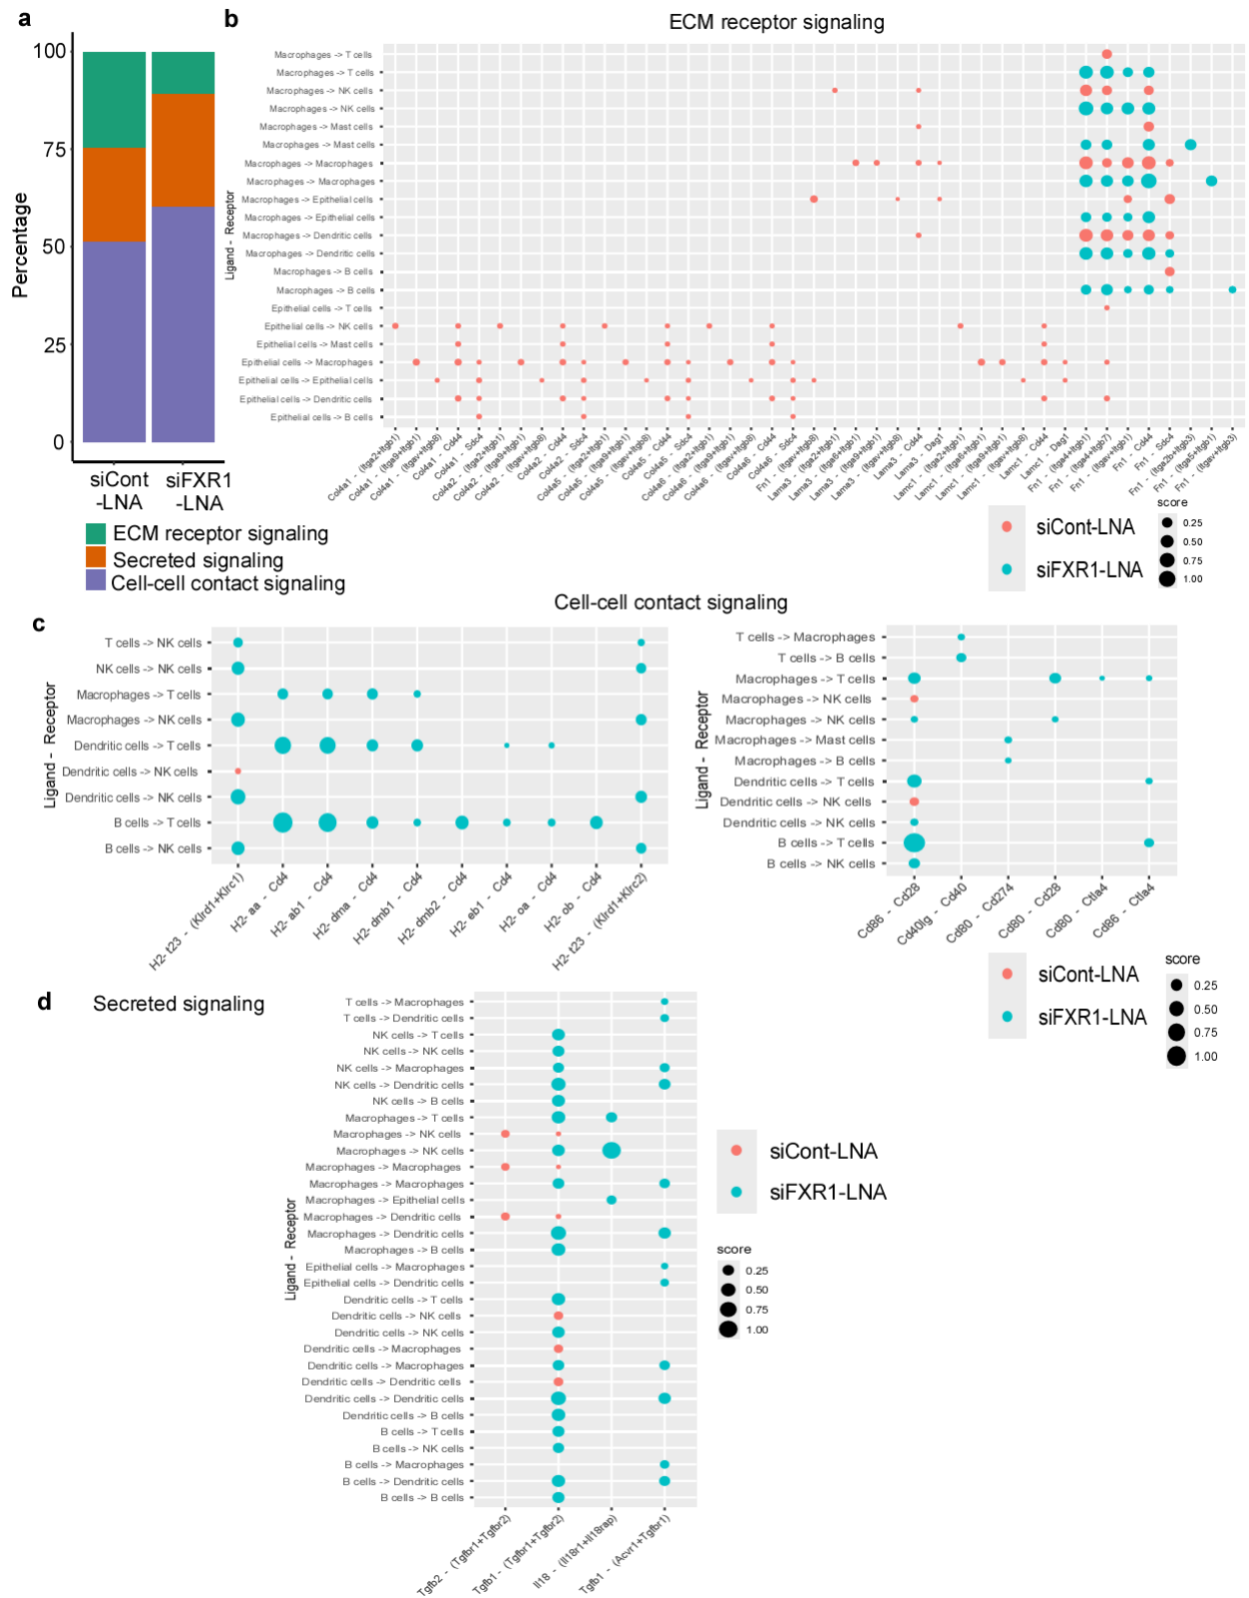

**Supplementary Fig. 6. CellChat analysis reveals reduced ECM-receptor signaling and increased secreted and cell-cell contact signaling upon FXR1 silencing.** **a**, Stacked bar graph shows change in percentage of genes associated with the indicated pathways among cell populations isolated from siCont-LNA or siFXR1-LNA treated groups. **b**, **c**, and **d**, Dot plot shows the top ligand–receptor interactions contributing to the ECM-receptor signaling, and cell-cell contact and secreted signaling among epithelial cells, macrophages, T cells, B cells, NK cells and DCs in siCont-LNA or siFXR1-LNA treated groups. The colors represent respective groups and the dot size represents the probability of level of communication.

**Supplementary Figure 7**

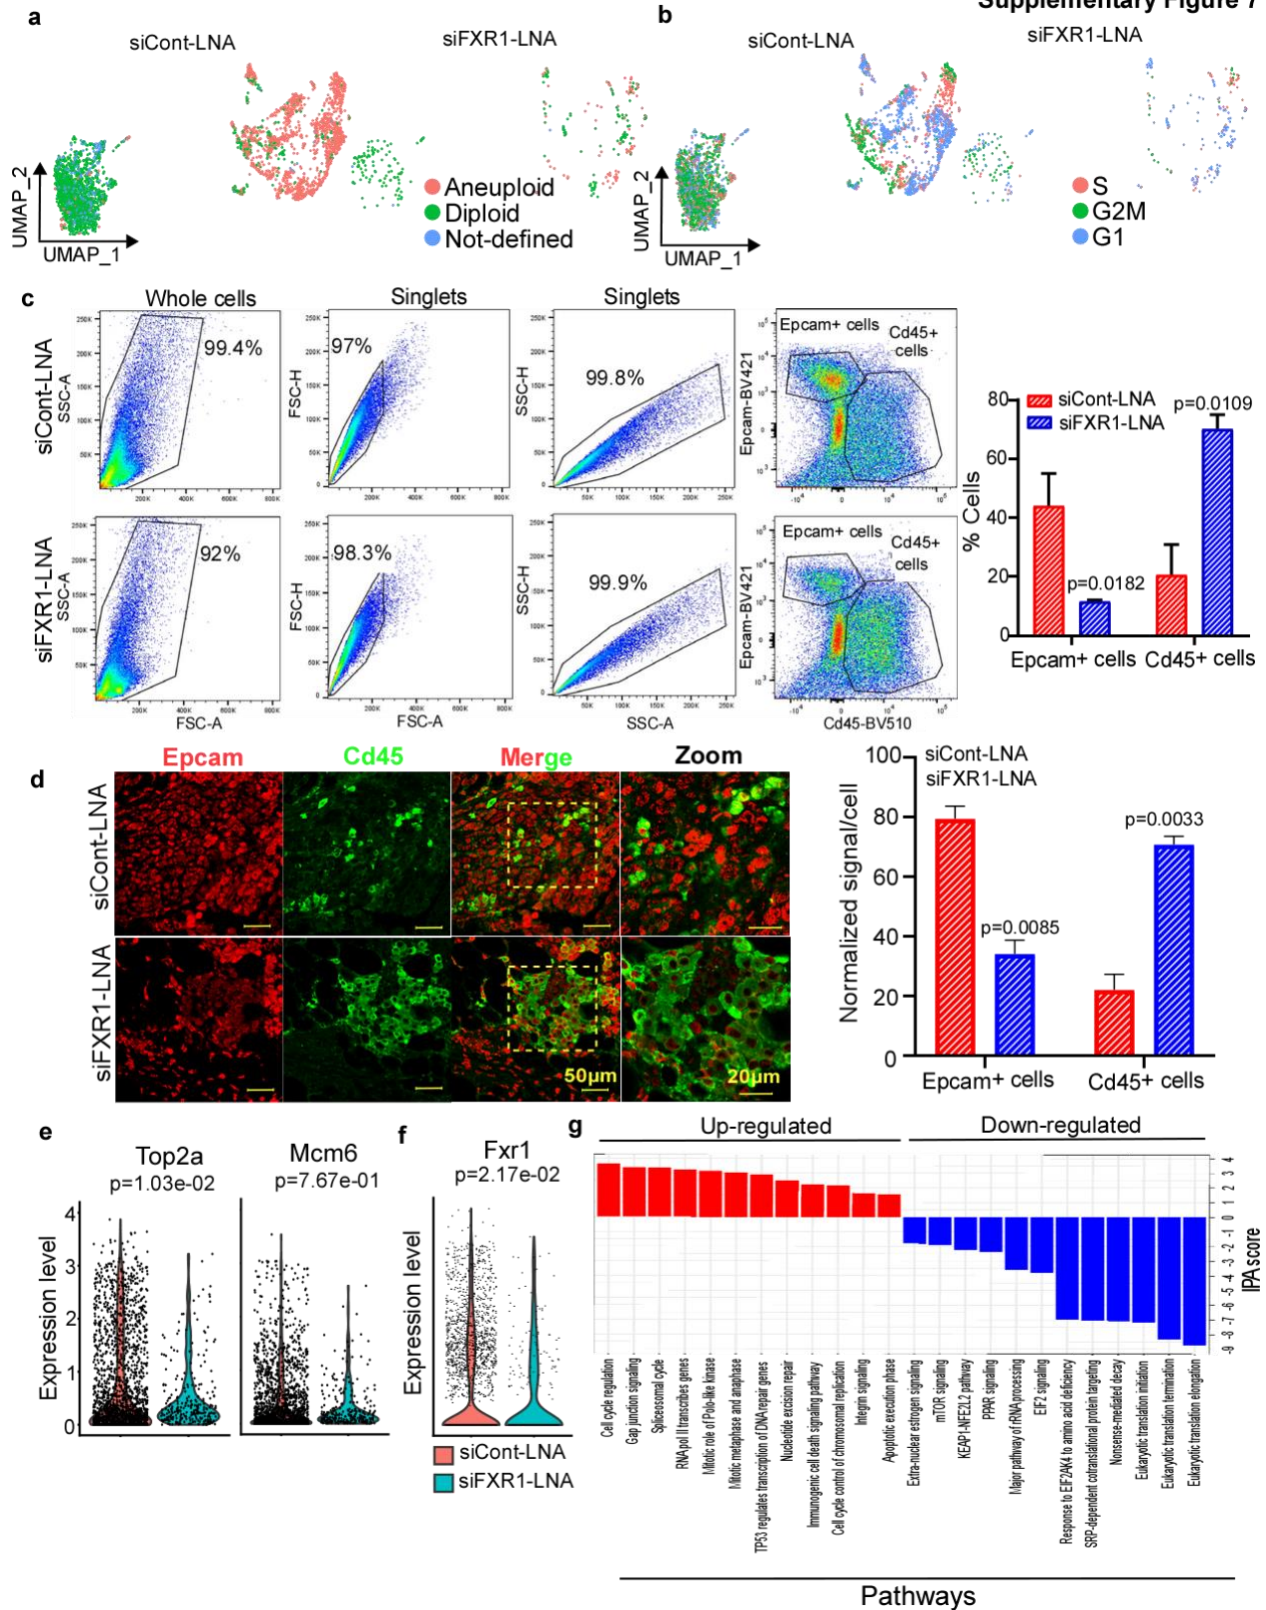

**Supplementary Fig. 7. LNA modified siFXR1 reduces the levels of FXR1 in tumor cells *in vivo*.** **a**, UMAP plots shows the chromosomal copy number variation (CNV) aneuploid, or diploid status in epithelial cells from the siCont-LNA or siFXR1-LNA groups. **b**, UMAP plots shows the distribution of cell cycle phases in epithelial cells from the siCont-LNA and siFXR1-LNA groups. **c**, Representative images show flow cytometry analysis of ascites fluid collected from control siRNA or FXR1 siRNA treated mice performed after immunostaining using Epcam<sup>+</sup> and Cd45<sup>+</sup> specific antibodies. Marked area shows Epcam<sup>+</sup> or Cd45<sup>+</sup> (left). Quantitative bar graph shows percentage of Epcam<sup>+</sup> and Cd45<sup>+</sup> cells in the samples were collected from siCont-LNA or siFXR1-LNA treated group (right) (n=3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **d**, Representative immunofluorescence (IF) images show Epcam and Cd45 expressing cells on tumor tissue sections prepared from siCont-LNA or siFXR1-LNA treated group. Scale bars represent 50  $\mu$ m and 20  $\mu$ m (left). Bar graph shows quantitaion of Epcam<sup>+</sup> and Cd45<sup>+</sup> cells based on staining intensity (right) (n=3, represents three biologically independent samples). Error bars indicate mean  $\pm$  SEM. Significance was determined by unpaired two-tailed Student's t-test. **e,f**, Violin plot shows the expression of genes indicated in epithelial cells subclusters in siCont-LNA or siFXR1-LNA treated groups, p-values were calculated by two-tailed Wilcoxon Rank Sum test. **g**, Bar graph shows enrichment of canonical pathways of DEGs in epithelial cells. Pathway activity scores were calculated by IPA software.

**a**

|  |            |            |
|--|------------|------------|
|  | siCont-LNA | siFXR1-LNA |
|--|------------|------------|

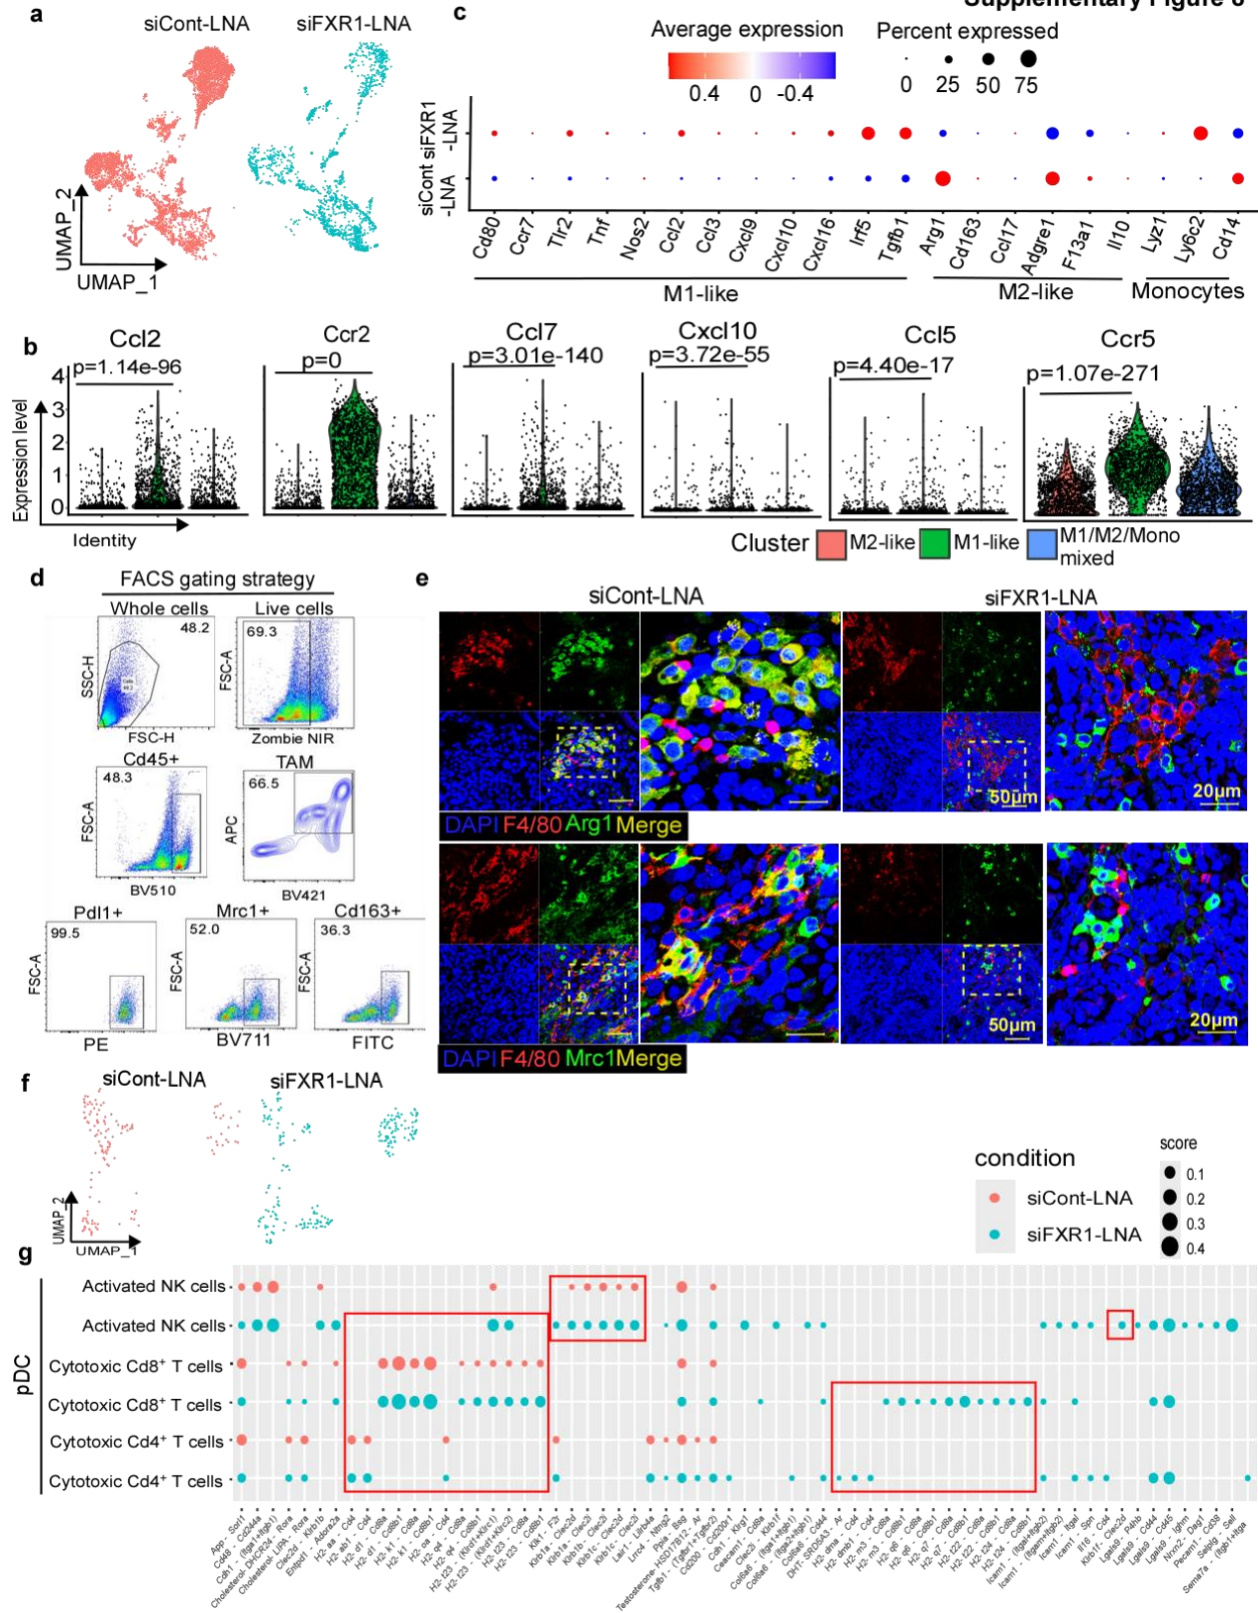

**Supplementary Fig. 8. FXR1 RNAi promotes anti-tumor immune cells at the tumor site.** **a**, UMAP plot shows macrophage subclusters in siCont-LNA and siFXR1-LNA treated groups. **b**, Violin plot shows the distribution of indicated chemokines and their receptors within macrophages subclusters, p-values were calculated by two-sided Wilcoxon rank sum test. **c**, Dot plot shows macrophage subtypes marker genes in siCont-LNA or siFXR1-LNA treated groups. **d**, Flow cytometry gating strategy used for analyzing Pdl1, Mrc1, and Cd163 expression in tumor-associated macrophages (TAMs) in mouse ascites samples. **e**, Representative immunofluorescence (IF) images captured from five random fields for F4/80, Arg1 and Mrc1 expressing cells in siCont-LNA and siFXR1-LNA treated tumor tissue sections collected from Supplementary Fig. 5c. Scale bars represent 50  $\mu\text{m}$  and 20  $\mu\text{m}$  (n=3, represents three tissue samples collected from three mice respectively) **f**, UMAP plot shows abundance of DCs in siCont-LNA or siFXR1-LNA treated groups. **g**, Dot plot shows the level of cell–cell communication signal initiated from pDC to activate NK cells, Cd8<sup>+</sup> and Cd4<sup>+</sup> cytotoxic T cell populations.

Supplementary Figure 9

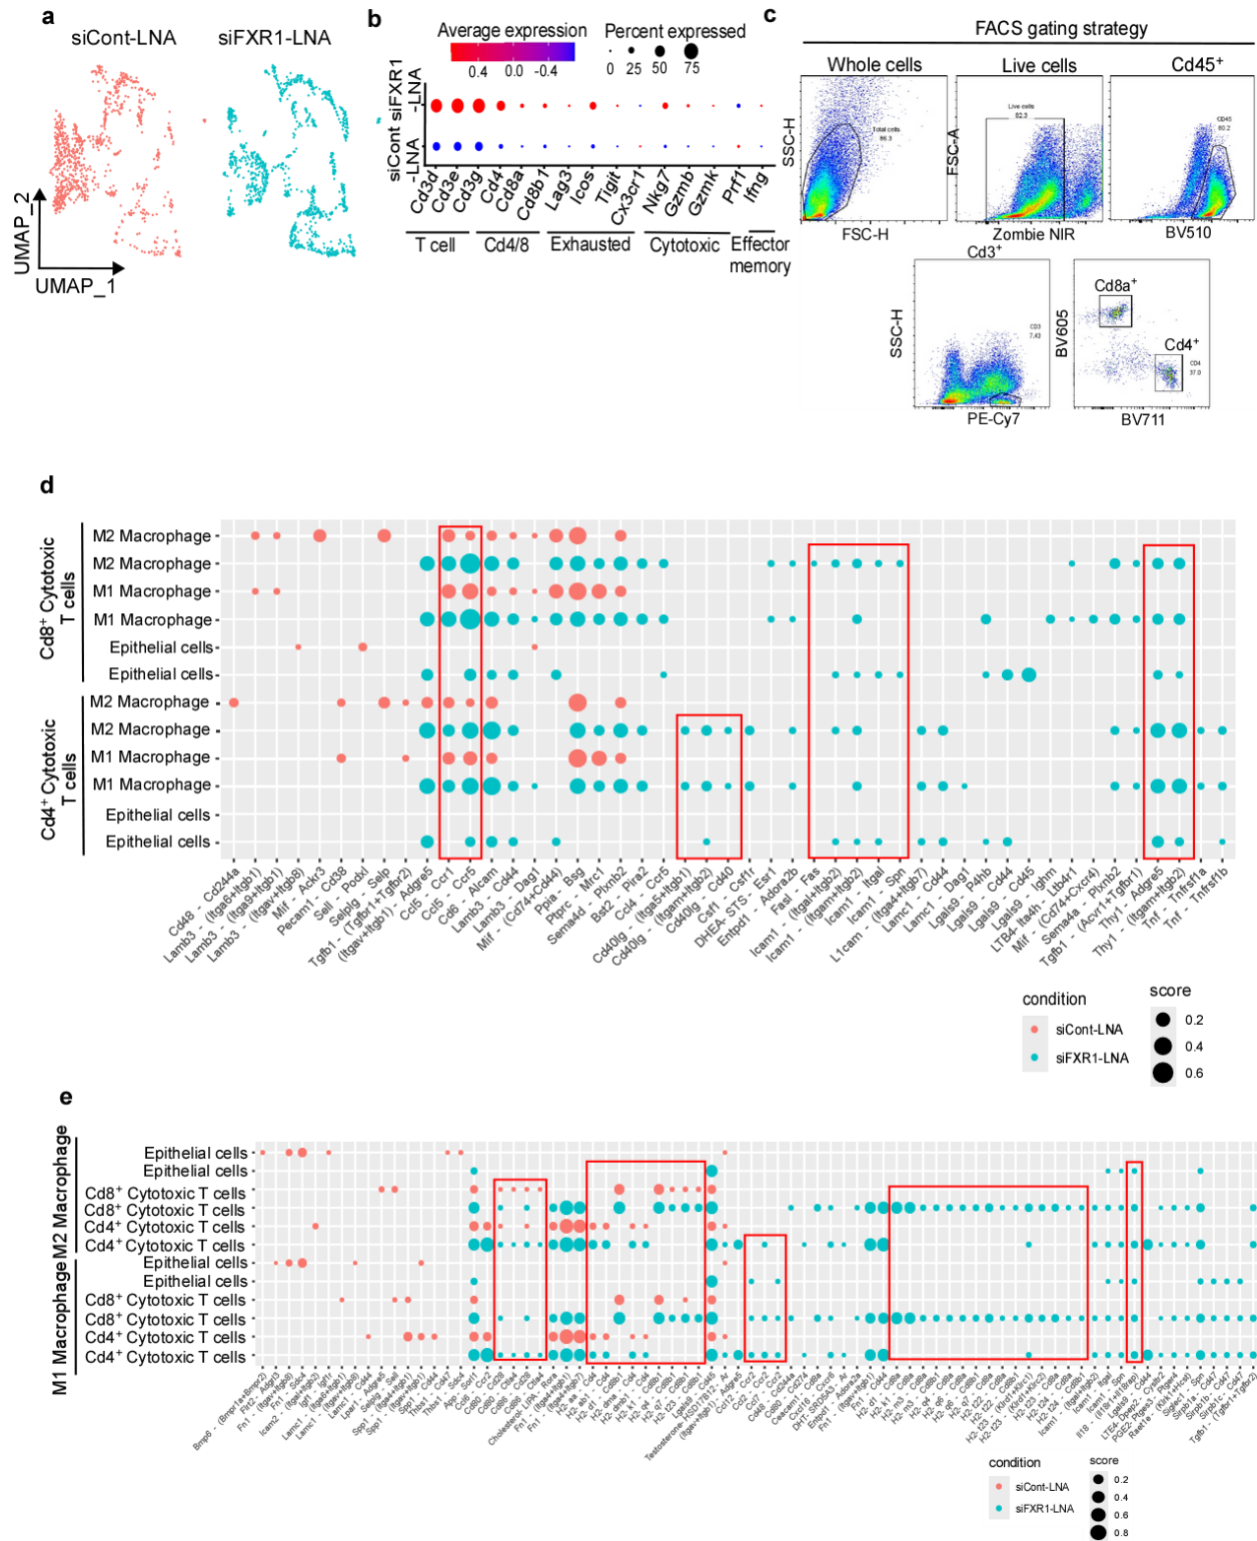

**Supplementary Fig. 9. FXR1 RNAi enhances cytotoxic T cells enrichment and promotes their anti-tumor interactions with macrophages and tumor cells.** **a**, UMAP plot shows T cell population in siCont-LNA and siFXR1-LNA groups. **b**, Dot plot shows proportions of T cell subtypes based on the markers in the siCont-LNA and siFXR1-LNA groups. **c**, Gating strategy employed for flow cytometry analyses to determine Cd4<sup>+</sup> and Cd8<sup>+</sup> T cells isolated from mouse ascites samples. **d**, Dot plot denotes the levels of cell-to-cell communication initiated from Cd8<sup>+</sup> and Cd4<sup>+</sup> T cell subtypes interact with macrophages subtypes and epithelial cells in siCont-LNA and siFXR1-LNA treated groups. **e**, Dot plot denotes the levels of cell-to-cell communication initiated from macrophages subtypes interact with Cd8<sup>+</sup> and Cd4<sup>+</sup> cytotoxic T cell subtypes in siCont-LNA and siFXR1-LNA treated groups.

**Table S1: List of siRNA sequences used in this study.**

| <b>siRNA</b>               | <b>Sequence (5'-3')</b>                                                   |
|----------------------------|---------------------------------------------------------------------------|
| Seq1                       | Sense: AAGAUAUCAAGUAAUUUCAUGUCCU<br>Antisense: AGGACAUGAAAUUACUUGAUUAUCUU |
| Seq2                       | Sense: GGAAUGACUGAAUCUGAUACAGCUU<br>Antisense: AAGCUGUAUCAGAUUCAGUCAUUCC  |
| Seq3                       | Sense: GCUUACUUGAUAAUACAGAAUCAGA<br>Antisense: UCUGAUUCUGUAUUUAUCAAGUAAGC |
| Seq4                       | Sense: ACAAGCUUCUGAACUGCAAACCCUU<br>Antisense: AAGGUUUUGCAGUUCAGAAGCUUGU  |
| Seq5                       | Sense: GACUGAAUCUGAUACAGCUUCAGUU<br>Antisense: AACUGAAGCUGUAUCAGAUUUCAGUC |
| Scrambled<br>Control siRNA | Sense: GCCAAAUUCAUGCUUGGAAUCACUC<br>Antisense: GAGUGAUUCCAAGCAUGAAUUUGGC  |

**Table S2: Acute toxicity of siRNAs in nude mice.** Athymic nude mice were injected with 10 µg/mouse of siCont-LNA, native siFXR1, or siFXR1-LNA, (n=5 mice per group) encapsulated in PEI nanoparticle (twice weekly for 4 weeks) IP. After the final IP injection, blood was collected, then serum prepared for biochemical analysis of indicated markers.

| Liver functions |              |              |              | Kidney functions |                   |           |
|-----------------|--------------|--------------|--------------|------------------|-------------------|-----------|
| Parameters      | ALP<br>(U/L) | AST<br>(U/L) | ALT<br>(U/L) | TBIL<br>(mg/dL)  | Albumin<br>(g/dL) | TP (g/dL) |
| Normal<br>Range | 52-560       | 26-120       | 50-96        | 0.0-0.9          | 2.5-4.0           | 4.3-6.4   |
| siCont-LNA      | 63.75        | 48.75        | 27.25        | 0.2              | 3.0               | 5.1       |
| siFXR1          | 69.75        | 45.5         | 20.0         | 0.17             | 2.8               | 4.65      |
| siFXR1-LNA      | 64.25        | 53.75        | 24.75        | 0.2              | 3.2               | 5.42      |

Aspartate Aminotransferase (AST); Alanine Aminotransferase (ALT); Alkaline Phosphatase (ALP); Total Bilirubin (TBIL); Total Protein (TP)

**Supplementary Fig 1c:** Western blot analysis of whole-cell lysates showing G1-phase protein levels following transfection with siFXR1 (Seq #1–5) in ovarian cancer cells.

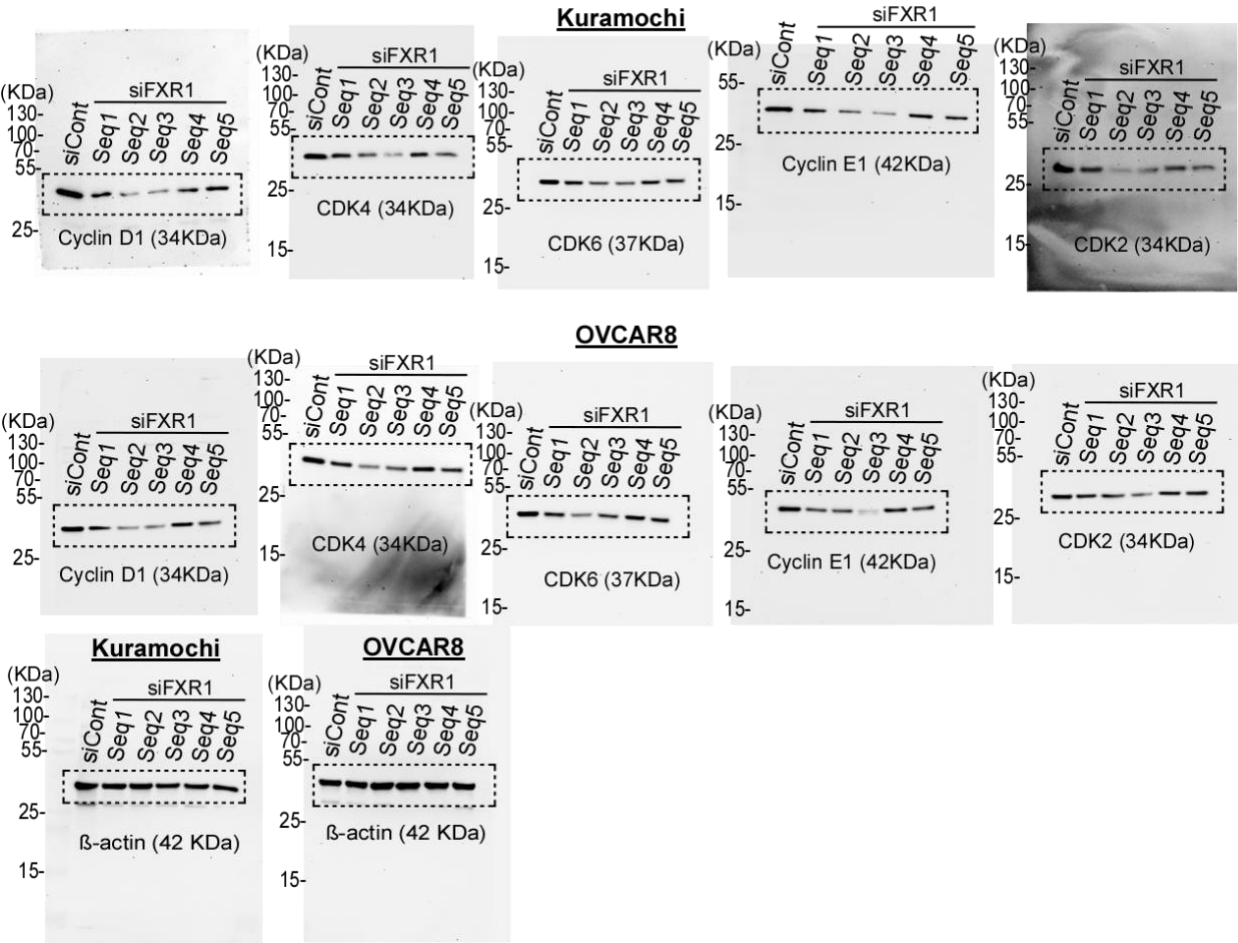

**Supplementary Fig. 1c** Detection of apoptosis and FXR1 target proteins level after siFXR1 (#seq1-5) transfection in ovarian cancer cells

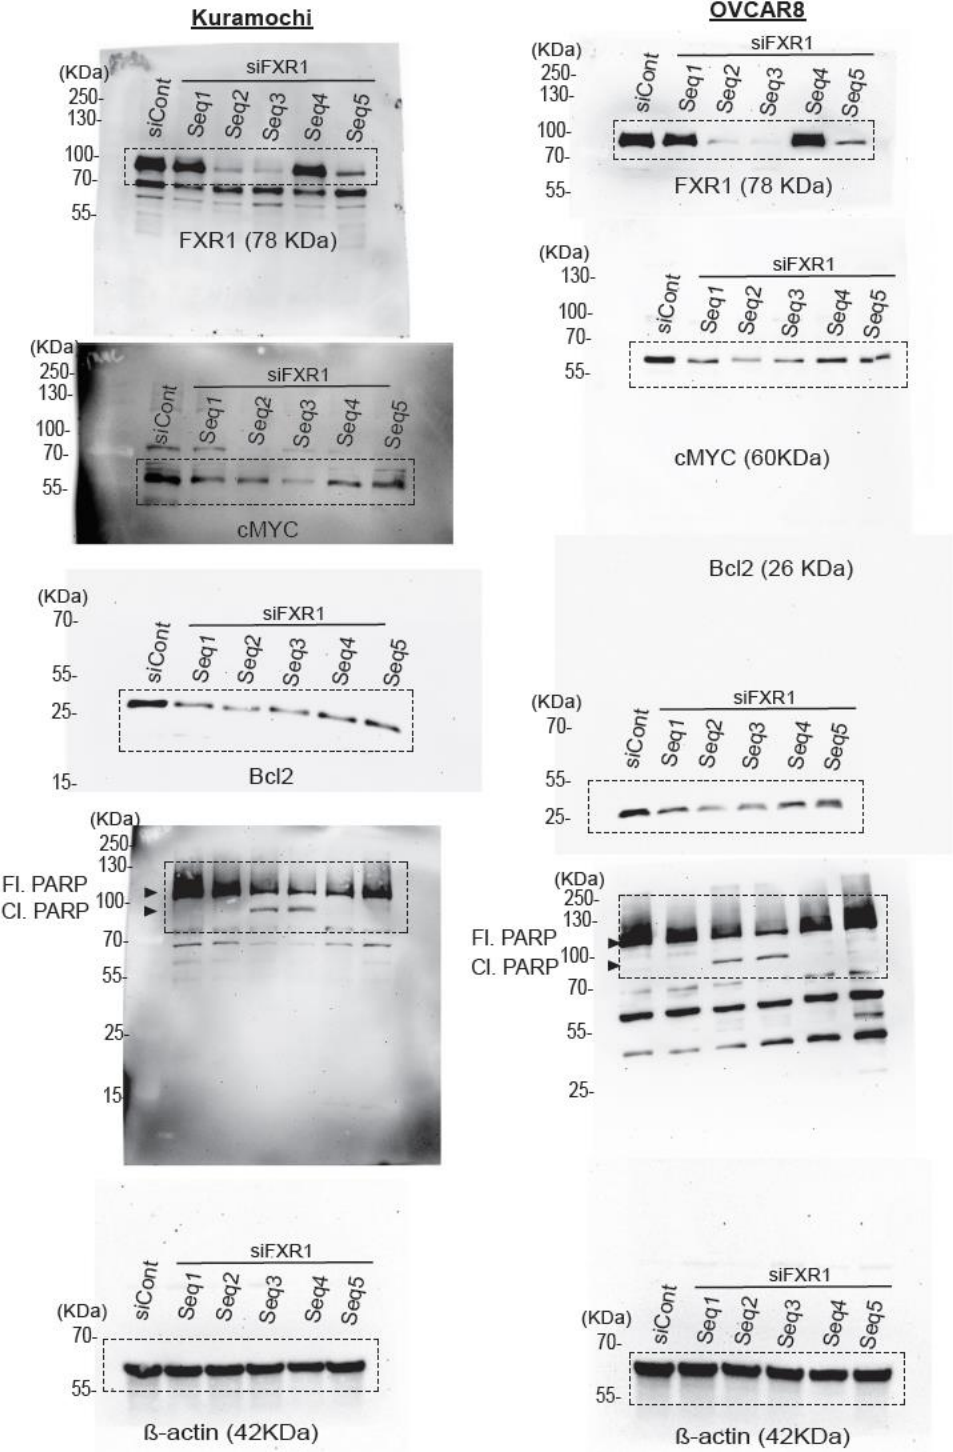

**Supplementary Fig 3b:** Western blot analysis of whole-cell lysates showing G1-phase protein levels following transfection with native siFXR1 and siFXR1-LNA in ovarian cancer cells.

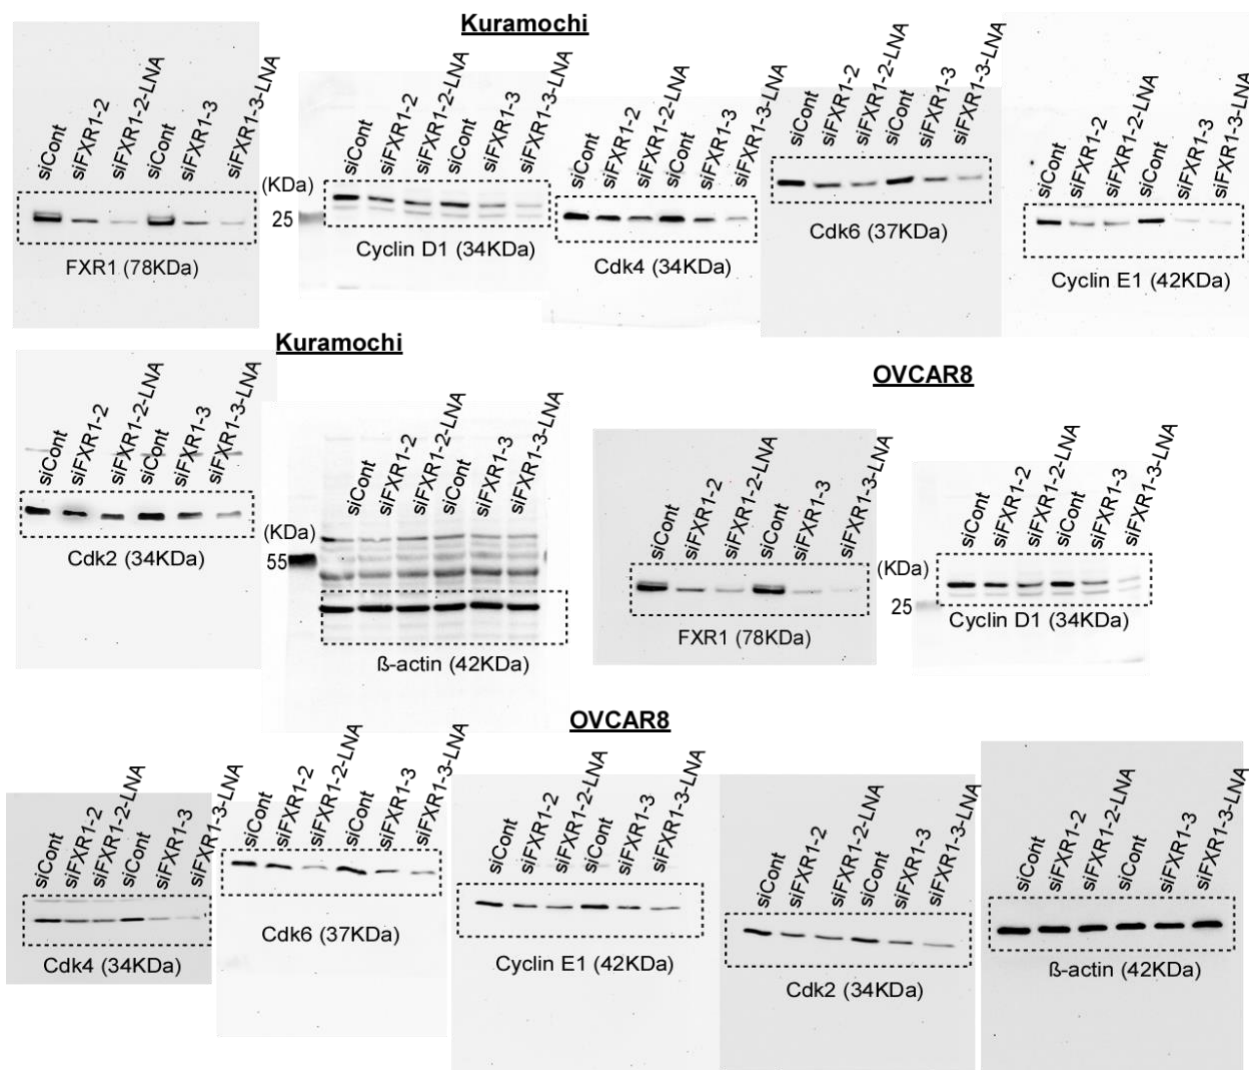

**Supplementary Fig 3b:** Western blot analysis of whole-cell lysates showing apoptosis-related protein levels after native siFXR1 and siFXR1-LNA transfection in ovarian cancer cells.

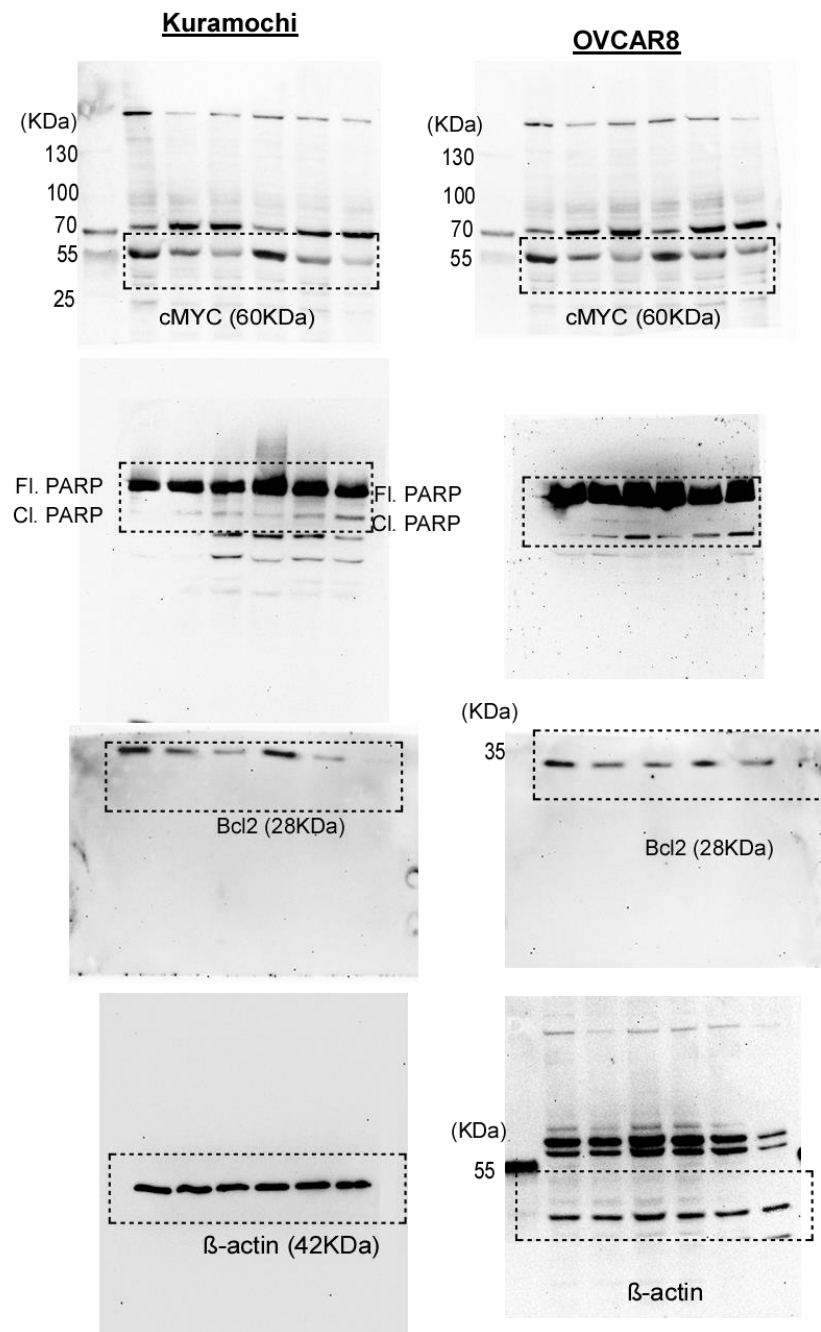

**Supplementary Fig 4d:** Western blots of FXR1 levels in whole cell lysate of human normal breast cells and cancer cells.

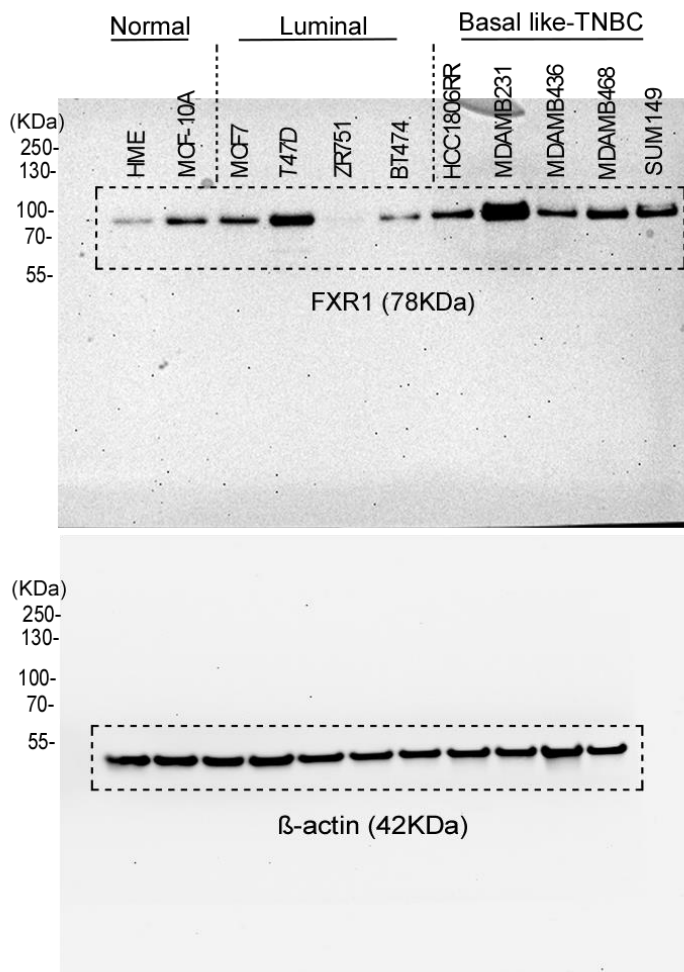

**Supplementary Fig 4e:** Western blots of FXR1 and cMYC levels in whole cell lysate of MDA-MB-231 cells transfected with native siFXR1 (Seq2 and Seq3) and siFXR1-LNA (Seq2 and Seq3).

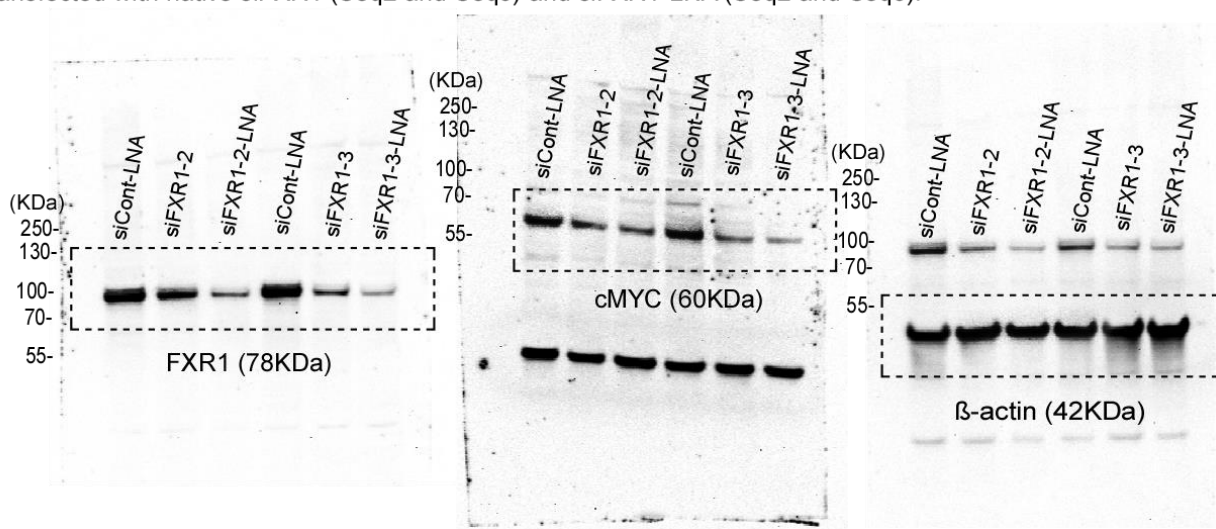

**Supplementary Fig 5b:** Western blots showing FXR1 and c-MYC levels in whole-cell lysates of mouse ovarian cancer cells after transfection with native siFXR1(Seq2 and Seq3) and siFXR1-LNA (Seq2 and Seq3).

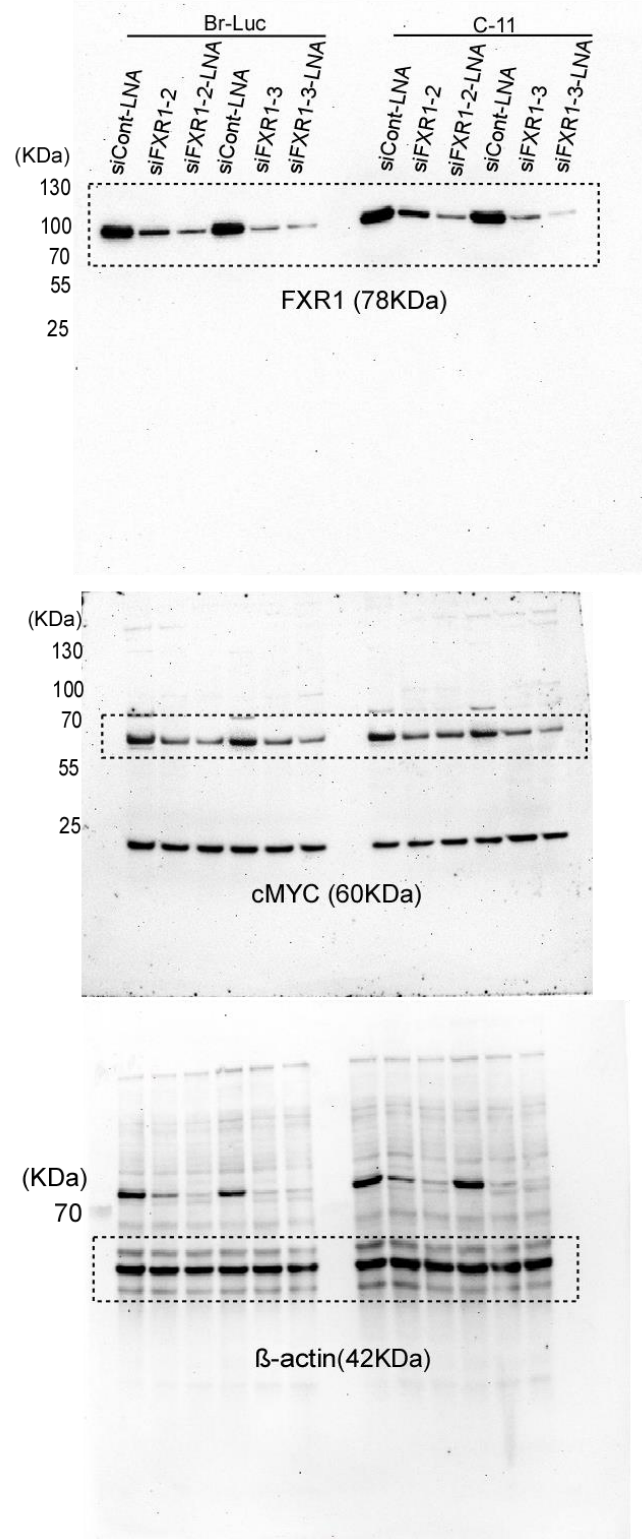

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Single-cell transcriptomics reveals FXR1 as an actionable target for siRNA therapy in ovarian cancer
**Source:** Nat Commun. 2026 Apr 3;17:4803. doi: 10.1038/s41467-026-71468-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Movie 1:** Movie shows the level of uptake of fluorescently labeled native siFXR1 in tumor spheroids.

**Supplementary Movie 2:** Movie shows the level of uptake of fluorescently labeled siFXR1-LNA in tumor spheroids.

**Supplementary Data 1:** Table shows differentially expressed genes in epithelial cell clusters used for (Ingenuity Pathway Analysis) IPA. p-values were calculated by two-sided Wilcoxon Rank Sum test.

# Supplementary material for: Single-cell transcriptomics reveals FXR1 as an actionable target for siRNA therapy in ovarian cancer
**Source:** Nat Commun. 2026 Apr 3;17:4803. doi: 10.1038/s41467-026-71468-y
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Single cell RNA-sequencing data was generated using NovaSeq X Plus (PE150-10B) platform.                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | Aim 4.2 software LSM 510; ImageJ software; IncuCyte® S3 software; OpenComet (version 1.3.1) software; Living Image software; Case Viewer software; IPA software; CellRanger (version 7.0.0); R packages used include: CopyKAT (version 1.1.0); CellChat (version 2.1.2); ggplot2 (version 3.5.1); Graphpad Prism 7; ModFit LT software; FlowJo 10 (version 10.9.0); Seurat (version 5.1.0); Monocle 3 (version 3.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw scRNA-seq data generated for this study has been deposited in the NCBI Gene Expression Omnibus (GEO) portal with the accession number GSE292799.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Sex and gender information was not relevant to the study where PBMC samples were used. Therefore such information was not taken under consideration.                                                                                                                                                                                                          |
| Reporting on race, ethnicity, or other socially relevant groupings | The research was not involved in race, ethnicity, or other social relevant groupings. Therefore, such information were not taken under consideration.                                                                                                                                                                                                         |
| Population characteristics                                         | Individuals whose blood samples were collected were not reported for cancer incidence.                                                                                                                                                                                                                                                                        |
| Recruitment                                                        | Blood samples were collected from Froedtert Hospital and Medical College of Wisconsin Tissue Bank in de-identified manner.                                                                                                                                                                                                                                    |
| Ethics oversight                                                   | Blood samples from human were collected for PBMC isolation in de-identified manner with a written informed consent in compliance with the institutional review board approved protocol (PRO00041601) by the Ethics Committee of Froedtert Hospital and Medical College of Wisconsin. All samples were handled in compliance with the Declaration of Helsinki. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In vitro experiments: Sample size of at least three was used in most experiments for statistical analysis, for cell viability sample size of four to five were used.<br>For in vivo experiments:<br>n=7 mice/group were used for ovarian tumor study,<br>n=5 mice/group were used for siRNAs toxicity study,<br>n=10 mice/group were used for scRNA-seq and survival study<br>n=5 mice/group for breast tumor study |
| Data exclusions | For scRNA-seq data, we excluded low-quality cells if abnormalities exist in (1) the number of expressed genes; (2) the proportion of mitochondrial genes counts.                                                                                                                                                                                                                                                    |
| Replication     | We repeated in vitro experiments at least two-three times, and confirmed reproducibility of data.                                                                                                                                                                                                                                                                                                                   |
| Randomization   | No method of randomization was used for in vitro experiments.<br>Method of randomization was used in in vivo experiment were mice randomized and sorted based on bio-luminescence signal for further treatment purpose.                                                                                                                                                                                             |
| Blinding        | No blinding was performed in this study.                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

All antibodies were commercially purchased and included:  
 Alexa Fluor 568 goat anti-rabbit, Life Technologies, Cat# F2765;  
 Alexa Fluor goat anti-mouse 488, Life Technologies, Cat# F2761;  
 Anti-rabbit IgG, HRP-linked, Cell Signaling Technology, Cat# 7074P2;  
 Bax, Cell Signaling Technology, Cat# 2772;  
 Bcl2, Santa Cruz Biotechnology, Cat# sc-7382;  
 Cdk2, Cell Signaling Technology, Cat# 2546;  
 Cdk4, Cell Signaling Technology, Cat# 12790;  
 Cdk6, Cell Signaling Technology, Cat# 13331;  
 Cleaved caspase3, Cell Signaling Technology, Cat# 9669;  
 cMYC, Cell Signaling Technology, Cat# 5605S;  
 Cyclin D1, Cell Signaling Technology, Cat# 12205;  
 Cyclin E1, Cell Signaling Technology, Cat# 20808;  
 FXR1 Cell Signaling Technology Cat#12295S;  
 Ki-67, Cell Signaling Technology, Cat# 9027;  
 PARP, Cell Signaling Technology, Cat#9532;  
 F4/80 Cell Signaling Technology Cat#30325;  
 ARG1/Arginase 1, Santa Cruz Biotechnology, Cat#sc-271430;  
 CD206 (Mrc1), Santa Cruz Biotechnology, Cat#sc-58986  
 Epcam, Proteintech, Cat # 21050-1-AP  
 Cd45, Proteintech, Cat # 60287-1-Ig)  
 β-actin, Cell Signaling Technology, Cat# 4970;  
 Anti-mouse Cd4-BV711, Biolegend Clone: GK1.5; Cat# 100447;  
 Anti-mouse Cd8a-BV605, Biolegend Clone: 53-6.7; Cat# 100744;  
 Anti-mouse Cd45-BV510, Biolegend Clone: 30-F11; Cat# 103138;  
 Anti-mouse Cd3-PE/Cy7, Biolegend Cat# 100220;  
 Anti-mouse Cd206 (Mrc1)-BV711 Biolegend Clone: C068C2; Cat# 141727;  
 Anti-mouse Pdl1-PE, Biolegend Clone: 10F.9G2; Cat# 124308;  
 Anti-mouse F4/80-APC ThermoFischer Scientific, Clone: BM8; Cat# 17-4801-82;  
 Anti-mouse Cd163-FITC, ThermoFischer Scientific, Cat# 11-1631-82;  
 Anti mouse Cd16/32, Biolegend, Cat# 156603;  
 Anti-mouse Cd326 (EpCAM), Biolegend, Cat# 118225;  
 Anti mouse Cd11b-BV605, Biolegend, Cat# 101237

## Validation

All the antibodies used in this study were commercial antibodies and validated by the companies.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Cell line details are provided in Methods section of the manuscript.

## Authentication

Authenticity of the cell lines used were confirmed by STR characterization at IDEXX Bioanalytics Services (Columbia, MO)

## Mycoplasma contamination

Cells were routinely tested and deemed free of Plasmotest™ Mycoplasma Detection Kit (InvivoGen, San Diego, CA).

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Athymic nude mice (J:NU, Strain #:007850), and FVB/NJ mice (Strain #001800) approximately 4 to 6 weeks old female were

|                         |                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | purchased from Jackson Laboratories (Bar Harbor, ME, USA).                                                                                                                                                                        |
| Wild animals            | No                                                                                                                                                                                                                                |
| Reporting on sex        | Female                                                                                                                                                                                                                            |
| Field-collected samples | No                                                                                                                                                                                                                                |
| Ethics oversight        | All mice were housed under specific pathogen-free conditions in accordance with guidelines and therapeutic interventions approved by the Institutional Animal Care and Use Committee (IACUC) at the Medical College of Wisconsin. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Ascites sample preparation for Flow cytometry: Ascites collected from euthanized mice were centrifuged at 2000 rpm. ACL lysis buffer was added according to the volume of the pellet (10 ml of buffer for 2 ml of pellet) and incubated for 5 min to lyse red blood cells. 1X PBS was added, and the preparation was centrifuged again to compact the cell pellet. The mixture was filtered through a 70 µm filter to collect tumor cells and TILs. These cells were then washed and counted, and 2x10 <sup>6</sup> cells were collected to be stained for flow cytometry. |
| Instrument                                                                                                                                                | Data was collected on a BD Bioscience LSRII, BD LSRFortessa X-20 and BDSymphony A5 SE.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                                                                                                                                                  | The data was collected using FACSDiva version 8 software. Data was analyzed using ModFit LT software and FlowJo version 10.9.0.                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance                                                                                                                                 | Cell population abundance is shown in Supplementary Figures.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Gating strategy                                                                                                                                           | Gating strategy is given in Supplementary Figures.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

# Supplementary material for: Single-cell transcriptomics reveals FXR1 as an actionable target for siRNA therapy in ovarian cancer
**Source:** Nat Commun. 2026 Apr 3;17:4803. doi: 10.1038/s41467-026-71468-y

**Figure 1a:** Western blots for FXR1 level after siFXR1 (#seq1-5) transfection in ovarian cancer whole cell lysates.

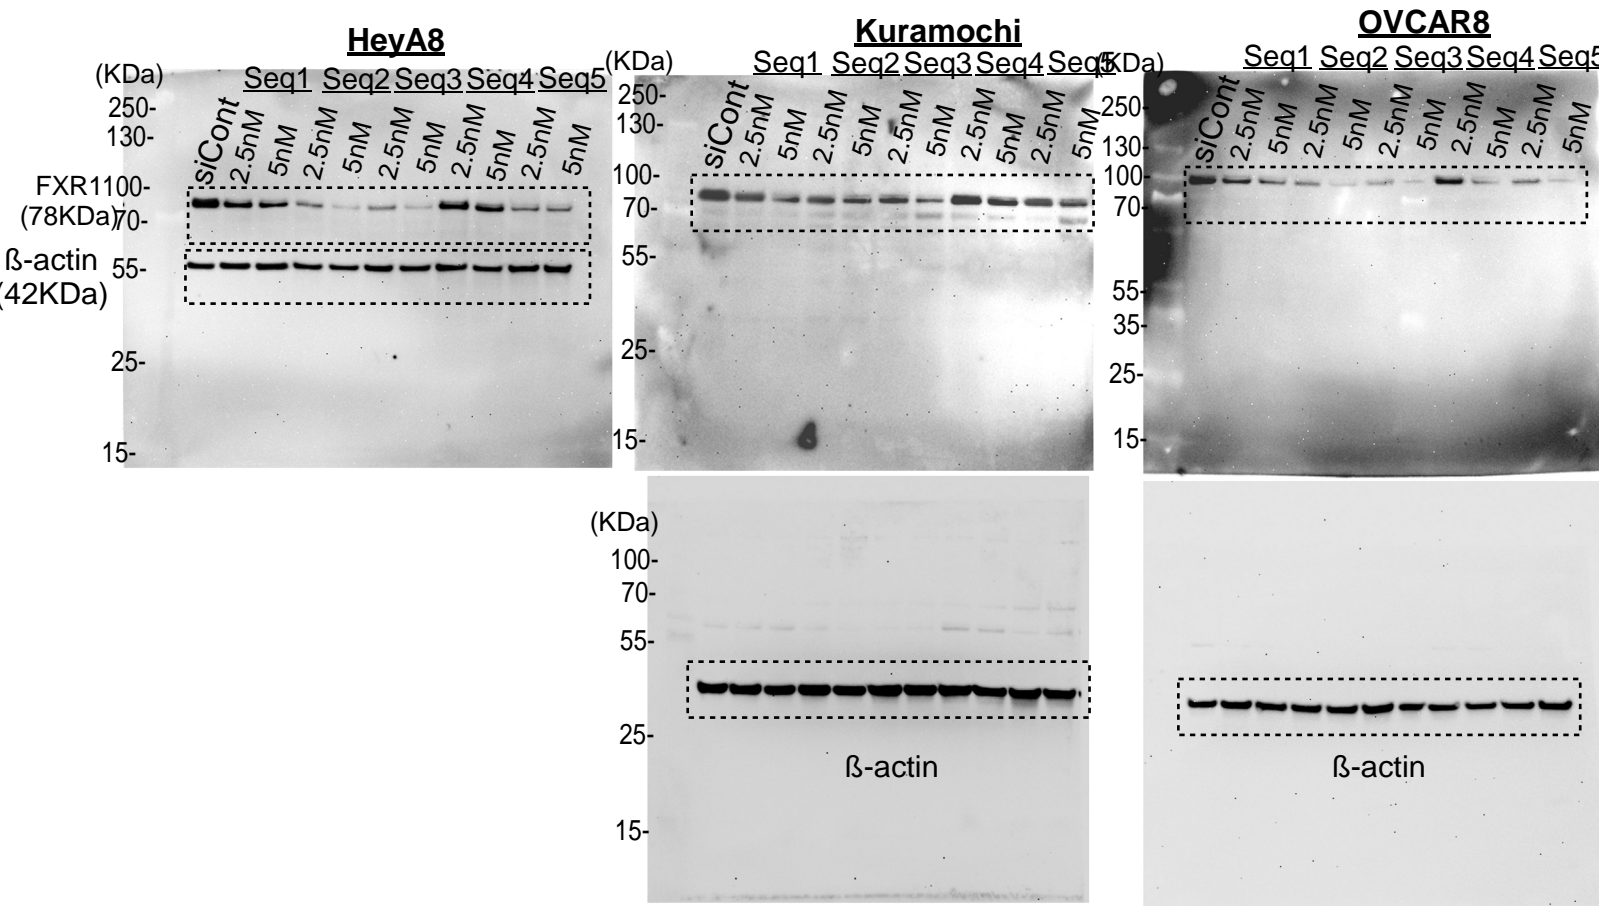

**Figure 1e:** Western blots for FXR1 level after native siFXR1 and siFXR1-LNA transfection in Kuramochi whole cell lysate.

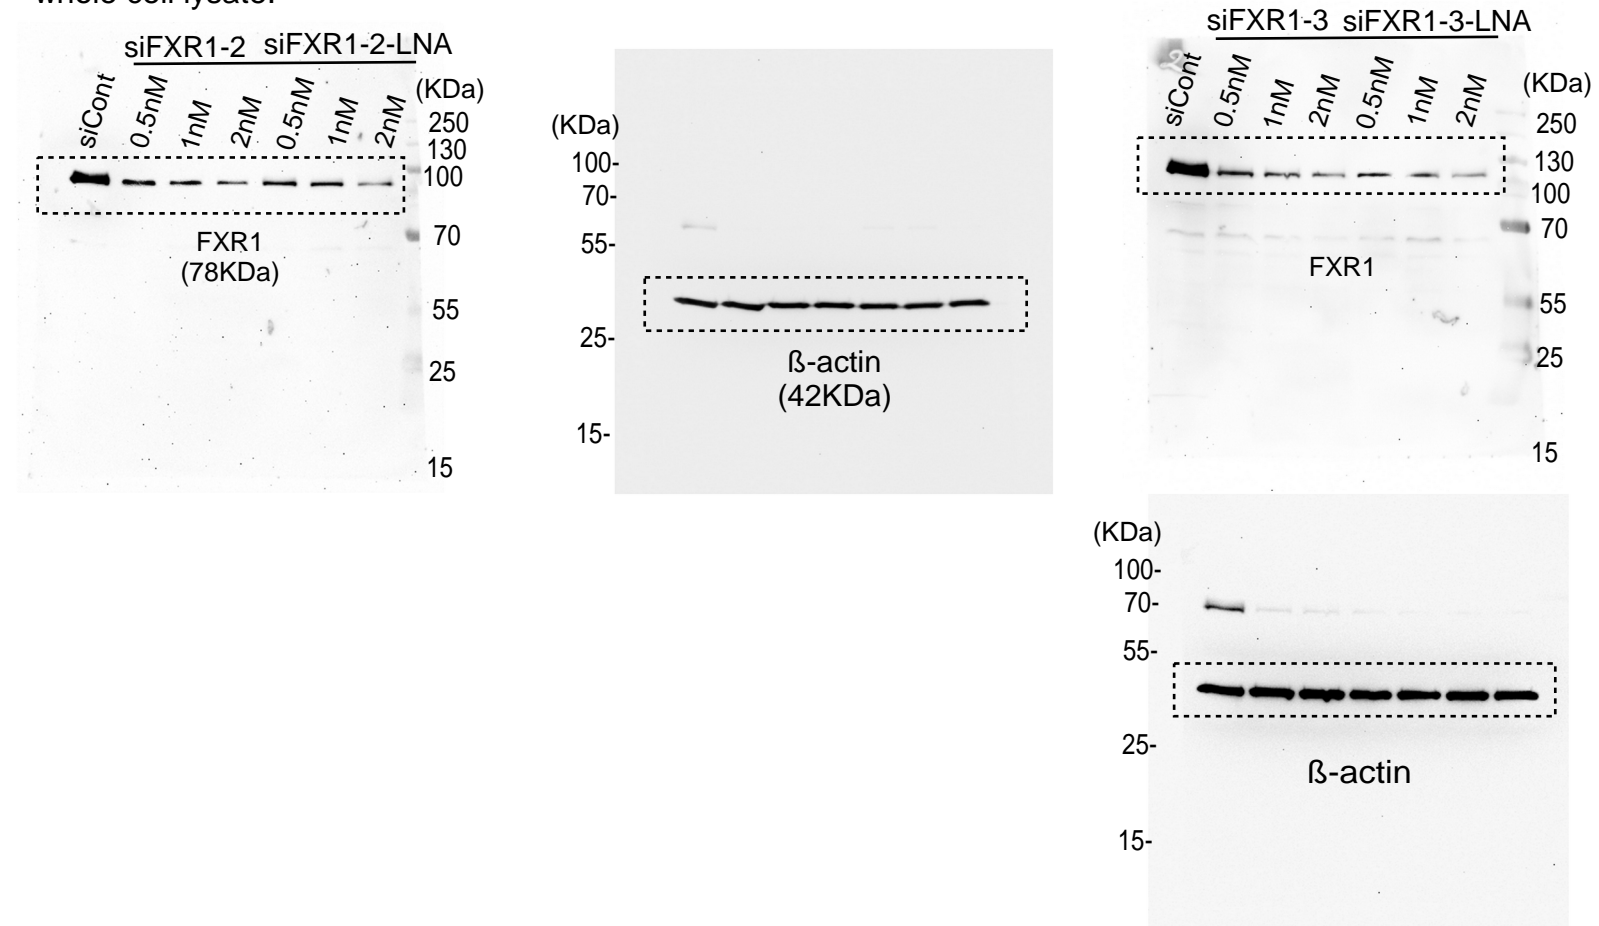

**Figure 2e:** RNA gel for stability of native siFXR1, siFXR1-LNA and their JetPEI nanocomplex.

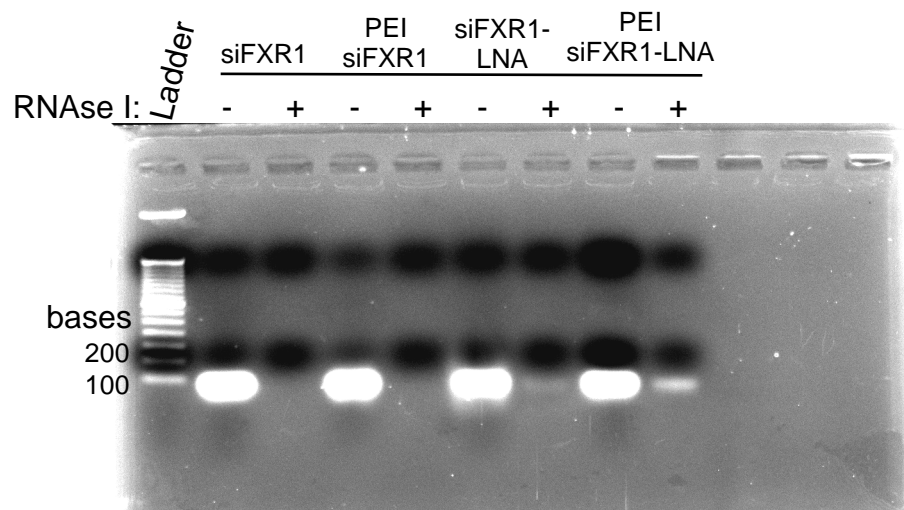

**Figure 2f:** PAGE images for native siFXR1 and FXR1-LNA nanocomplex incubated in 10% human serum (HS) and mouse serum (MS) at 37°C for the time points indicated.

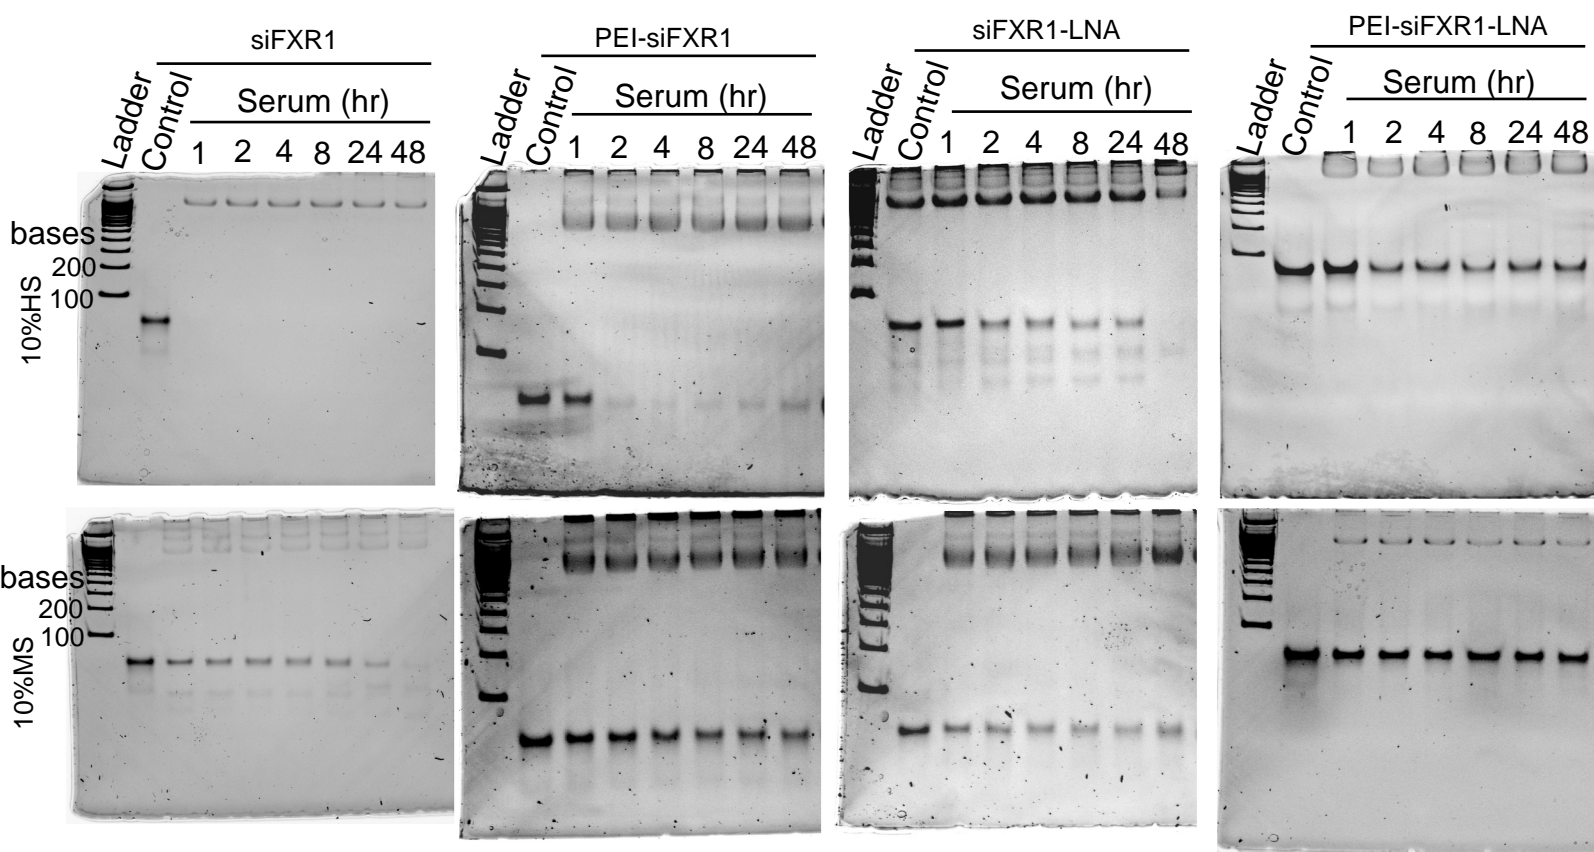

**Figure 3e:** Western blots showing FXR1 and c-MYC levels in whole tumor lysates from the OVCAR8 in vivo model following treatment with native siFXR1 or siFXR1-LNA.

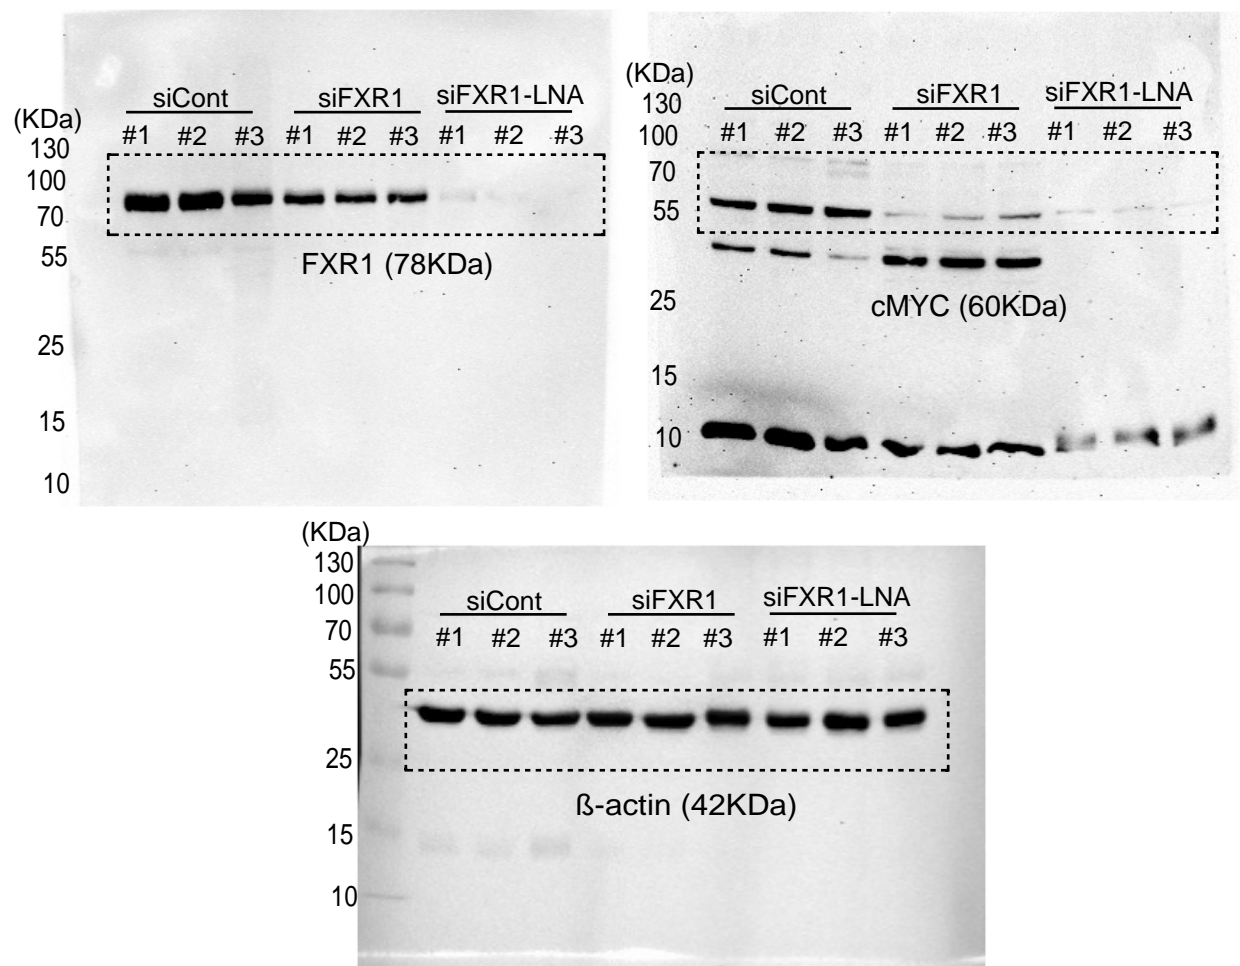

**Supplement:** Supplementary file 8 — Source Data file 1

How the deposited data were processed for this re-analysis (not part of the article)

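The data are 4 libraries of single cells from ascites of mice with Br-Luc tumors, siCont-LNA replicates 1 and 2 and siFXR1-LNA replicates 1 and 2. For each library the authors deposited whole UMI counts per gene and barcode, which they made with Cell Ranger from reads aligned to mm10 and did not normalize. Barcodes outside the limits of the methods were still present, so no later filter had been applied to these counts. No other values of the authors were used. Of 32285 gene identifiers, 99.6% were found in GENCODE vM21 (GRCm38), which gave chromosomes and coordinates.

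Cells were kept with 100 to 4800 genes and at most 15% mitochondrial UMIs, as in the methods. In Seurat 5.3.0 (R 4.3.3), counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were reduced to 50 principal components, and Louvain clustering was run at a resolution of 0.1, on all 4 libraries together and without integration. The design, the marker lists, the rule for the genes named in the text and the alternatives were set before the data were examined, apart from the additions named with them.

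The rule that turns raised markers into a cluster name was not among those choices. It was written after the clusters, their leading genes and the levels of markers in them had been seen, and it was changed more than once. A marker counted as raised at 2 times the mean of the other clusters and in at least 5% of the cells, and a list needed 3 raised markers to give its name. Among several such lists the first version took the one with the highest mean log2 fold, and the version used takes the one with the largest part raised. A later change put the epithelial list before the fibroblast list. The mesothelial list was kept from giving names, since mesothelial and epithelial cells share keratins and Muc16. Erythrocytes also needed a median of 30% hemoglobin UMIs. Shallow clusters with no marker among their 10 leading genes, and clusters with more leading genes of another list, stayed unnamed. Clusters named macrophages or T cells were clustered again by the same steps, and finer clusters named NK cells or DCs were moved out of them.

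UMI counts were summed per library over the cells of a type and divided by the type's total (CPM). Log2 fold changes were taken after TMM normalization and CPM were not, so a fold change can differ from the ratio of the CPM beside it. Sums were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) where every library held at least 10 cells of the type. Libraries, not cells, were the replicates. The difference of the Fxr1 change between cell types was tested as an interaction with the library as a block. On simulated data with about 200 changed genes, the test called 59.5% of them at the counts of epithelial cells, 61.2% for macrophages, 30.4% for T cells and 44.9% for DCs, with 3, 7, 2 and 1 unchanged genes called beside them. The simulated changes were of 1 or 2 on the log2 scale, with 1 dispersion for all genes of a type. Of the changes of 2, it called 93.6%, 95.8%, 64.7% and 81.2%, so changes of 1 were called less often than the pooled shares. Smaller changes were not simulated, so a gene short of the threshold may still have changed.

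Genes named in the text are from those the paper names for a cell type and, per type, the 5 largest rises and the 5 largest falls among genes past the threshold and changed the same way in both libraries labelled siFXR1-LNA. Where 1 group had 0 UMIs, a bound against 3 counts is given. Shares of cells carry exact binomial intervals and an exact permutation test over the 4 libraries. Cell cycle phases (CellCycleScoring) and module scores (AddModuleScore) were computed on cells thinned to 1000 UMIs. Median depth in epithelial cells was 5872 and 8526 UMIs in the libraries labelled siCont-LNA and 5236 and 6637 in those labelled siFXR1-LNA. In NK cells the 2 libraries labelled siFXR1-LNA held too few cells for a test.

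Alternatives changed 1 choice at a time: at least 500 genes per cell, a mitochondrial limit of 30%, RPCA integration, a resolution of 0.3, naming each cell from its marker UMIs, DESeq2 1.42.0, no filter on low counts, the replicate number as a block, other depths of thinning, and each library left out in turn. Chosen after seeing the data were at least 1000 genes per cell, marker genes left out of the clustering, a denominator without erythrocytes and unnamed clusters, and the removal of the 5% of cells of each library with the highest Scrublet scores (scanpy 1.11.5). Interaction scores, copy numbers of single cells and pathways were not analysed here.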

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

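All tests in this part were chosen after the results they bear on had been seen. Cluster 0, which the paper does not describe, held 75.4% of the cells of siFXR1-LNA replicate 1 and 31.9% of those of siFXR1-LNA replicate 2, against 53 and 43 cells in the libraries labelled siCont-LNA. A technical explanation is RNA free in the suspension in droplets without a cell, whose counts would vary across barcodes about as random draws from one pool. For the 200 most abundant genes, the 90th percentile of the variance over the mean was 1.09 in replicate 1, under the lowest value of any named type in any library (1.34), so these droplets may hold no cell. In replicate 2 it was 1.61, within the range of the named types, and droplets without a cell and shallow cells cannot be told apart there. A cell type found only in the libraries labelled siFXR1-LNA was not tested and stays open for replicate 2. Since cluster 0 enters the denominator, every share of all cells depends on it.

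In macrophages, Saa3, a gene the paper does not discuss, was higher in the libraries labelled siFXR1-LNA by 5.71 on the log2 scale, with 994 and 1326 CPM in the libraries labelled siCont-LNA and 54052 and 50551 CPM in the others. RNA free in the suspension as its only source is argued against, since the level in macrophages was at least 4.07 times that in cluster 0 of the same library. Nos2, also outside the genes the paper discusses for these cells, was 2286 times as high (exact 95% counting interval 1109 to 5687, from 19318 and 7 UMIs), and at least 8.33 times as high in macrophages as in cluster 0. A change in the state of the macrophages is a candidate explanation. It was found and examined on the same 4 libraries. An exchange of labels stays open, and the treatment cannot be named as the origin while Fxr1 was not lower.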

How the results depend on the processing

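Chosen after seeing the data were the alternatives with at least 1000 genes per cell, without marker genes in the clustering, without erythrocytes and unnamed clusters in the denominator, and without the cells of highest Scrublet scores, and also the rule that names clusters. The planned removal of doublets past Scrublet's automatic threshold was not run, since that threshold marked 1 and 0 cells in the libraries labelled siCont-LNA and 2 and 1 in those labelled siFXR1-LNA. Of 139 values of the main comparisons under other settings, 89 stayed within the spread or within 1.5 times the count, 50 moved further, and none that separated the groups changed sign. Of the 96 that are changes with a sign, 3 had another sign than the main value: the share of macrophages, -8.26 with at least 500 genes per cell against 3.21; the share of macrophages, -0.986 with at least 1000 genes per cell against 3.21; the difference of the Fxr1 change between epithelial cells and mast cells, 0.01 with DESeq2 size factors against -0.03. With each library left out in turn, a comparison with the spread says nothing, since 2 libraries in an arm keep each such value within it, so only signs are given: 3 of 60 changed, the share of macrophages, -4.31 without siFXR1-LNA replicate 2 against 3.21; the G1 share of epithelial cells, -0.522 without siCont-LNA replicate 1 against 9.59; the S share of epithelial cells, 4.18 without siCont-LNA replicate 1 against -0.786. Leaving out a library leaves 1 in an arm, so counts of changed genes have no such value.

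The number of changed genes was in epithelial cells 1004 and 53 with cells named from marker UMIs and 1943 without a filter on low counts; in T cells 46 and 71 at a resolution of 0.3, 70 with at least 500 genes per cell, 156 with RPCA integration, 128 with cells named from marker UMIs, 73 without marker genes in the clustering, 95 with at least 1000 genes per cell, 1068 without a filter on low counts and 401 with DESeq2; in DCs 277 and 102 at a resolution of 0.3, 108 with RPCA integration, 97 with at least 1000 genes per cell, 1399 without a filter on low counts and 504 with DESeq2. In macrophages, the other settings apart from the block stayed within 1.5 times 3066. Without a filter, more genes were tested; the cause of the other shifts was not tested. NK cells were tested only with cells named from marker UMIs. Of those, 211 cells had raised NK markers, 75 and 60 labelled siCont-LNA and 40 and 36 labelled siFXR1-LNA. These are more cells labelled siFXR1-LNA than the main clustering named NK cells. A further 187 were led by genes such as Fscn1 and Ccr7 and 89 by genes such as Nos2 and Saa3, so no number of changed genes is given for NK cells. Most cells named epithelial in this way likewise lay in a shallow subcluster of 10417 cells.

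With the replicate number as a block, 1621 genes changed in epithelial cells, 4381 in macrophages, 511 in T cells and 1458 in DCs. The libraries share only a number: deviations of same-numbered libraries from their group means correlated at 0.02, 0.33, 0.32 and 0.21, and neither the paper nor the labels pair them.

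Changes in share, in percentage points, moved by more than the spread between libraries as follows, each after its main value: epithelial cells, 1.18 and then 6.50 at a resolution of 0.3, 14.6 with cells named from marker UMIs, 2.47 with at least 1000 genes per cell and 3.62 without erythrocytes and unnamed clusters in the denominator; macrophages, 3.21 and then -8.26 with at least 500 genes per cell; T cells, -3.00 and then -13.1 with at least 500 genes per cell, -9.99 with at least 1000 genes per cell and -11.6 without erythrocytes and unnamed clusters in the denominator; NK cells, -0.176 and then -0.431 with at least 500 genes per cell, -0.0616 with cells named from marker UMIs, -0.653 with at least 1000 genes per cell and -0.507 without erythrocytes and unnamed clusters in the denominator; DCs, -1.74 and then -0.733 at a resolution of 0.3, -8.00 with at least 500 genes per cell, -2.92 at a mitochondrial limit of 30%, -3.02 without the cells of highest Scrublet scores, -0.727 with RPCA integration, -7.88 with cells named from marker UMIs, -2.78 with at least 1000 genes per cell and -5.54 without erythrocytes and unnamed clusters in the denominator; B cells, -7.26 and then -19.6 with at least 500 genes per cell, -0.122 with cells named from marker UMIs, -17.0 with at least 1000 genes per cell and -21.1 without erythrocytes and unnamed clusters in the denominator; granulocytes, 16.9 and then 35.2 without erythrocytes and unnamed clusters in the denominator; M1-like, -25.2 and then -7.05 with cells named from marker UMIs; cDC1, -9.51 and then -3.38 with at least 500 genes per cell, -2.25 at a mitochondrial limit of 30%, -2.19 without the cells of highest Scrublet scores and -0.686 with cells named from marker UMIs; pDC, 2.92 and then 11.0 with RPCA integration and 0.951 with cells named from marker UMIs. The cause of the shifts was not tested.

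The difference of the Fxr1 change between epithelial cells and each other type stayed short of the threshold with DESeq2 size factors, the 1 of its 2 alternatives that gave values (adjusted p from 0.871 to 0.985, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Changes in phases and scores stayed within the spread under the other settings that gave a value. Whether the groups overlapped was less stable: the M1-like score separated them only without thinning (a change of 0.0251) and not at 500 UMIs per cell (0.0102).

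For genes named in the text, 1445 of 1618 values under other settings kept their direction and their side of the threshold, 69 lost the threshold, 72 reached it, 30 moved and 2 reversed. In all, 60 values had another sign than in the main comparison. The reversals were in Ly6d in DCs, whose log2 fold change was 0.42 in the main comparison and -5.24 at a resolution of 0.3 and -4.99 with at least 1000 genes per cell; the cause was not tested. With each library left out, 28 of 608 values changed sign, none of them of a gene past the threshold in the main comparison.

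No cluster was named epithelial cells with at least 500 genes per cell, so epithelial results have no value there. Cluster 7 is called epithelial cells only because the mesothelial list was kept from giving names. With that list allowed, it would be called mesothelial cells, and none of the epithelial results would exist under that name. The first version of the naming rule left the name of each cluster in the main setting as it is here. Had the epithelial list not been put before the fibroblast list, the cluster called epithelial cells would be called fibroblasts with RPCA integration and without marker genes in the clustering. A T cell subcluster with raised cytotoxic markers was named at a resolution of 0.3, with 12.2% and 44.1% of the T cells labelled siCont-LNA and 0.212% and 2.89% of those labelled siFXR1-LNA. It had 4 raised naive markers and 3 cytotoxic ones. Without the cells of highest Scrublet scores another, led by B cell genes such as Cd79a, was named so, with 1.45% and 0.329% labelled siCont-LNA and 0.221% and 0.346% labelled siFXR1-LNA. At a resolution of 0.3, epithelial cells also took in a cluster of 2368 cells with Cyp2d22, Trf and Fetub as leading genes, 11 of them labelled siCont-LNA. No macrophage subcluster was named M1-like with RPCA integration, with at least 1000 genes per cell and without the cells of highest Scrublet scores, so the M1-like share has no value there. NK cells had no test in the main setting, since the libraries labelled siFXR1-LNA held too few.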

Differences from the paper's values

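The alternatives with at least 1000 genes per cell, without marker genes in the clustering, with another denominator and without the cells of highest Scrublet scores were chosen after seeing the data.

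After the filter of the methods, 132644 cells were left against the paper's 16851. For siCont-LNA the number was 61426 against the paper's 11621, and for siFXR1-LNA 54344 in replicate 1 and 16874 in replicate 2 against the paper's 5230. None of the alternatives set before the data were examined closed these gaps. Shares of all cells therefore rest on other denominators than the paper's, and the pairs of values are given without a direction.

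The share of macrophages was 13.2% over all libraries, against the paper's 35%. The share of epithelial cells was 1.41% in the libraries labelled siCont-LNA, against the paper's about 28% in Fig. 4c, read by eye and 2.59% in the libraries labelled siFXR1-LNA, against the paper's about 6% in Fig. 4c, read by eye (no such gap at a resolution of 0.3). The share of T cells was 4.83% in the libraries labelled siFXR1-LNA, against the paper's about 21% in Fig. 4c, read by eye. The share of NK cells was 0.207% in the libraries labelled siCont-LNA, against the paper's about 1% in Fig. 4c, read by eye and 0.0313% in the libraries labelled siFXR1-LNA, against the paper's about 13% in Fig. 4c, read by eye. The share of DCs was 2.94% in the libraries labelled siCont-LNA, against the paper's about 1% in Fig. 4c, read by eye (no such gap at a resolution of 0.3 and with RPCA integration) and 1.20% in the libraries labelled siFXR1-LNA, against the paper's about 4% in Fig. 4c, read by eye (no such gap with cells named from marker UMIs). The share of epithelial cells in G2M was 21.8% in the libraries labelled siCont-LNA, against the paper's about 35% in Fig. 4g, read by eye and 13.0% in the libraries labelled siFXR1-LNA, against the paper's about 25% in Fig. 4g, read by eye. The share of pDC among DCs was 2.25% in the libraries labelled siCont-LNA, against the paper's about 17% in Fig. 5h, read by eye and 5.17% in the libraries labelled siFXR1-LNA, against the paper's about 43% in Fig. 5h, read by eye. The share of cDC1 among DCs was 29.7% in the libraries labelled siCont-LNA, against the paper's about 19% in Fig. 5h, read by eye (no such gap with at least 500 genes per cell and at a mitochondrial limit of 30%). For the pairs with no setting named, none of the alternatives set before the data were examined closed the gap.

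Alternatives chosen after seeing the data came within the range of the paper's value for macrophages over all libraries, 36.4%, 26.7%, 30.0% and 33.3% without erythrocytes and unnamed clusters in the denominator; macrophages over all libraries, 41.8%, 32.7%, 33.8% and 38.8% with at least 1000 genes per cell; epithelial cells in the libraries labelled siFXR1-LNA, 7.39% without erythrocytes and unnamed clusters in the denominator; epithelial cells in the libraries labelled siFXR1-LNA, 8.85% with at least 1000 genes per cell; NK cells in the libraries labelled siCont-LNA, 0.689% with at least 1000 genes per cell; cDC1 among DCs in the libraries labelled siCont-LNA, 18.3% without the cells of highest Scrublet scores.

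The paper states directions of change for 25 of the genes tested in epithelial cells, T cells and DCs. By the labels, 15 ran the same way here and 10 the other way, with 3 and 0 of them past the threshold. In epithelial cells, the paper reports a fall with siFXR1-LNA for genes whose log2 fold change was above 0 here: Epcam (0.48), Krt8 (0.01), Eif4g1 (0.58) and Fxr1 (0.28). It reports a rise for Casp8 (-0.85). In T cells it reports a rise of Nkg7 (-1.51), Gzmb (-0.63) and Prf1 (-0.46), and in DCs of Cd74 (-0.23). None of these passed the threshold in the main comparison (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Casp8 passed it in 3 of 10 alternatives and Nkg7 in some, both against the direction the paper states.

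Some genes that passed no threshold in the main comparison did so in the direction the paper states under other settings: Ccnd1 in epithelial cells with RPCA integration, with at least 1000 genes per cell and without a filter on low counts; Top2a in epithelial cells at a resolution of 0.3, at a mitochondrial limit of 30%, without a filter on low counts and with the replicate block; Cd83 in DCs without marker genes in the clustering, without a filter on low counts, with the replicate block and with DESeq2.

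In macrophages the paper reports stronger MHC and Cd40 signals between cells with siFXR1-LNA, which were not analysed here, and log2 fold changes of transcripts were -1.55 for H2-Ab1, -1.84 for H2-Eb1 and -1.01 for Cd40. The paper states lower Arg1 and Pdl1 with siFXR1-LNA by imaging and flow cytometry of protein, and the transcripts changed by 1.89 and 2.49 here. It also states lower Mrc1 and Cd163 by flow cytometry. Transcripts of Mrc1 were lower here too, between -1.32 and -0.84 on the log2 scale with each library left out in turn. Those of Cd163 were higher, between 0.55 and 2.81, and passed the threshold in 0 of 11 alternatives. The paper states a higher M1-like and a low M2-like score, and the mean scores changed by 0.0192, with overlapping groups, and by 0.404. It states more M1-like macrophages with siFXR1-LNA, where none was found here in the libraries labelled siFXR1-LNA in the main setting. That name needs 3 raised markers, and subcluster 1, found almost only in these libraries, had 2 raised markers of that list. With RPCA integration no subcluster took the name. The absence is thus one of a named subcluster, and does not show that macrophages labelled siFXR1-LNA lacked M1-like genes. No subcluster of T cells was named naive or cytotoxic, and none of macrophages M2-like, in the main setting. For NK cells the paper reports higher shares, which were lower here in both libraries labelled siFXR1-LNA in the main setting. With cells named from marker UMIs, the NK shares of the groups overlapped.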

Other observations

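All tests in this part were chosen after the pattern they bear on had been seen, and only for Ifit3 was the prediction written before the test's own value was known. Fxr1, the target of the siRNA, was not lower in epithelial cells of the libraries labelled siFXR1-LNA. Hemoglobin taking a different part of the UMIs is argued against as the cause: without hemoglobin the mean level was higher by 0.16 on the log2 scale, with both libraries labelled siFXR1-LNA above both others (the lowest of them 141 CPM and the highest of the others 137 CPM). A different mix of epithelial subclusters stays open. With equal weight for subclusters 1 to 3 the difference was 0.37, but siCont-LNA replicate 2 had only 12 and 6 UMIs of Fxr1 in subclusters 2 and 3, and in subcluster 1 the groups overlapped (131 and 158 CPM labelled siCont-LNA, 158 and 141 CPM labelled siFXR1-LNA). Subcluster 0 holds most epithelial cells labelled siFXR1-LNA and only 15 and 7 of those labelled siCont-LNA, with 4 and 12 UMIs of Fxr1. Its difference of -0.32 rests on too few UMIs, so a lower level within it and an unchanged one cannot be told apart. RNA free in the suspension as the only source of Fxr1 is argued against by a level in epithelial cells at least 1.23 times that in cluster 0, though a part from that source stays open. In B and T cells this ratio fell to 0.865, so RNA from other cells and transcripts of the cells themselves cannot be told apart there. An exchange of the labels of the 2 groups also stays open: of 25 directions the paper states for named genes, the labels gave 15 here, and only 3 of these passed the threshold, so the tally decides nothing. A change in protein without a change in transcripts was not tested. Cluster 7 would be called mesothelial cells had that list been allowed to give names. That these Fxr1 levels are partly or wholly those of cells other than tumor cells therefore stays open.

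The erythrocyte cluster held 0.0368% and 0.356% of the cells labelled siFXR1-LNA. Clustering that places the same barcodes differently may explain how small these shares are, since the barcodes with most of their UMIs from hemoglobin were 2295 and 2473 there, at least 41.2 times the cells in that cluster. Such barcodes were 4.20% and 14.3% of all barcodes labelled siFXR1-LNA and 46.4% and 63.0% of those labelled siCont-LNA. For fewer erythrocytes labelled siFXR1-LNA, the clustering is argued against as the whole cause, since hemoglobin, measured with no clustering, took at least 2.95 times as large a part of the UMIs in each library labelled siCont-LNA. Blood in the ascites, and a different removal of red cells between samples, may each explain this, and neither was tested.

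Ifit3 was lower in T cells and DCs of the libraries labelled siFXR1-LNA. RNA free in the suspension of the libraries labelled siCont-LNA is argued against, because without hemoglobin its level in T cells or DCs there was at least 3.89 times that in barcodes of the erythrocyte cluster. Ifit3 was at 87.5 and 117 CPM in macrophages labelled siCont-LNA and 1.96 and 4.49 CPM in those labelled siFXR1-LNA, and at 58.1 and 72.3 CPM and 1.52 and 6.24 CPM in B cells of the same groups. A weaker interferon response in these libraries is a candidate explanation, found and examined on the same data.

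Saa3 was higher in B and T cells of the libraries labelled siFXR1-LNA too. There its level was at most 0.669 times that in cluster 0 of the same library, with like levels in both types, so RNA free in the suspension may account for it. The same source is open for other rises in T cells of genes abundant in macrophages or granulocytes, such as Lcn2 and Nos2. Such RNA would also lower the CPM of genes of the T cells themselves. Its part in falls such as those of Nkg7, Cd4, Cd40lg and Thy1 was not tested. For the 5 largest rises in DCs (Nos2, Cxcl3, Orm1, Vldlr and Saa3) the level was 0.296 to 1.08 times that in cluster 0, and with ratios on both sides of 1, free RNA and transcripts of the cells themselves cannot be told apart.

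Cxcl3, Cxcl2 and Orm1 were among the 5 largest rises in epithelial cells of the libraries labelled siFXR1-LNA. RNA free in the suspension as their only source is argued against in subcluster 3, where the level was at least 4.42 times that in cluster 0 and the exact counting intervals lay apart. In subcluster 0 it was at most 0.405 times that in cluster 0, so free RNA may account for it there. For Stfa1 and Angptl6 the ratio in epithelial cells reached 1.79 and fell below 1 for each gene in 1 library, and in subcluster 3 of siFXR1-LNA replicate 2 Stfa1 had only 5 UMIs, so the sources cannot be told apart. Cxcl2 stood at 634 and 754 CPM in subcluster 3 of the libraries labelled siFXR1-LNA and 29.7 and 64.4 CPM in subcluster 0. What sets subcluster 3 apart, such as other cells in the same droplets, was not tested.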
